# Exportin 4 depletion leads to nuclear accumulation of a subset of circular RNAs

**DOI:** 10.1038/s41467-022-33356-z

**Published:** 2022-10-01

**Authors:** Liang Chen, Yucong Wang, Jiamei Lin, Zhenxing Song, Qinwei Wang, Wenfang Zhao, Yan Wang, Xiaoyu Xiu, Yuqi Deng, Xiuzhi Li, Qiqi Li, Xiaolin Wang, Jingxin Li, Xu Liu, Kunpeng Liu, Jincong Zhou, Kuan Li, Yuchan Liu, Shanhui Liao, Qin Deng, Chao Xu, Qianwen Sun, Shengzhou Wu, Kaiming Zhang, Min-Xin Guan, Tianhua Zhou, Fei Sun, Xiujun Cai, Chuan Huang, Ge Shan

**Keywords:** Non-coding RNAs, RNA transport, Neurophysiology, Reproductive biology

## Abstract

Numerous RNAs are exported from the nucleus, abnormalities of which lead to cellular complications and diseases. How thousands of circular RNAs (circRNAs) are exported from the nucleus remains elusive. Here, we provide lines of evidence to demonstrate a link between the conserved Exportin 4 (XPO4) and nuclear export of a subset of circRNAs in metazoans. Exonic circRNAs (ecircRNAs) with higher expression levels, larger length, and lower GC content are more sensitive to XPO4 deficiency. Cellular insufficiency of XPO4 leads to nuclear circRNA accumulation, circRNA:DNA (ciR-loop) formation, linear RNA:DNA (liR-loop) buildup, and DNA damage. DDX39 known to modulate circRNA export can resolve ciR-loop, and splicing factors involved in the biogenesis of circRNAs can also affect the levels of ciR-loop. Testis and brain are two organs with high abundance of circRNAs, and insufficient XPO4 levels are detrimental, as *Xpo4* heterozygous mice display male infertility and neural phenotypes. Increased levels of ciR-loop, R-loop, and DNA damage along with decreased cell numbers are observed in testis and hippocampus of *Xpo4* heterozygotes. This study sheds light on the understandings of mechanism of circRNA export and reveals the significance of efficient nuclear export of circRNAs in cellular physiology.

## Abstract (web summary)

This study identifies the evolutionarily conserved Exportin 4 as an essential regulator in the nuclear export of circRNAs. Defective circRNA export results in R-loop formation and DNA damage in cells, as well as testis and neurological defects in mice.

## Introduction

Circular RNAs (circRNAs) are covalently closed single-stranded RNAs that are generated from linear precursors by various mechanisms in eukaryotic cells^1–3^. In animals, there are four subclasses of circRNAs: exonic circRNAs (ecircRNAs), exon-intron circRNAs (EIciRNAs), intron-derived circRNAs, and mitochondria-encoded circRNAs (mecciRNAs)^4–9^. EIciRNAs, which are composed of both exonic and intronic sequences, and ecircRNAs, which are formed by exonic sequences, are generated via backsplicing in the nucleus, and ecircRNAs account for most of the eukaryotic circRNAs^1–5,7^. EcircRNAs predominately localize in the cytoplasm^1–3^. The mechanism via which thousands of ecircRNAs are transported into the cytoplasm remains elusive, despite evidence that suggests that the nuclear export process is regulated by DDX helicases known as *Drosophila* Hel25E and its mammalian homologs DDX39A and DDX39B^10^.

Intracellular transport of proteins and RNAs is mediated by nucleocytoplasmic carriers (receptors)^11–14^. These carriers include importins, which transport cargo from the cytoplasm into the nucleus, and exportins (XPOs), which transport macromolecules from the nucleus into the cytoplasm^11–14^. The XPO family in mammals consists of seven members^11–14^. For RNAs, XPO1 (CRM-1) is involved in the export of some mRNAs in an eIF4E/CRM1-dependent manner^15^, although most mRNAs are exported in a CRM1-independent manner^16^. The DDX39-dependent mRNA export is also thought to be CRM1-independent and Nxf1-dependent^17^. XPO-T, which is also known as XPO3, mediates the export of tRNAs^18,19^. XPO5 exports microRNA precursors^20–22^. However, each exportin is generally not specific for just one category of cargos but often has diverse types of protein and RNA substrates^23,24^. For example, XPO5 also mediates the export of various tRNAs, whereas some microRNA precursors with trimethylguanosine-cap are exported by XPO1^23,24^. Efficient export of nuclear RNAs is essential for cellular homeostasis, and abnormalities in export are associated with a plethora of human diseases, e.g., neurological diseases and cancers^11,25,26^.

In mammals, brain and testis are organs with the highest abundance of ecircRNAs^27–29^. Individual ecircRNAs, such as circSry in mice and circBoule in animals and humans have been shown to play roles in the testis^30^. In mammalian neurons, neuropils are enriched with ecircRNAs, thereby suggesting an active transport and localization mechanism^31^. Knockout of individual circRNAs, for example, the cytoplasmic-enriched and brain-specific circRNA Cdr1as, leads to abnormalities in excitatory synaptic transmission, memory, and exploratory behaviors^32^. There is also a recent argument that based on an evolutionary analysis in mammals, that most circRNAs are likely non-functional and splicing “errors”^33^. On the other hand, dysregulation of circRNAs has also been shown to be associated with an array of human diseases including degenerative diseases such as Alzheimer’s disease^34^, and changes of circRNA levels are associated with physiological processes such as ageing^29,35^.

In this study, we identified the conserved Exportin 4 (XPO4) as an essential regulator modulating nuclear export of a subset of ecircRNAs by screening known exportins in mammalian and fruit fly cells. Further experiments were performed to demonstrate the roles of XPO4 in nuclear export of ecircRNAs in animal cells. An array of assays revealed that knockout of XPO4 in mammalian cells led to nuclear accumulation of ecircRNAs, which triggered pervasive formation of circRNA: genomic DNA hybrids (circRNA:DNA R-loops, ciR-loops) and DNA damage. Knockdown of XPO4 in Drosophila cells led to similar effects. A sufficient level of XPO4 was critical to mammals, especially for testis and brain, the two organs with the highest abundance of ecircRNAs. XPO4 heterozygous mice demonstrated male infertility, and significantly increased levels of ciR-loops, R-loops, and DNA damage were observed in the testes. XPO4 heterozygous mice also exhibited neurological defects.

## Results

### Screening in mammalian and fruit fly cells identified a function of XPO4 in ecircRNA export

Seeking to identify which XPO protein(s) function in the nuclear export of ecircRNAs, we examined the ecircRNA binding capacities of all seven XPOs in experiments using human HEK293T cells in which FLAG-tagged exportins were assessed using RNA immunoprecipitation (RIP). Briefly, XPO4 exhibited the highest binding capability towards all nine randomly chosen human ecircRNAs in these assays (Fig. 1a). To further evaluate the XPOs that are involved in ecircRNA export in animals, we also conducted RNAi screening with *Drosophila* S2 cells, in which double-stranded RNAs (dsRNAs) were used to individually knock down (KD) all the genes that correspond to the flybase GO term “nucleocytoplasmic carrier activity”, which includes 16 nucleocytoplasmic carrier orthologs (Fig. 1b). KD of Ranbp16, which is the mammalian XPO4 ortholog (henceforth termed “dmXPO4”) (Supplementary Fig. 1a), resulted in obviously elevated nucleus/cytoplasm (Nuc/Cyto) ratio of all eight *Drosophila* ecircRNAs that were examined (Fig. 1b; Supplementary Fig. 1b). We also used antibodies against each mammalian exportin expressed at the endogenous level to perform RIP with HEK293T cells under normal physiological conditions, and the binding capacity of endogenous XPO4 and control exportins towards circRNAs have been examined and compared (Supplementary Fig. 1c). The results from the endogenous proteins were in consistent with the data from Flag-tagged exportins. In the RIP assay with antibody against the endogenous XPO4 protein, linear RNAs with relatively high expression levels such as 18S rRNA, U6 snRNA, U7 snRNA, ACTB mRNA, GAPDH mRNA, and the lncRNA MALAT1 could not be pulled down together with XPO4 protein (Supplementary Fig. 1d). Although we could not exclude the involvement in ecircRNA export of the other factors in these focused screenings without further investigation, our data indicated that XPO4 might play an evolutionarily conserved role in ecircRNA export, and we investigated this protein further.

**Fig. 1:**
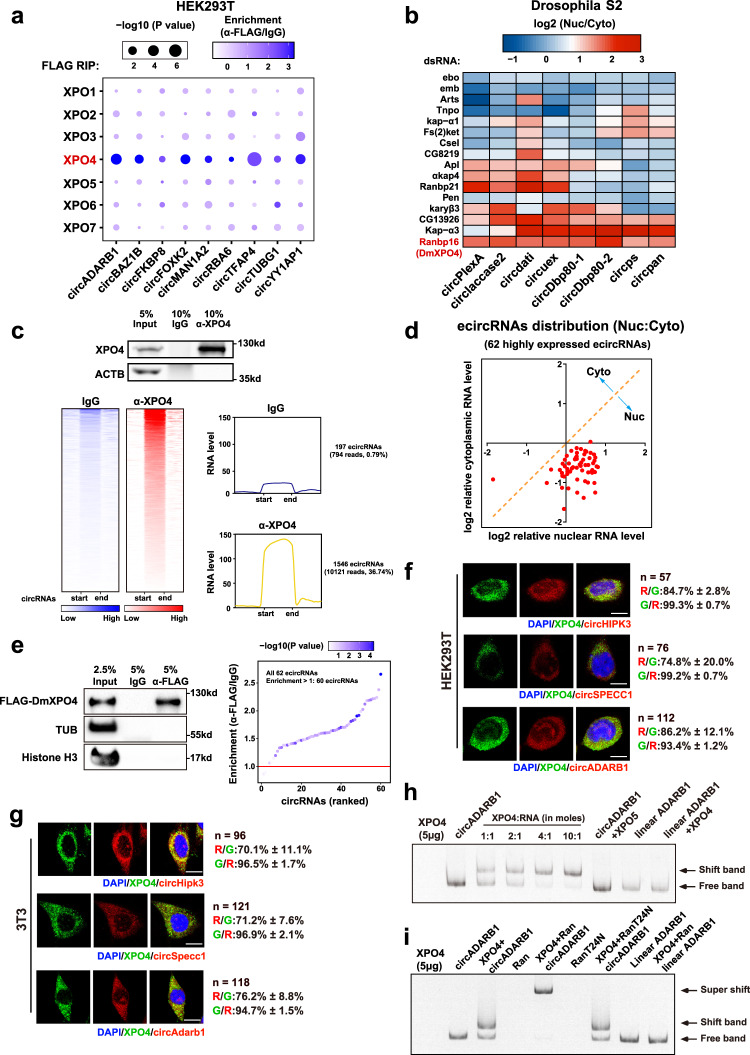
Screening in mammalian and *Drosophila* cells identifies XPO4 in ecircRNA export. **a** Heatmap representation of relative circRNA binding of FLAG-tagged exportins from RNA immunoprecipitation (RIP) in human HEK293T cells. Reverse transcription-quantitative PCR (RT-qPCR) of individual ecircRNA was performed, and the enrichment was normalized to the immunoglobulin G (IgG) control. **b** Heatmap of RNAi screening data using dsRNAs against the 16 factors with nucleocytoplasmic carrier activity in *Drosophila* S2 cells. Nuclear (Nuc) and cytoplasmic (Cyto) levels of individual ecircRNA were analyzed with RT-qPCR, and the Nuc:Cyto ratio of each circRNA was calculated and then normalized to the negative control (Ctrl, no dsRNA empty control). **c** RIP-seq data of ecircRNAs from antibodies (ɑ-XPO4) against the endogenous XPO4 in human HEK293T cells. RIP efficiency of XPO4 protein was validated through Western blot. Heatmaps represent co-precipitated ecircRNAs for XPO4 and IgG control; Metaplots represent RNA level of co-precipitated ecircRNAs for XPO4 and IgG control. Number of ecircRNA reads and proportion of ecircRNA junction reads out of all RNA reads from these loci are shown. RIP-seq data were generated from a combined sample from two biological replicates. **d** Relative changes of Nuc and Cyto levels of 62 highly-expressed ecircRNAs upon dsRNA knockdown of *dmXpo4*. RT-qPCR of individual ecircRNAs was performed, and the corresponding Nuc or Cyto levels of each ecircRNA were normalized to the negative control (Ctrl, no dsRNA empty control). Data are from five independent experiments. **e** DmXpo4-FLAG RIP with antibody against FLAG (α-FLAG). Validation of RIP efficiency is shown with Western blots, and the fold of enrichment for all 62 ecircRNAs was analyzed by RT-qPCR (the enrichment is normalized to IgG control). Data are from three independent experiments. **f**, **g** Fluorescence in situ hybridization (FISH) of circRNAs (red) specified along with immunofluorescence staining (IF) of XPO4 protein (green) in human HEK293T cells and mouse NIH/3T3 cells. The colocalizations between green (XPO4) and red (circRNA) fluorescent signals are shown beside the images. *N* = number of cells analyzed. Scale bars, 20 μm. **h** Electrophoretic mobility shift assay with purified XPO4 protein and in vitro transcribed circADARB1 with indicated molar ratio. XPO5 and linear ADARB1 were used as controls. Arrowheads indicate the shift band and the free band, respectively. **i** Electrophoretic mobility shift assay with purified XPO4 protein and in vitro transcribed circADARB1 in addition with RanGTPase (Ran) and mutant Ran. In **h** and **i**, linear ADARB1 has the same sequences with circADARB1; arrowheads indicate the super-shift band, shift band, and the free band, respectively. Data are representative of two independent experiments. Details of biostatistics and *P* value calculation for **a**, **b**, and **e** are included in the “Quantification and statistical analysis” section of Methods. Source data are provided as a Source data file.

Antibodies against endogenous XPO4 were then used to perform RIP with human HEK293T cells, and RNA-sequencing (RNA-seq) of the RIP materials revealed that more than 1500 ecircRNAs were pulled down together with XPO4 (Fig. 1c; Supplementary Fig. 1e). In this case, the ~1500 ecircRNAs were underestimated due to limitations in the identification of ecircRNAs by circRNA bioinformatics and RNA-seq with small amount of RIP materials^36^. Further supporting a functional role for dmXPO4 in ecircRNA export, we found that 61 of the 62 highly abundant ecircRNAs^37,38^, showed a statically significantly increased Nuc/Cyto ratio upon dmXPO4 KD in S2 cells (Fig. 1d). FLAG-tagged dmXPO4 also pulled down 60 of the 62 ecircRNAs examined in the RIP experiments (Fig. 1e). Fluorescent in situ hybridization (FISH) of ecircRNAs (using three examples: circHipk3, circSpecc1, and circAdarb1) and immunofluorescence (IF) staining against the XPO4 protein in HEK293T and 3T3 cells revealed that more than 93% XPO4 signals overlapped with ecircRNAs (Fig. 1f and g; Supplementary Fig. 1f, g), thereby suggesting that the XPO4 protein might have some chance to interact with ecircRNAs in mammalian cells. Then, the binding of XPO4 to ecircRNAs was examined by an electrophoretic mobility shift assay (EMSA) with circADARB1 as an example of an ecircRNA (Fig. 1h). XPO4 shifted with circADARB1 but not the linear RNA of the same sequence; XPO5, which was used as a negative control of XPO4, did not bind to circADARB1 (Fig. 1h). Similar to the other exportins, XPO4 works together with RanGTPase^39^, and in a supershift assay, XPO4 and RanGTPase complex demonstrated efficient binding to the circRNA tested (Fig. 1i). These results identified XPO4 as a conserved factor in animals that functions in the nuclear export of ecircRNAs.

### Knockout of XPO4 resulted in nuclear accumulation of ecircRNAs

We constructed a mouse XPO4 knockout (KO) cell line in 3T3 embryonic fibroblasts (Fig. 2a), after which the total, nuclear, and cytoplasmic RNAs from the KO and wild-type (WT) cells were isolated, treated with RNase R (to digest linear RNAs)^40^, and subjected to RNA-seq (Fig. 2b and Supplementary Fig. 1h). 

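The circRNA data comprised 12 libraries from NIH/3T3 cells, a mouse embryonic fibroblast line, with 2 libraries each of nuclear, cytoplasmic and total RNA from the WT and the KO cells. RNase R digests linear RNAs and leaves most circRNAs, and rRNA was removed before sequencing. The paper gives a depth of about 8 G basepairs for each library. After adapter trimming, the authors ran find_circ (version 1.2), which looks for reads that span a backsplice junction, and deposited for each library the positions of its circRNAs on the mouse genome GRCm38 with the count of junction reads of each. The deposited values are whole-number counts without normalization. In the nuclear fraction, 2189 and 2635 junction reads were counted in the WT replicates and 3743 and 4383 in the KO replicates. The cytoplasmic libraries held 77818 and 81941 junction reads in WT and 50629 and 63335 in KO. The total RNA libraries held 57780 and 55109 in WT and 58165 and 50341 in KO. Over the 4 libraries of a fraction, 1166 circRNAs were listed in the nucleus, 9648 in the cytoplasm and 10700 in total RNA, and 472 circRNAs were listed in both the nucleus and the cytoplasm. Both ends of a circRNA lay on annotated exon edges for 677 of the nuclear, 9644 of the cytoplasmic and 10699 of the total circRNAs. A further 7 nuclear circRNAs were listed under several positions and were left out wherever a sequence was needed. Counts of replicates differed by more than sampling noise in all 6 groups, with a chi-square per circRNA between 1.10 in WT total and 2.37 in KO cytoplasm. The Spearman rho between replicates, across circRNAs, was 0.413 in WT and 0.483 in KO nuclei, 0.872 and 0.810 in the cytoplasm, and 0.731 and 0.741 in total RNA. The level of a library was taken as the mean log10 junction reads over the circRNAs detected in it, as deposited. Single circRNAs with at least 10 reads summed over the libraries compared were tested with edgeR's quasi-likelihood test after TMM normalization, with absent circRNAs as 0 and Benjamini-Hochberg adjustment. In counts simulated at these depths, this test recovered 6.19% of circRNAs changed 4-fold in the nucleus, 43.4% in the cytoplasm and 46.2% in total RNA. The simulated changes were placed only in circRNAs above a minimum mean count, with a fixed spread between replicates. These shares need not hold for all circRNAs tested.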

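In the nucleus, the mean log10 junction reads per circRNA were 0.246 and 0.325 in the WT replicates (0.285 ± 0.0556, SD, n = 2) and 0.441 and 0.517 in the KO replicates (0.479 ± 0.0539, SD, n = 2). The KO level was higher by 0.193, or 1.56-fold, and both KO libraries lay above both WT libraries (two-sided exact permutation test, p = 0.333, the smallest p that 2 against 2 libraries allow). With each library left out in turn, the difference lay between 0.154 and 0.233. The paper merged the replicates without naming how. With the mean of both replicates taken per circRNA, 1136 circRNAs in WT and 1148 in KO had mean log10 reads of 0.199 and 0.462, a difference of 0.262, and the distributions were 0.396 apart by the Kolmogorov-Smirnov distance. The KO nuclear libraries also held more junction reads, 4063 on average against 2412 in WT. In the cytoplasm, the level was 0.706 ± 0.0370 (SD, n = 2) in WT and 0.588 ± 0.0157 (SD, n = 2) in KO. Both KO libraries lay below both WT libraries (KO minus WT, -0.118, two-sided exact permutation test, p = 0.333). Merged over replicates, 9478 circRNAs in WT and 9418 in KO differed by -0.121, with a Kolmogorov-Smirnov distance of 0.123. The setting that moved these differences most was scaling each library to the same total of circRNA reads, under which the KO minus WT difference became -0.0336 in the nucleus and 0.0314 in the cytoplasm. The nuclear value takes circRNAs with and without both ends on exon edges together and was not computed for exonic ones alone. Exonic circRNAs had 1408.5 reads per WT and 2746 per KO nuclear library on average, and the others 979.5 and 1255.5. The scaled nuclear value therefore does not show that exonic circRNAs fell.

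**Figure D1:**
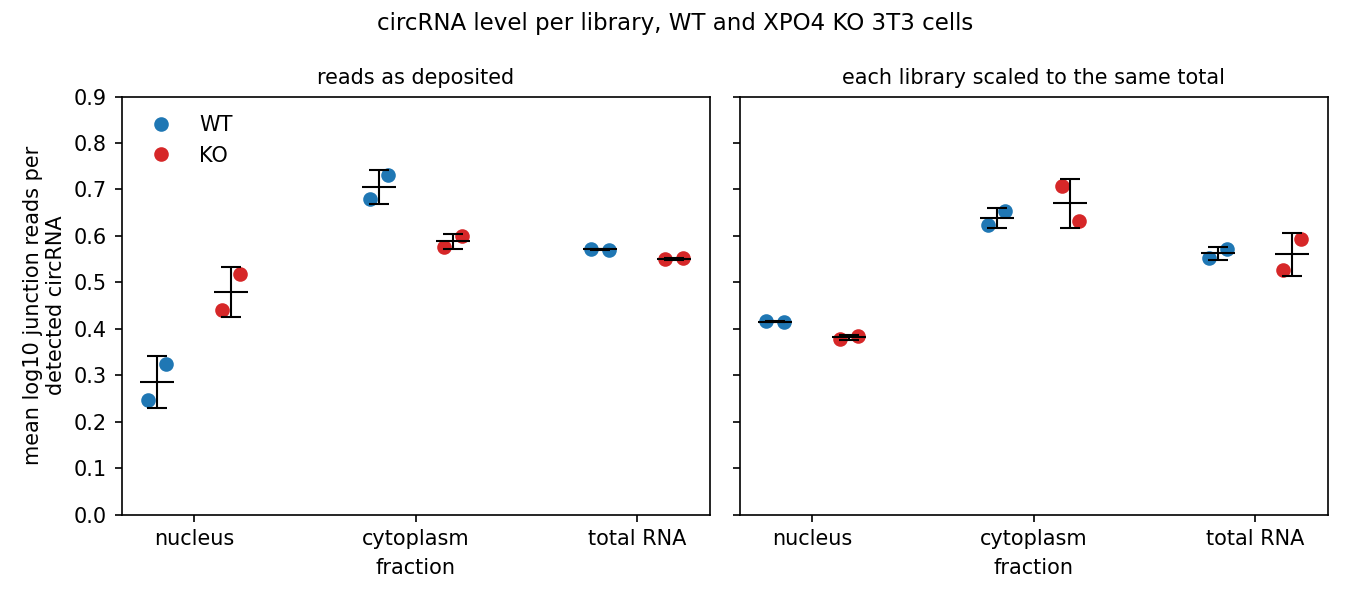
Mean log10 junction reads per detected circRNA (vertical axis) in each library by fraction (horizontal axis), with 2 WT libraries (blue) and 2 KO libraries (red) as points and the mean and SD of each pair in black. In the left panel, with reads as deposited, the KO libraries lie above the WT libraries in the nucleus and below them in the cytoplasm. In the right panel each library is scaled to the same total of circRNA reads within its fraction, and the KO minus WT difference is -0.0336 in the nucleus and 0.0314 in the cytoplasm.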

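Single circRNAs were compared after TMM normalization, which did not bring the median log2 fold change to 0. Of 651 nuclear circRNAs tested, 66 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 11 higher and 55 lower in KO, and the median log2 fold change of all 651 was 0.44. With the replicate number as a block, 72 passed, and same-numbered libraries did not deviate together (correlation of their deviations 0.00671). With DESeq2 none passed, and 59 had an unadjusted p under 0.05. Without any scaling none passed, and of the circRNAs with an unadjusted p under 0.05, 150 were higher and 23 lower in KO. The 5 nuclear circRNAs with the smallest p were lower in KO. Of these, a circRNA of Slc30a7 (circSlc30a7, chromosome 3 from 115978644 to 115984974, exons 6 to 8 of its transcript) had 13 and 10 reads in WT and 2 and 2 in KO. It was at least 7.55-fold lower if the TMM normalization is right (log2 fold change -3.38, edgeR adjusted p = 0.000851). Without scaling its log2 fold change was -2.45 and not past the threshold (edgeR adjusted p = 0.176). The other 4 (circTnr, circHs6st1, circBpifa3 and circSrrm3) had ends off annotated exon edges. In the cytoplasm, 4768 of 8917 circRNAs tested had an adjusted p under 0.05, 2671 higher and 2097 lower in KO, and the median log2 fold change of all 8917 was -0.25. With the replicate number as a block, 4445 passed (correlation of deviations -0.0191). DESeq2 called 879, 755 higher and 124 lower, and with no scaling 2353 passed, 837 higher and 1516 lower. The cytoplasmic circRNAs with the smallest p were higher in KO and had no WT cytoplasmic reads. One of them, circTgfbr3 (chromosome 5 from 107177805 to 107215077, exons 3 to 4 of Tgfbr3), had 16 and 16 reads in KO, at least 7.80-fold higher after TMM normalization (edgeR adjusted p = 0.000138). In total RNA it had 5 and 4 reads in WT and 2 and 1 in KO, the opposite direction. Across circRNAs, the Spearman rho of a WT with a KO library was between -0.298 and -0.158 in the nucleus and between -0.206 and -0.106 in the cytoplasm.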

By bioinformatics analysis of RNA-seq data, we found that compared to the WT cells, the KO cells had significantly increased ecircRNA levels in the nuclear fraction (Fig. 2c) and significantly decreased ecircRNA levels in the cytoplasm (Fig. 2d). Notably, there was no significant difference in total ecircRNA level between the WT and XPO4 KO cells (Fig. 2e). 

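In total RNA, the mean log10 junction reads per circRNA were 0.572 and 0.570 in the WT replicates (0.571 ± 0.000986, SD, n = 2) and 0.549 and 0.551 in the KO replicates (0.550 ± 0.00153, SD, n = 2). The KO level differed by -0.0208, a ratio of 0.953, which was larger than the spread between replicates, and both KO libraries lay below both WT libraries (two-sided exact permutation test, p = 0.333, the smallest p this design allows). With each library left out in turn, the difference lay between -0.0218 and -0.0197. Merged over replicates, 10534 circRNAs in WT and 10488 in KO differed by -0.0219 in mean log10 reads, had the same median of 0.602, and were 0.0326 apart by the Kolmogorov-Smirnov distance. Scaled to the same total of circRNA reads, the libraries differed by -0.00254. Of 8903 single circRNAs tested, none had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; smallest adjusted p = 0.0580), and 3405 had an unadjusted p under 0.05, 1770 of them higher in KO. This count depended on the setting. With the replicate number as a block 2054 circRNAs passed (correlation of deviations of same-numbered libraries 0.0191), 996 higher and 1058 lower, and with scaling by the total of circRNA reads 2003 passed. The Spearman rho of a WT with a KO library, across circRNAs, was between -0.0704 and 0.0340.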

The nuclear levels of EIciRNAs, which are a subclass of circRNAs that are also generated from backsplicing in the nucleus and have been previously shown not to be exported into the cytoplasm^4^, were not affected by XPO4 KO (Supplementary Fig. 1i). These results demonstrated that XPO4 KO led to nuclear accumulation of ecircRNAs and did not affect the overall backsplicing of circRNA biogenesis.

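Whether the Nuc/Cyto ratio itself differed between the genotypes was tested with an interaction term over the 8 nuclear and cytoplasmic libraries. Of 9266 circRNAs tested, none had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; smallest adjusted p = 0.634). An unadjusted p under 0.05 was found for 115 circRNAs, of which 77 had a higher and 38 a lower Nuc/Cyto ratio in KO. This balance depended on the setting. It was 137 higher and 15 lower without scaling, 79 and 44 with scaling by the total of circRNA reads, and 30 and 33 with DESeq2. With the replicate number as a block none passed, and 108 had an unadjusted p under 0.05 (correlation of deviations of same-numbered nuclear and cytoplasmic libraries 0.00507 in WT and 0.0154 in KO). The depth limits this test. In counts simulated at the depth of the libraries, it recovered 0% of 8-fold changes in the ratio, and 98% with 20 times the reads. Of the 5 circRNAs with the smallest interaction p, 4 had a lower ratio in KO and circTnrc18 (chromosome 5 from 142739413 to 142740264) a higher one. The most abundant of them, circBnc2 (chromosome 4 from 84546205 to 84555904, exons 2 to 3 of Bnc2), had 5 and 6 nuclear and 2 and 2 cytoplasmic reads in WT against 4 and 11 nuclear and 139 and 256 cytoplasmic reads in KO. In total RNA it had 220 and 183 reads in WT and 44 and 43 in KO, opposite to the cytoplasm. The WT total reads have no counterpart in the WT nuclear or cytoplasmic lists. The lists thus conflict for circBnc2, and its change in ratio cannot be read as a change in export. With DESeq2, 1 circRNA passed, which was circBnc2 with a lower ratio in KO (DESeq2 adjusted p = 1.21e-06). With scaling by the total of circRNA reads 4 passed, and each of these had a lower ratio in KO. From the higher nuclear and lower cytoplasmic ecircRNA levels, the total level without a significant difference, and nuclear EIciRNA levels that XPO4 KO did not affect (Supplementary Fig. 1i), the paper concludes that XPO4 KO made ecircRNAs accumulate in the nucleus without affecting overall backsplicing.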

**Fig. 2:**
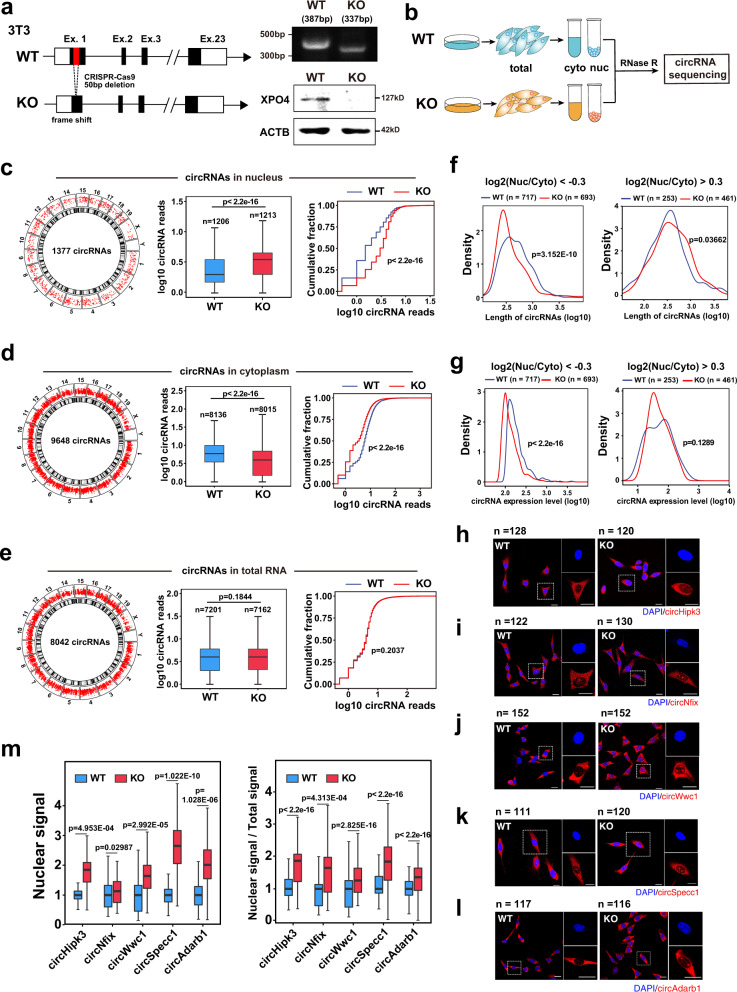
XPO4 knockout results in nuclear accumulation of ecircRNAs. **a** Scheme for generating the NIH/3T3 XPO4 CRISPR-cas9 knockout (KO) cells. Validation with genomic PCR and western blot of the successful KO in NIH/3T3 cells are also shown. Data are representative of three independent experiments. **b** Workflow of nucleocytoplasmic separation and sample preparation of circRNA sequencing. **c**, **d**, **e** Bioinformatics analyses of ecircRNAs in nuclear, cytoplasmic, and total RNAs from the wild-type (WT) and KO cells. Number and genomic distribution of detected ecircRNAs are shown in circus plot. The corresponding ecircRNA reads from WT and XPO4 KO cells are compared in the middle. Cumulative fraction curves demonstrating the ecircRNA levels in the XPO4 KO and WT cells are shown to the right. *n* = number of circRNAs analyzed. **f** circRNA length distributions of WT and XPO4 KO cells relatively enriched in the cytoplasmic fraction (log2(Nuc/Cyto) < −0.3), and nuclear fraction (log2(Nuc/Cyto) > 0.3), respectively. **g** circRNA expression levels of WT and XPO4 KO cells in the cytoplasmic fraction (log2(Nuc/Cyto) < −0.3), and nuclear fraction (log2(Nuc/Cyto) > 0.3), respectively. **h**, **i**, **j**, **k**, **l** Representative FISH images of ec**i**rcRNA (Red) in NIH/3T3 WT and XPO4 KO cells. *n* = number of cells analyzed. Scale bars, 20 μm. **m**, Quantification of nuclear FISH signals and the ratio of nuclear: total signals of the ecircRNA analyzed in **h**, **i**, **j**, **k** and **l**. For **c**–**e**, **m**, boxes for box-plot graphs extend from the 25th to 75th percentiles and the line in the middle is plotted at the mean. Whiskers delineate all data points from minimum to maximum. For **c**–**g**, **m**, *P* values of boxplots are from unpaired two-sided Student’s *t* test. For **c**–**e**, *P* values of cumulative frac*t*ion curves are from the Kolmogorov–Smirnov test. Data are shown as means ± SD. *P* values were indicated in the figures. Source data are provided as a Source data file.

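To define these sets, the Nuc/Cyto ratio of each circRNA was tested within each genotype on 2 nuclear and 2 cytoplasmic libraries, again with edgeR's quasi-likelihood test, and the thresholds of log2(Nuc/Cyto) at 0.3 and an unadjusted p under 0.05 were applied. The fits covered 5373 circRNAs in WT and 4359 in KO. Neither the fits nor the sets were restricted to circRNAs with both ends on exon edges, although the sets are called ecircRNAs here. The TMM factors were between 2.15 and 2.81 for nuclear and between 0.352 and 0.542 for cytoplasmic libraries. In WT, 2395 circRNAs met the rule for the cytoplasm and 70 that for the nucleus. In KO, 3830 met the rule for the cytoplasm and 210 that for the nucleus. With an adjusted p under 0.05 in place of the unadjusted p, the numbers were 12 and 35 in WT and 3821 and 208 in KO. With scaling by the total of circRNA reads, they were 37 cytoplasmic and 252 nuclear circRNAs in WT and 64 and 358 in KO, and with no filter on low counts the nuclear sets held 637 in WT and 718 in KO. Without scaling, 4160 met the rule for the cytoplasm in WT and 3103 in KO. Which genotype had more cytoplasmic ecircRNAs therefore depended on the scaling.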

We then examined the expression levels, length distribution, GC content, and ΔG distributions of the ecircRNAs significantly enriched in the cytoplasm (log2(Nuc/Cyto) <−0.3, *P* < 0.05; defined here as cytoplasmic ecircRNAs) or in the nuclear (log2(Nuc/Cyto) > 0.3, *P* < 0.05; defined here as nuclear ecircRNAs) in the WT and XPO4 KO cells (Fig. 2f, g and Supplementary Fig. 1j, k). The cytoplasmic ecircRNAs in WT cells were relatively XPO4 sensitive ecircRNAs (717 ecircRNAs, ~37% of all cytoplasmic ecircRNAs), and the cytoplasmic ecircRNAs in XPO4 KO cells were relatively insensitive to XPO4 deletion (693 ecircRNAs, ~36% of all cytoplasmic ecircRNAs). 

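Of the cytoplasmic ecircRNAs found with edgeR, 995 were shared by WT and KO, out of 5230 in either genotype. The WT set made up 45.8% and the KO set 73.2% of these 5230. In WT only there were 1400, or 26.8%, and in KO only 2835, or 54.2%. With DESeq2, the tool the paper names for these ratios, 278 circRNAs met the rule in WT and 1182 in KO, with 170 in both. With the replicate number as a block, 571 met it in WT and 3847 in KO. Of the nuclear ecircRNAs, 14 were shared out of 266 in either genotype.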

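The length of a circRNA was taken as the summed length of the annotated exons between its ends, which was known for 2366 of the WT and 3778 of the KO cytoplasmic ecircRNAs. The median length was 497 nt in WT (quartiles 370 and 725) and 466 nt in KO (quartiles 355 and 665.5), a difference of 31 nt (two-sided permutation test across circRNAs, p = 0.00018). CircRNAs are not independent replicates, and a circRNA in both sets counts in both. With the sets taken from DESeq2 the difference was 7.5 nt (permutation p = 0.70), and with sets from the fits with a replicate block it was 7 nt (permutation p = 0.611). The expression level, as log10 of the mean normalized reads over the 4 libraries of each genotype, had a median of 0.536 in WT and 0.371 in KO. This difference of 0.164 was past the threshold (permutation test, p = 1e-05, the smallest p the permutations can give) and kept its sign with the DESeq2 sets, at 0.224, with sets from a replicate block, at 0.489, and without scaling, at 0.0512. With the reads of the same sets not scaled, chosen after seeing the data, it was 0.204 (permutation p = 1e-05). Each genotype was scaled in its own fit, so the scaled differences include that of the scaling. The unscaled ones include depth, as WT cytoplasmic libraries held 79880 reads on average against 56982 in KO. The shared sign therefore does not show a difference in level apart from scaling or depth. The sets were chosen by p in a separate fit for each genotype, so their levels also depend on the reads needed to pass. The WT set of 571 from a replicate block had a median of 0.859.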

Cytoplasmic ecircRNAs in the WT cell demonstrated significantly larger length and higher expression levels than those in the XPO4 KO cells (Fig. 2f, g). Nuclear ecircRNAs in the WT cell demonstrated significantly smaller length, although no statistical difference in expression levels, compared to those in the XPO4 KO cells (Fig. 2f, g). 

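The nuclear sets were not restricted to circRNAs with both ends on exon edges, so they hold circles that have no spliced length. Among the nuclear ecircRNAs so defined, a spliced length was known for 47 of 70 in WT and 156 of 210 in KO. This is 67.1% and 74.3% of the sets, under the 80% set as a minimum, so the comparison is void for the sets as a whole and describes those circRNAs alone. Their median length was 302 nt in WT (quartiles 258 and 375.5) and 391.5 nt in KO (quartiles 293.25 and 698.75), a difference of -89.5 nt (two-sided permutation test across circRNAs, p = 0.0493). By genomic span, known for 68 and 206 circRNAs, the medians were 1708 bp in WT and 4035 bp in KO (permutation test, p = 0.078). The median expression level was 1.10 in WT and 0.844 in KO, over all 70 and 210 circRNAs, exonic or not. The difference was 0.256 (permutation test, p = 1e-05). Each genotype was scaled in its own fit, so this difference includes that of the scaling. With the reads of the same sets not scaled, an alternative chosen after seeing the data, it was 0.0621 (permutation p = 0.194), and 0.0378 (permutation p = 0.421) when the sets came from the fits without scaling. These unscaled values include the deeper KO nuclear libraries, 4063 reads on average against 2412 in WT. Scaled within each genotype, the difference was 0.223 with the DESeq2 sets and 0.267 with a replicate block (permutation p = 1e-05 for each).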

The G/C content was lower, and in correlation with this, the △G was higher for cytoplasmic ecircRNAs in the WT cells (Supplementary Fig. 1j). 

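The median GC content of the spliced sequence was 48.3% in WT (quartiles 44.3 and 52.5) and 48.0% in KO (quartiles 44.2 and 52.5), a difference of 0.303 percentage points (two-sided permutation test across circRNAs, p = 0.16). With sets from the fits with a replicate block the difference was 0.826 points (permutation p = 0.0261). Over the whole genomic span, introns included, the medians were 42.2% in both sets (difference -0.0164, permutation p = 0.926). The folding energy was computed with RNAfold for the 2341 WT and 3732 KO circRNAs of up to 2000 nt, folded as linear sequence. Its median was -140.6 kcal/mol in WT (quartiles -211.7 and -100.6) and -131.4 kcal/mol in KO (quartiles -194.4 and -96.8), a difference of -9.2 kcal/mol (permutation test, p = 0.00021). It was -5 kcal/mol (permutation p = 0.275) with the DESeq2 sets and -5.95 kcal/mol (permutation p = 0.121) with those from a replicate block. Folding energy scales with length. Per nucleotide, a setting chosen after seeing the data, the medians were -0.284 and -0.283 kcal/mol, with a difference of -0.00111 (permutation test, p = 0.479).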

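For the nuclear ecircRNAs whose spliced sequence was known, too small a share for a check of the sets as a whole, the median GC content was 49.6% in WT (quartiles 46.3 and 54.6) and 49.7% in KO (quartiles 44.5 and 54.0), a difference of -0.0179 percentage points (two-sided permutation test across circRNAs, p = 0.999). Over the genomic span the medians were 45.0% in WT and 43.4% in KO (permutation test, p = 0.211). The median folding energy of 46 WT circRNAs was -91.35 kcal/mol and that of 154 KO circRNAs -118.0 kcal/mol. The difference of 26.65 kcal/mol had a permutation p of 0.024, and per nucleotide the difference of 0.0117 kcal/mol had a permutation p of 0.275.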

The nuclear ecircRNAs of the WT cells and the KO cells did not show significant difference in the GC content or △G (Supplementary Fig. 1k). These results together indicated that ecircRNAs with larger length, higher expression levels, lower G/C content (and thus may be less complex structure) were more sensitive to the deficiency of or more depended on XPO4.

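Among circRNAs that were cytoplasmic in one genotype and not in the other, the median length was 529 nt for the WT-only and 469 nt for the KO-only circRNAs, a difference of 60 nt (two-sided permutation test across circRNAs, p = 1e-05). Their median expression levels were 0.497 and 0.344, a difference of 0.153 (permutation test, p = 1e-05), which includes the separate scaling of each genotype. Their median GC contents were 48.3% and 47.8%, a difference of 0.464 percentage points (permutation test, p = 0.0922).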

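Of the circRNA reads in the nuclear and cytoplasmic libraries of the same replicate, 97.1% ± 0.268 (SD, n = 2) were cytoplasmic in WT and 93.3% ± 0.291 (SD, n = 2) in KO. The difference between the genotypes was larger than the spread between replicates. Of the circRNAs with a read in either fraction, 93.3% ± 0.249 (SD, n = 2) had more cytoplasmic than nuclear reads in WT and 91.8% ± 0.221 (SD, n = 2) in KO. These shares rest on reads as deposited from separate libraries of each fraction and were not scaled to the amount of RNA per cell. Restricted to circRNAs detected in all 4 libraries of a genotype, 297 in WT and 420 in KO, the cytoplasmic share of reads was 93.5% ± 1.11 (SD, n = 2) in WT and 84.2% ± 5.98 (SD, n = 2) in KO. Of these circRNAs, 94.1% ± 0.238 (SD, n = 2) had more cytoplasmic than nuclear reads in WT and 76.9% ± 3.70 (SD, n = 2) in KO.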

We also suspected the existence of an XPO4-independent mechanism of ecircRNA nuclear/cytoplasmic distribution because even in the XPO4 KO cells, most ecircRNAs were still cytoplasmic. One possible mechanism was a passive nucleus-to-cytoplasm process in which ecircRNAs in dividing cells might diffuse out of the nucleus during the breakage of the nuclear envelope. In support this possibility, all three ecircRNAs that we examined showed higher nuclear levels in cells before nuclear envelope breakdown (G2/M stage) than in cells with mix stages (Supplementary Fig. 1l). To observe the nuclear accumulation of individual ecircRNAs, we performed FISH assays, and five ecircRNAs, namely, circHipk3, circSpecc1, circNfix, circWwc1, and circAdarb1 were randomly chosen for imaging. Each of these ecircRNAs had significantly increased nuclear signals and Nuc/Cyto ratio in the XPO4 KO cells compared to the WT cells (Fig. 2h–m).

Previous studies in mammalian cells showed that XPO4 functions in the nuclear export of eIF5A, a translation elongation factor^41^. Perturbation of eIF5A would lead to translational defects that could have unforeseen effects on ecircRNA export. To examine the possibility that the functional involvement of XPO4 in ecircRNA export might be related to eIF5A, we either overexpressed or knocked down eIF5A in WT cells and XPO4 KO cells (Supplementary Fig. 2a–d). There was no significant change in the Nuc/Cyto ratio for any of the four ecircRNAs that were examined under eIF5A overexpression or knockdown in either WT or XPO4 KO cells (Supplementary Fig. 2a–d). We also examined Smad3, another known cargo of XPO4^42^. There was also no significant change in the Nuc/Cyto ratio for any of the four ecircRNAs that were examined under Smad3 overexpression or knockdown in either WT or XPO4 KO cells (Supplementary Fig. 2e–h). Another cargo of XPO4, SOX2 is a key transcription factor required for pluripotency, and is not expressed in differentiated cells such as 3T3^43^, and thus SOX2 might not be relevant to the cellular phenotypes upon XPO4 KD or KO. 

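In the mRNA-seq of the 3T3 cells, with 3 libraries of the WT and 3 of the KO cells, Sox2 (chromosome 3 from 34650405 to 34652461 on GRCm38) had 0 reads in each of the 6 libraries. The smallest level the depth could show, 3 reads, corresponds to an FPKM between 0.0661 and 0.0859, so Sox2 mRNA was not detectable above that level. Smad3 had an FPKM of 18.4 ± 0.815 (SD, n = 3) in the libraries labelled WT and 19.5 ± 1.96 (SD, n = 3) in those labelled KO.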

Disturbing the mRNA export and translation in cells through eIF4E knockdown or overexpression also had no association with circRNA cyto/nuclear localization (Supplementary Fig. 2i–l). In addition, there was no significant change in the nuclear/cytoplasmic distribution of several RNAs with high abundance such as 18S rRNA, GAPDH mRNA, ACTB mRNA, U6 snRNA, U7 snRNA, and the lncRNA Malat1 upon the depletion of XPO4 (Supplementary Fig. 1h), and XPO4 did not bind to these RNAs (Supplementary Fig. 1d). However, we cannot rule out that besides impaired nuclear export of ecircRNAs, the depletion of XPO4 disrupts the export of other types of RNAs directly or indirectly, as XPO4 is a multi-functional exportin.

Taken together, we demonstrated a subset of ecircRNAs with relatively higher expression levels, larger length, and lower GC content were sensitive to XPO4 depletion. Deficiency of XPO4 led to nuclear accumulation of ecircRNAs.

### Nuclear-accumulated ecircRNAs generated R-loops and DNA damage

Next, we investigated potential downstream impacts of the nuclear accumulation of ecircRNAs in XPO4 KO cells. Defects in RNA export factors often lead to unscheduled or deleterious formation of RNA:DNA hybrids (R-loops)^44^. R-loops can be detected and studied with the broadly used monoclonal antibody S9.6^45^. IF staining with S9.6 antibody showed a significantly increased nuclear signal intensity in the KO vs. WT cells (Fig. 3a). Note that the S9.6 antibody is known to give unspecific cytoplasmic IF signals^46,47^, we therefore focused on the nuclear signals and tested whether the nuclear signals were from R-loops. We found that pretreatment of RNase H, which specifically digests the RNA in the R-loops^48^, largely eliminated the nuclear S9.6 IF signals, thereby confirming that these nuclear signals were from R-loops (Fig. 3b). In addition, RNase H treatment also removed most of the cytoplasmic IF signal (Fig. 3b). The IF signal in the cytoplasm might potentially be attributed to mitochondrial R-loops^49^, which would be removed upon RNase H treatment as well. The R-loop levels in KO cells were even comparable to those in WT cells under UV exposure, which is a treatment that is known to generate DNA damage and the associated R-loops (Fig. 3c)^50^. Pretreatment with RNase R, which is an exonuclease that specifically digests linear RNAs but not circRNAs^40,51^, eliminated the nuclear S9.6 IF signals in UV-exposed WT cells (Fig. 3c). This result indicated that the R-loops that were generated under UV treatment were formed by linear RNAs (liR-loops), which also served as a control for determining the effectiveness of RNase R digestion. A significant proportion of R-loop signals remained for XPO4 KO cells after the RNase R treatment (Fig. 3c), and this result indicated that the majority of R-loops in the XPO4 KO cells were formed by circRNAs, which we termed circRNA R-loops (ciR-loops).

**Fig. 3:**
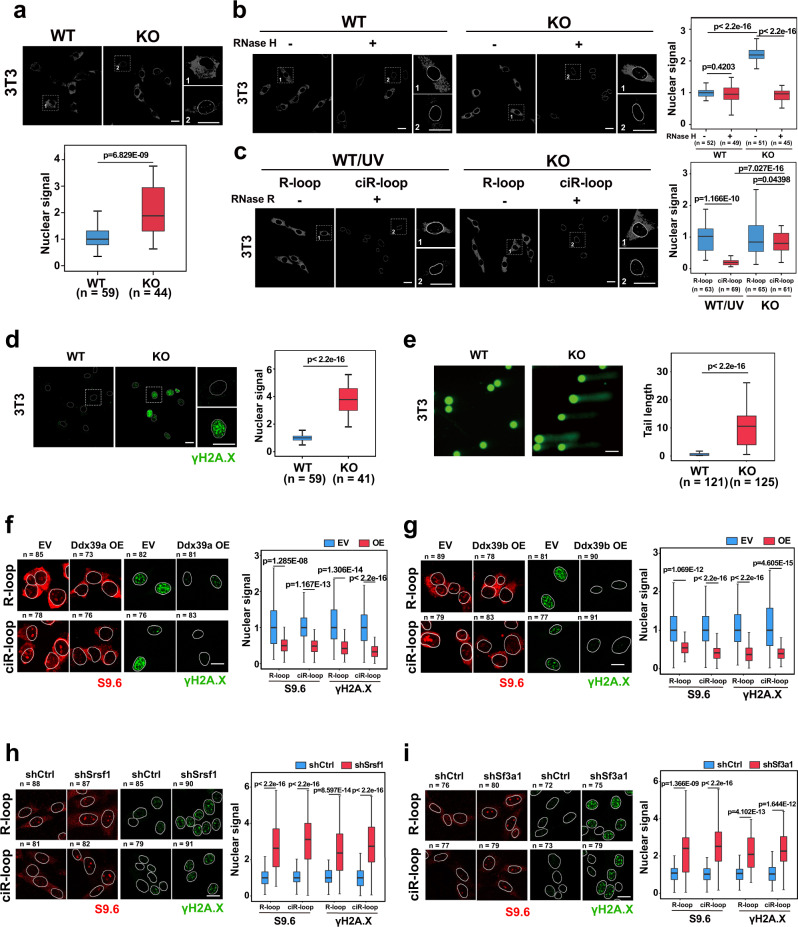
Nuclear-accumulated ecircRNAs generate ciR-loops, R-loops, and DNA damage. **a** Immunofluorescent staining (IF) of R-loop with the antibody S9.6 in NIH/3T3 WT and XPO4 KO cells in gray-scale images. Representative images and enlarged regions are shown. Quantification of nuclear IF signals is shown with bar figure. **b** IF of R-loop with or without the RNase H digestion in NIH/3T3 WT and XPO4 KO cells. Representative gray-scale images and enlarged regions are shown. Quantification of nuclear IF signals is shown with bar figure. **c** IF of R-loop, ciR-loop in NIH/3T3 WT and XPO4 KO cells. Representative in gray-scale images and enlarged regions are shown. WT treated with UV (WT/UV) was used for comparison. Quantification of nuclear IF signals is shown with bar figure. **d** IF of DNA damage with the antibody against γH2A.X in NIH/3T3 WT and XPO4 KO cells. Representative images and enlarged regions are shown (DAPI, blue; R-loop, red; DNA damage, green). Quantification of nuclear IF signals is shown with bar figure. **e** Comet assay in NIH/3T3 WT and XPO4 KO cells. Representative comet assay images of γH2A.X (DNA damage) are shown (DAPI, blue; DNA damage, green). Quantification of relative tail length is shown. **f** IF of R-loop, ciR-loop, and DNA damage upon Ddx39a overexpression (OE) in XPO4 KO cells. Corresponding empty vector (EV) was used as a negative control. R-loop, red; DNA damage, green. Quantification of nuclear IF signals is shown with bar figure. **g** IF of R-loop, ciR-loop, and DNA damage upon Ddx39b overexpression (OE) in XPO4 KO cells. A corresponding empty vector (EV) was used as a negative control. R-loop, red; DNA damage, green. Quantification of nuclear IF signals is shown with bar figure. **h** IF of R-loop, ciR-loop, and DNA damage upon Srsf1 shRNA knockdown (KD) in NIH/3T3 WT cells. Corresponding empty vector (shCtrl) was used as a negative control. R-loop, red; DNA damage, green. Quantification of nuclear IF signals is shown with bar figure. **i** IF of R-loop, ciR-loop, and DNA damage upon Sf3a1 KD in NIH/3T3 WT cells. Corresponding empty vector (shCtrl) was used as a negative control. R-loop, red; DNA damage, green. Quantification of nuclear IF signals is shown with bar figure. For **a**–**i**, *n* = number of cells analyzed. Scale bars, 10 μm. Boxes for box-plot graphs extend from the 25th to 75th percentiles and the line in the middle is plotted at the mean. Whiskers delineate all data points from minimum to maximum. Data are shown as means ± SD. *P* values from unpaired two-sided Student’s *t* test, *P* values were indicated in the figures. Source data are provided as a Source data file.

The presence of extensive R-loops is known to trigger DNA damage;^52^ consistently, our IF analysis showed that KO cells had significantly stronger nuclear signals for the DNA damage marker γH2A.X (Ser-139 phosphorylated histone H2A.X) than WT cells (Fig. 3d). The comet assay, which is used to evaluate DNA damage in individual cells^53^, also revealed a substantial increase in DNA damage in the XPO4 KO cells (Fig. 3e). In addition, eIF5A, Smad3, or eIF4E had no role in the formation of R-loops or DNA damage in this context, as neither knockdown of eIF5A, Smad3, or EIF4E in the WT cells nor overexpression of eIF5A, Smad3, or eIF4E in the KO cells had a significant effect on R-loop formation or DNA damage (Supplementary Fig. 3a–f). In fly S2 cells, knockdown of dmXPO4 also resulted in increased nuclear R-loops and ciR-loops (Supplementary Fig. 3g, h). The comet assay and IF against γH2A.V (the *Drosophila* γH2A.X ortholog) demonstrated that knockdown of dmXPO4 led to significantly higher levels of DNA damage (Supplementary Fig. 3i, j).

DDX39A and DDX39B have been shown to regulate the nuclear export of ecircRNAs^10^. A recent study demonstrated that DDX39B could unwind R-loops^54^. We assessed the possibility that DDX39 participated in ecircRNA export by resolving ciR-loops. We overexpressed Ddx39a and Ddx39b separately in XPO4 KO cells, or their ortholog Hel25E in Drosophila DmXPO4 knockdown cells and found that Ddx39a, Ddx39b, or Hel25E overexpression led to decreased R-loop and ciR-loop levels, as well as decreased DNA damage levels (Fig. 3f, g; Supplementary Fig. 4a). It has been reported that more ecircRNAs can be generated from backsplicing when core components of splicing machineries, such as U2 snRNP and SR proteins, are limited^55^. Then, we individually knocked down the expression of SF3A1 (a U2 snRNP factor) or SRSF1 (an SR protein), to cause “overexpression” of ecircRNAs by promoting their biogenesis. The results showed that knockdown of either SF3A1 or SRSF1 led to increased levels of the four ecircRNAs examined, and concurrently significant escalations of R-loops, ciR-loops, and DNA damage in 3T3 cells (Fig. 3h, i and Supplementary Fig. 4b). Knockdown of *Drosophila* SF3A1 also led to increased levels of the eight ecircRNAs examined and augmented levels of R-loops, ciR-loops, and DNA damage in S2 cells (Supplementary Fig. 4c, d).

Detrimental R-loops can trigger DNA double-strand breaks (DSBs), while R-loops can be actively induced at DSBs^52,56^. We already showed that DNA damage that was caused by UV exposure was associated with liR-loops but not the ciR-loops (Fig. 3c). We also generated DNA damage via an alternative approach by knocking down the expression of replication protein A (RPA), which is the major protein that binds and protects single-stranded DNA (ssDNA) in eukaryotic cells (Supplementary Fig. 4e, f). Knockdown of RPA caused the known effect of DNA damage and concurrently increased the level of liR-loops but not the level of ciR-loops (Supplementary Fig. 4g). Furthermore, the two ecircRNAs, namely, circHipk3 and circSpecc1, which we surveyed did not show nuclear accumulation upon RPA knockdown (Supplementary Fig. 4h). These results indicated that DNA damage induced liR-loop but not ciR-loop formation and that the ciR-loops in XPO4 KO cells were formed by the nuclear-accumulated ecircRNAs.

We also examined the *C. elegans* XPO4 ortholog *Y69A2AR.16* (*ceXPO4*) (Supplementary Figs. 1a and 5a), and *ceXPO4* KO worms demonstrated decreased brood size and slower development (Supplementary Fig. 5b–d). At the molecular and cellular levels, the KO worms had slightly but statistically significant increased levels of circRNAs, stronger signals for R-loops and significantly increased DNA damage in the germline compared to wild type N2 worms (Supplementary Fig. 5e–g).

Collectively, these results indicated that insufficient ecircRNA export due to the lack of XPO4 might lead to evolutionarily conserved cellular phenotypes of R-loop accumulation and DNA damage. We deduced that the shortage of XPO4 protein led to nuclear accumulation of ecircRNAs, which then formed deleterious ciR-loops. Although perturbation of major regulatory factors such as XPO4, splicing factors, or DDX39A/B might cause complex effects, and the cellular phenotype of increased R-loops upon the knockdown or knockout of these factors provided only correlative evidence that the ecircRNAs contribute in a significant way with R-loop and ciR-loop formation. As for the links between R-loop & ciR-loop formation and DNA damage, the characterizations below might provide further clues.

### Pervasive formation of *trans* ciR-loops was positively correlated with liR-loops in XPO4 KO cells

To investigate the genome-wide features of R-loops, we performed DNA:RNA hybrid immunoprecipitation sequencing (DRIP-seq)^57^, in which the DNA strands of the R-loops were sequenced. The total R-loop profiles were acquired from DRIP-seq using samples without RNase R treatment, and the ciR-loop profiles were obtained from DRIP-seq using samples with RNase R predigestion (Fig. 4a). The liR-loop profiles were deduced by subtracting the ciR-loops from the total R-loop profiles.

**Fig. 4:**
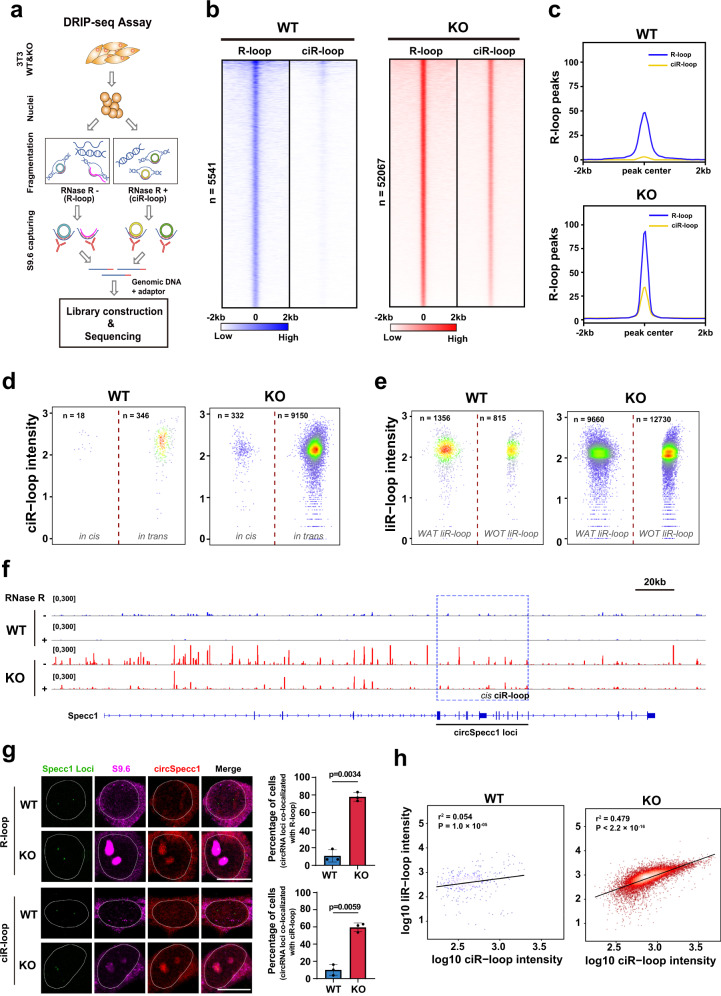
Pervasive formation of *trans* ciR-loops that positively correlates with liR-loops in XPO4 KO cells. **a** Schematic illustration of DNA–RNA immunoprecipitation (DRIP) for R-loops and ciR-loops. **b** Heatmap demonstration of the density of R-loop DRIP-seq reads in WT and KO cell with or without RNase R digestion. **c** Read-counts density pileups of R-loop and ciR-loop peaks in WT and KO cell. **d** Scatterplot demonstration of the ciR-loop distribution (Definitions of in trans and in cis ciR-loop are provided in “Methods”). Each dot represents one ciR-loop detected. Color intensity indicates local point density. Numbers of ciR-loop are indicated. **e** Scatterplot demonstration of the liR-loop distribution. Each dot represents one liR-loop identified. Color intensity indicates local point density. The number of liR-loop is indicated. Definitions of WAT liR-loop and WOT liR-loop are provided in “Methods”. **f** Snapshot of Specc1 genomic region with R-loops and ciR-loops detected in WT and KO cells. Blue dashed box shows the genomic region that encodes circSpecc1. **g** FISH assay for Specc1 genomic loci, circSpecc1, and IF assay for R-loop in WT and KO cells. The bar figure shows percentage of cells with Specc1 genomic loci co-localizing with R-loop or ciR-loop signals. Scale bars, 10 μm. Dots represent three independent experiments. Data are shown as mean ± SD. *P* values from unpaired two-sided Student’s *t* test. **h** Correlation of ciR-loop and liR-loop intensity in WT and KO cells at overlapping genomic regions, respectively. R square and *P* value are from two-sided correlation test, and reference lines are indicated. Details of correlation analysis are provided in “Methods”. Source data are provided as a Source data file.

In the WT cells, low levels of R-loops, which consisted primarily of liR-loops, were discovered (Fig. 4b, c). The XPO4 KO cells contained ~9.5 times more R-loops than the WT cells, and both ciR-loops and liR-loops contributed to the pervasive R-loop formation (Fig. 4b, c). The liR-loops were positively associated with genes with relatively higher expression levels, especially in the WT cells (Supplementary Fig. 6a, b). This phenomenon was consistent with the normal physiological formation of R-loops during the process of transcription^58–62^. In both the WT and KO cells, ciR-loops showed no correlation with the gene expression levels (Supplementary Fig. 6c, d). Next, we analyzed ciR-loops based on their genomic positions. ciR-loops that were detected in genomic region that did not generate circRNAs were considered as ciR-loops that were formed in trans; otherwise, they were regarded as *cis* ciR-loops (see “Methods” for details). In the KO cells, increases in ciR-loops were due to the accumulation of both *cis* and *trans* ciR-loops, and the ciR-loops that were formed in trans in the KO cells were predominant with high absolute (over 9000) and relative (an increase over 29 times) levels (Fig. 4d). We divided the liR-loops into two subtypes: those that formed at genomic loci with and without known annotated mouse transcripts (see “Methods” for details). Both liR-loops from genomic loci with annotated transcripts (WAT liR-loops) and those from genomic loci without annotated transcripts (WOT liR-loops) were greatly increased in the KO cells, and the increase of WOT liR-loops in the KO cells was pervasive, with enormous absolute (over 12,000) and relative (an increase over 15 times) levels (Fig. 4e). For example, R-loops and ciR-loops that formed along the genomic region of Specc1 were demonstrated (Fig. 4f). ciR-loops formed in cis by circSpecc1 and presumably in trans by circRNAs that were not encoded by Specc1 demonstrated substantial augmented signals in the KO cells (Fig. 4f). Here the *cis* or *trans* was determined computationally, and some cautions might be necessary for the interpretation (Fig. 4f). Similar to the global features, liR-loops also showed a significant increase in the Specc1 genomic region (Fig. 4f). Examination of FISH signals of Specc1 genomic DNA and circSpecc1 RNA and of IF staining of R-loops and ciR-loops demonstrated consistent results (Fig. 4g). Furthermore, in KO but not in WT cells, ciR-loops and liR-loops were positively correlated at overlapping genomic loci (Fig. 4h).

Based on these global features, the nuclear-accumulated ecircRNAs in the XPO4 KO cells produced predominately *trans* ciR-loops and concurrent pervasive formation of liR-loops. A possibility required some concern here was that the levels of ciR-loops were so high in the XPO4 KO cells, that they might relatively be overrepresented in the high-throughput DRIP sequencing than ciR-loops in the WT cells, especially at the RNase R-minus condition. Along with previous imaging results of R-loops and DNA damage, these data suggested that nuclear accumulation of ecircRNAs under insufficient XPO4 caused the formation of ciR-loops that eventually generated DNA damages and that DNA breakage then presumably drove the formation of WOT liR-loops. However, we could not rule out that besides impaired nuclear export of ecircRNAs, the depletion of XPO4 might cause other unknown disrupts that also contributed to the DNA damage.

### *Xpo4*^*+/−*^ mice exhibit testis defects

Next, we assessed the physiological relevance of ecircRNA export using *Xpo4* CRISPR knockout mice (Fig. 5a). *Xpo4*^*−/−*^ homozygotes were early embryonically lethal, at least before D10.5; thus, we focused on *Xpo4*^*+/−*^ heterozygotes in the following investigations (Fig. 5a, b).

**Fig. 5:**
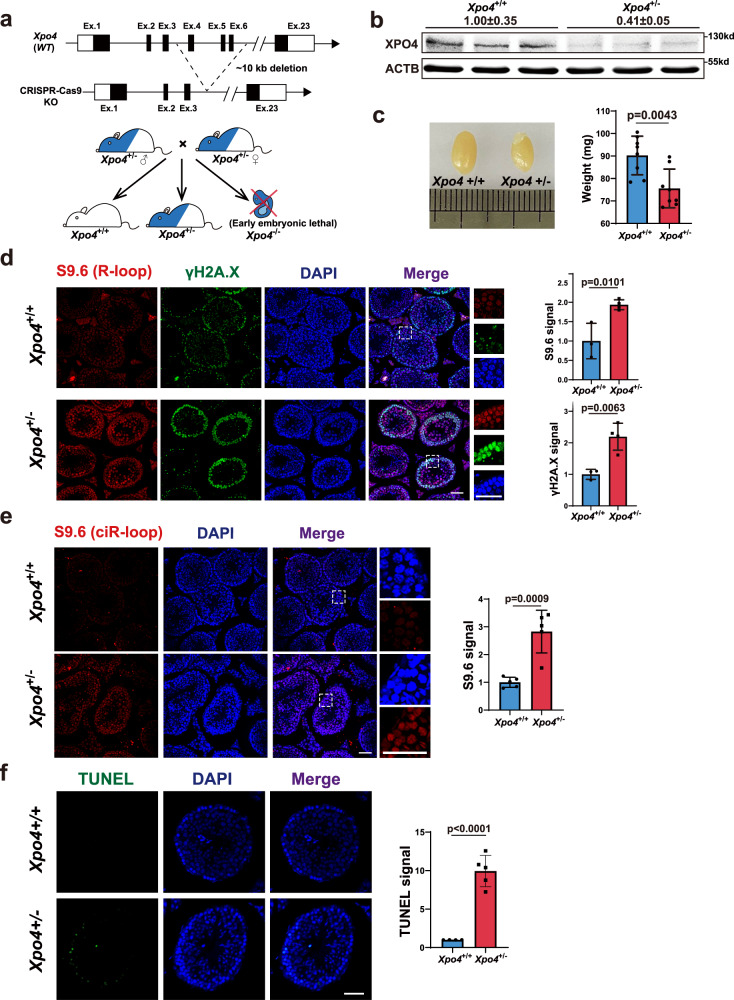
Insufficient XPO4 dosage causes testis deficits in *Xpo4*^*+/−*^ mice. **a** Scheme for generation of CRISPR-cas9 *Xpo4* knockout (KO) mouse. *Xpo4*^*−/−*^ homozygotes were early embryonic lethal. **b** XPO4 protein levels of *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^ mice. **c** Representative images of testes of *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^ mice. Quantification of testis weight is shown. *n* = 8 (*Xpo4*^*+/+*^) and 8 (*Xpo4*^*+/−*^). **d** Representative IF images with enlarged regions of R-loop and γH2A.X (DNA damage) in testes of *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^ mice (DAPI, blue; R-loop, red; DNA damage, green). Representative images and quantification are shown. *n* = 3 (*Xpo4*^*+/+*^) and 4 (*Xpo4*^*+/−*^). **e** Representative IF images with enlarged regions of ciR-loop in testes of *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^ mice. Representative images and quantification are shown. *n* = 5 (*Xpo4*^*+/+*^) and 5 (*Xpo4*^*+/−*^). **f** TUNEL assay in testes of *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^ mice. Representative images and quantification are shown. DAPI, blue; TUNEL, green. *n* = 4 (*Xpo4*^*+/+*^) and 5 (*Xpo4*^*+/−*^). Scale bars, 50 μm (**d**–**f**). For **c**–**f**, data are shown as means ± SD. *P* values from unpaired two-sided Student’s *t* test, *P* values were indicated in the figures. Source data are provided as a Source data file.

An evident phenotype of *Xpo4*^*+/−*^ was that about half of the *Xpo4*^*+/−*^ males were infertile (Supplementary Fig. 7a). The testes of *Xpo4*^*+/−*^ mice were significantly smaller than those of *Xpo4*^*+/+*^ mice (Fig. 5c). Sperm of *Xpo4*^*+/−*^ mice displayed abnormalities such as coiled/winding flagella, irregular shapes, and missing head (Supplementary Fig. 7b). When examined with computer-assisted sperm analysis (CASA), sperm of *Xpo4*^*+/−*^ mice, compared to *Xpo4*^*+/+*^ sperm, had much less progressive cells and motile cells (Supplementary Fig. 7c). Hematoxylin and eosin (H&E) staining of testis slices also revealed that seminiferous tubules in *Xpo4*^*+/−*^ mice were significantly smaller (Supplementary Fig. 7d). H&E staining of epididymis showed that about half of the *Xpo4*^*+/−*^ epididymal lumen were with dramatically decreased amount of sperm or almost empty (Supplementary Fig. 7e). R-loop and DNA damage levels were much higher, and the levels of ciR-loop were significantly increased in the testes of *Xpo4*^*+/−*^ mice (Fig. 5d, e). There was a dramatic increase in cell death in the testes of *Xpo4*^*+/−*^ mice, as revealed by TUNEL staining (Fig. 5f); it is known that the high level of DNA damage that is triggered by R-loops causes cell death^46,63^. It seems that the testis, which is an organ with a relatively high abundance of circRNAs^29,64^, is very sensitive to low XPO4 levels and the consequent ecircRNA export deficiency.

### *Xpo4*^*+/−*^ mice exhibit neurological defects

The brain is another organ with high ecircRNA abundance^27–29,31^. Next, we assessed the potential neurological relevance of ecircRNA export. Compared to the *wildtype* mice, significant increase of ciR-loop levels was observed in the hippocampus of *Xpo4*^*+/−*^ mice (Fig. 6a). The overall R-loop levels were also significantly increased in the hippocampus of *Xpo4*^*+/−*^ mice (Fig. 6b). The DNA damage levels demonstrated consistent increases in the hippocampus of *Xpo4*^*+/−*^ mice (Fig. 6c). We observed a significant decrease in neuron numbers in the hippocampus of *Xpo4*^*+/−*^ mice compared to *Xpo4*^*+/+*^ mice (Fig. 6d). Correlated with the hippocampal neuronal loss, assays with young adult mice to test hippocampus-dependent working memory and spatial reference memory showed behavioral defects in *Xpo4*^*+/−*^ mice^65–68^ (Supplementary Fig. 7f). Compared to *Xpo4*^*+/+*^ controls, the *Xpo4*^*+/−*^ mice displayed significantly reduced spontaneous alternation in the Y-Maze and significantly longer latency to find the target hole in the training phases of Day 2 in the Barnes Maze (Supplementary Fig. 7g). Collectively, these data implied that sufficient XPO4 and effective ecircRNA export were essential to hippocampal neurons and that in the deficiency of ecircRNA export, nuclear pileup of ecircRNAs would cause deteriorative accumulation of ciR-loops and R-loops and lead to DNA damage and neuronal loss.

**Fig. 6:**
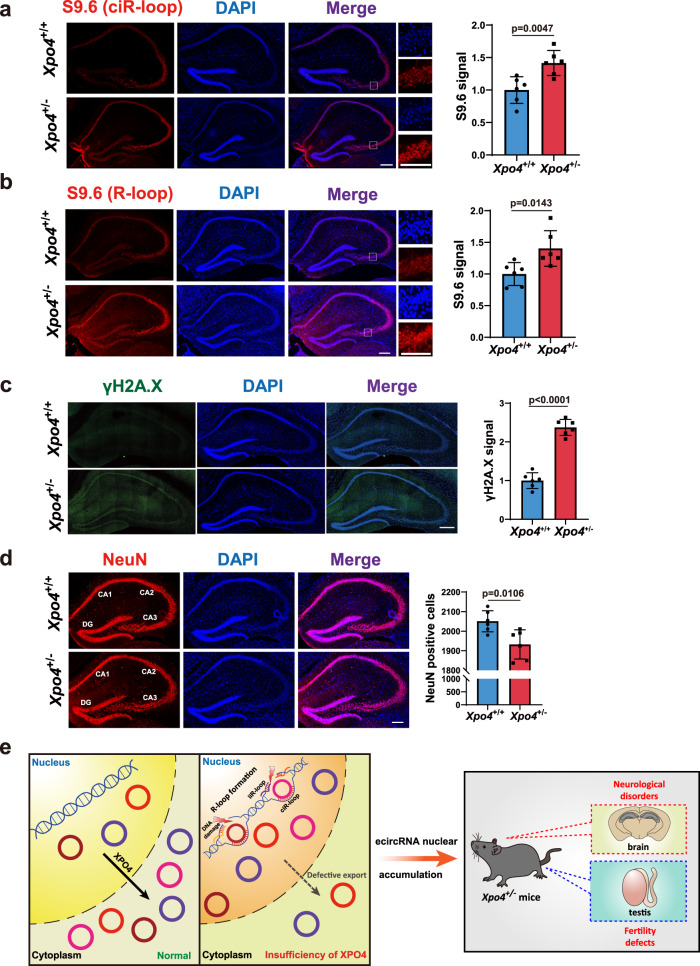
Insufficient XPO4 dosage causes neurological deficits in *Xpo4*^*+/−*^ mice. **a** Representative IF images with enlarged regions of ciR-loop in the hippocampus of *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^ mice. Quantifications are shown (DAPI, blue; R-loop, red). *n* = 6 for both *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^. **b** Representative IF images with enlarged regions of R-loop in *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^ mice. Quantifications are shown (DAPI, blue; R-loop, red). *n* = 6 for both *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^. **c** IF of γH2A.X (DNA damage) in the hippocampus of *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^ mice. Representative images and quantification are shown (DAPI, blue; DNA damage, green). *n* = 6 for both *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^. **d** IF of NeuN, a neuronal marker, in the hippocampus of *Xpo4*^*+/+*^ and *Xpo4*^*+/−*^ mice. Representative images and quantification are shown (DAPI, blue; NeuN, red). *n* = 6 (*Xpo4*^*+/+*^) and 6 (*Xpo4*^*+/−*^). **e** A proposed working model of XPO4 in ecircRNA export and the physiological & pathological relevance. EcircRNAs generated in the nucleus get exported into the cytoplasm, and insufficiency of XPO4 leads to nuclear accumulation of ecircRNAs and then the formation of deleterious ciR-loops that triggers DNA damage and liR-loop buildup. Insufficient XPO4 dosage and ecircRNA export lead to testis and neurological defects in *Xpo4*^*+/−*^ mice. Scale bars, 200 μm. For **a**–**d**, data are shown as means ± SD. *P* values from unpaired two-sided Student’s *t* test and were indicated in the figures. Source data are provided as a Source data file.

## Discussion

This study provided lines of evidence to support a role of the conserved XPO4 in the nuclear export of ecircRNAs in metazoans, and to uncover the abnormalities as nuclear accumulation of a subset of circRNAs, ciR-loop, and R-loop formation, and DNA damage under the condition of XPO4 deficiency (Fig. 6e). At the organismal level, lower XPO4 dosage led to male infertility and neurological defects in *Xpo4*^*+/−*^ mice, and cells in testes and hippocampal neurons of the heterozygotes exhibited the same abnormalities as were observed in cultured XPO4 KO cells (Fig. 6e). Efficient ecircRNA nuclear export is a previously unappreciated layer of regulation that is essential to normal physiology, and abnormalities in it lead to physiological defects. One concern about physiological roles of multi-functional factors such as XPO4 is that it may display biological effects not just through a particular mechanism. Even we have examined and largely excluded the involvements of several known cargos of XPO4 such as eIF5A and Smad3, in the cellular phenotypes of XPO4 deficiency as nuclear accumulation of ecircRNAs and eventually DNA damage, potential contribution of roles of XPO4 other than ecircRNA export in the overall physiological effects of XPO4 deficiency can be further considered. At the whole organism level, possible interference of other XPO4 roles could also be related to the phenotypes demonstrated in the XPO4 heterozygotes. XPO4 could also participate in nuclear export or regulate the cytoplasmic and nuclear distribution of ecircRNAs through other alternative mechanisms. These could include but are not limited to the potential roles of XPO4 in the distribution of proteins that are involved in the metabolism of circRNAs, or proteins that mediate the formation or resolving of ciR-loops. XPO4 could also act in concert with other transport receptors of nuclear RNAs (e.g., Nxf1 and DDX39a/b) to regulate ecircRNA export. These possible direct or indirect roles of XPO4 in regulating circRNA are not exclusive to each other.

Some RNAs need to be kept in the nucleus^4,69,70^, whereas others need to be exported to the cytoplasm^11–14^. Many ecircRNAs function in the cytoplasm; for example, the ecircRNA CDR1as plays role in the mammalian brain as a cytoplasmic competing endogenous RNA (ceRNA) against microRNAs, and circBoule RNAs have conserved roles in animal male fertility as cytoplasmic scaffolds for the degradation of heat-shock proteins^32,71,72^. Although this study concentrated on nuclear abnormalities, the additive effects from both nuclear deteriorative ciR-loops and the absence of cytoplasmic roles of some ecircRNAs may underlie the overall consequences of deficient ecircRNA export. Successful export of both coding and noncoding RNAs is critical in multiple biological processes^11^. Here, we identified the conserved exportin XPO4 as an essential nuclear export of a subset of ecircRNAs in metazoans, and the export of ecircRNAs may be actively regulated to preclude physiological abnormalities that otherwise would be triggered.

XPO4 has been identified as a tumor suppressor in liver cancer and breast cancer, and its role in the export of eIF5A is known to be critical to the tumor-suppressing effects^73^. XPO4’s role in ecircRNA export, which remains to be elucidated in carcinogenesis, has the potential oncogenic relevance since deleterious R-loop formation is a recognized trigger of genome instability, which is a hallmark of cancer^74^. The splicing machinery is extensively involved in normal physiology and human diseases, as previously demonstrated by regulating alternative splicing or causing splicing abnormalities of mRNAs^75^. Our study showed that insufficient canonical splicing can cause nuclear accumulation of ciR-loops and DNA damage and identified a novel component of the disease link of splicing machinery. Eukaryotic cells utilize an array of mechanisms to prevent harmful R-loop formation^44,46,52,54,63,76,77^. DDX39 can resolve ciR-loops and R-loops, and, thus, may also participate in the pathology of related diseases. XPO4 activity, ecircRNA export, and ciR-loop formation must be accurately regulated for normal physiology, and it is highly possible that these components are also involved in an array of other diseases.

Our results reveal conserved roles of XPO4 in the nuclear export of ecircRNAs, and demonstrate that efficient nuclear export of ecircRNAs is essential to animal and human cells. The previously unrealized deleterious ciR-loop formation and the downstream events due to insufficiency in ecircRNA export may be a hidden layer underneath particular physiological abnormalities.

## Methods

### Mice

XPO4^+/−^ mice were generated using the CRISPR/Cas9 system with Cas9 mRNA and sgRNAs were microinjected into fertilized embryos of C57BL/6J mice. All mice were genotyped 2 weeks after birth. Deletions in XPO4 were confirmed by Sanger sequencing analysis. Specific primers for PCR were listed in Supplementary Table 1. All XPO4^+/−^ mice used for analyses were in parallel with age- and gender-matched wild-type littermates as a control group. Mice were housed in groups of five and were given one week to habituate before the start of the experiment upon arrival. Mice were kept in an enriched environment under the standard conditions (22 ± 2°C temperature, 40–60% humidity) with a 12-h light/dark cycle (lights on from 07:00 to 19:00) at a stable temperature (23–25 °C) at the Specific-Pathogen-Free (SPF) facility. Mice were randomly assigned to experimental groups. Sample size was based on calculation and reported publications. All animal protocols were approved by the Animal Care and Use Committee of the University of Science and Technology of China (USTCACUC192001039).

### Cells and cell culture

Human and mouse cell lines including HEK293T (human fetus origin) and NIH/3T3 cells (mouse embryo origin) were purchased from the American Type Culture Collection (ATCC; http://www.atcc.org). NIH/3T3 XPO4 KO cells were generated using CRISPR-Cas9. Both copies of the XPO4 gene are edited in the exact same manner. Knockout of XPO4 was confirmed by Sanger sequencing analyses. Specific primers for PCR were listed in Supplementary Table 1. All human and mouse cells were cultured with DMEM under standard conditions including 10% FBS and 1% penicillin/streptomycin at 37 °C under 5% CO_2_. For FLAG-tagged Ranbp16 stable Drosophila S2 cells, S2 cells were transfected with Hy-pAct5c-FLAG-Ranbp16 for 48 h, and then maintained by selection with 150 μg/mL hygromycin B for 3 weeks. S2 cells were maintained at 25 °C using Schneider’s Drosophila medium (SDM, Sigma, S9895) with 10% FBS (HyClone, SH30910.03) and 1% (v/v) penicillin-streptomycin (Thermo Fisher Scientific, 15140122). Cells were tested for mycoplasma by DAPI staining, to ensure the absence of contamination.

### Construction of plasmids

All plasmids were constructed with restriction enzyme digestion and ligation, or with a recombination method. For overexpression with Exportins, eIF5A, Smad3, eIF4E, Rpa1, Ddx39a, Ddx39b C-terminal FLAG-tag transfection in this study, sequence of the target was cloned into the p3xflag-myc-cmv-24 between HindIII and BamHI sites. To generate the plasmid expressing FLAG-tagged Ranbp16 (Hy_pAct5C FLAG-Ranbp16), the Ranbp16 CDS was inserted into the MCS site of our previously-described Hy_pAct5C Flag MCS plasmid^78^. The shRNA plasmid for knockdown of eIF5A mRNA (sheIF5A, TRCN0000010985), RPA1 mRNA (shRPA1, TRCN0000071282), SRSF1 mRNA (shSRSF1, TRCN0000109143), SF3A1 mRNA (shSF3A1, TRCN0000109205), SF3B1 mRNA (shSF3B1, TRCN0000123809) with negative-control shRNA (shC002) was obtained from the MISSION shRNA Library (Sigma-Aldrich, Germany). All constructions were sequenced for confirmation. Further information about these plasmids can be obtained upon request.

### Transfection of plasmids, dsRNAs, shRNAs

For plasmid, shRNA transfection of human and mouse cells, transfections were conducted with Lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocols. For plasmid transfection of Drosophila S2 cells, transfections were conducted with Effectene transfection reagent (QIAGEN, 301425) according to manufacturer’s protocols. For RNAi in S2 cells, 8 μg of the indicated dsRNA was introduced into 3 × 10^6^ cells. Cells were harvested for further analysis or downstream experiments 72 h post-transfection.

### RNA immunoprecipitation (RIP)

Antibody was incubated with Dynabeads Protein G (Invitrogen) according to the manufacturer’s recommendations. Cells were harvested 48 h post-transfection. Cells were washed twice with PBS and cross-linked with UV (254 nm, 400 mJ/cm^2^, 2 min). RIPA buffer (50 mmol/L Tris-HCl, pH 8.0, 150 mmol/L NaCl, 5 mmol/L EDTA, 1% NP-40, 0.1% SDS) were used to lysis the cells followed by sonication for 10 min and centrifugation at 13,000 × *g* for 15 min at 4 °C. Cell lysates in the supernatant were preserved and then incubated with antibody-coupled beads for the immunoprecipitation procedures. After 4 h incubation at room temperature, beads were washed three times with RIPA buffer and 100 µl of the samples were preserved for Western blot analysis. The rest was subjected to TRIzol RNA extraction followed by standard reverse transcription and quantitative real-time PCR (qPCR). Oligos used are shown in Supplementary Table 1.

### Western blotting

For western blotting, samples were separated on SDS-PAGE gels and then transferred to nitrocellulose membranes (PALL Corporation). Membranes were processed following the ECL Western blotting protocol (GE Healthcare). The information of antibodies is provided in Supplementary Table 1. Images were taken with the ImageQuant LAS4000 Biomolecular Imager (GE Healthcare). For the preparation of the mice brains, brains were isolated and freshly frozen in liquid nitrogen. The tissues were homogenized in RIPA buffer (50 mmol/L Tris-HCl, pH 8.0, 150 mmol/L NaCl, 5 mmol/L EDTA, 1% NP-40, 0.1% SDS, 1 μM dithiothreitol, 1 × protease/1 × phosphatase inhibitor cocktail (Sigma, St. Louis, MO)), followed by the above western blotting

### RNA extraction, reverse transcription, and quantitative PCR

Total RNA was extracted using TRIzol reagent (Invitrogen), according to the manufacturer’s recommendations, and purified by phenol-chloroform extraction after DNase I treatment. The RNA concentration was measured by NanoDrop 2000c (Thermo Fisher Scientific, Life Sciences), and was reverse-transcribed with PrimeScript RT Master Mix for cDNA with the supplied protocol (RR036A, TaKaRa Biosystems). Quantitative PCR (qPCR) was performed with GoTaq SYBR Green qPCR Master Mix (Promega) on a QuantStudio 3 Real-time PCR system (Thermo Scientific, USA) according to standard procedures.

### In vitro transcription, dsRNA producing, and circularization

Templates for in vitro transcription were amplified by primers containing T7 RNA polymerase promoter sequences from the vector containing circADARB1 fragment flanked by group I self-splicing introns of the T4 phage Td gene. circRNA precursor were synthesized by a TranscriptAid T7 High Yield Transcription Kit (Thermo Scientific) and the incubation system was modified as previously described^5^. In vitro transcribed RNAs were extracted by phenol-chloroform (pH ∼ 4.5), precipitated with ethanol and resuspended in RNase-free water. For circularization^79^, the in vitro transcribed RNAs were incubated with T4 RNA ligase I (NEB) at 16 °C overnight according to the manufacturer’s recommendations. Circularized RNAs (and remaining linear RNAs) were then separated on 5% Urea PAGE gel. circRNA bands were excised from the gel and eluted overnight in gel elution buffer (20 mM Tris-HCl, pH 7.5, 250 mM NaOAc, 1 mM EDTA, 0.25% SDS). After elution, the gel fragments were discarded by centrifugation at 15,000 × *g* 4 °C for 2 min. circRNA was then purified using Phenol-chloroform (pH ∼ 4.5) and precipitated with ethanol. dsRNAs were produced by in vitro transcription using ScriptMAX Thermo T7 Transcription Kit (TOYOBO, TSK101). DNA templates were produced by PCR using primers containing the T7 promoter sequence. Details for these primers, dsRNAs are provided in Supplementary Table 1.

### Protein expression and purification

The full-length XPO4, XPO5, and Ran were codon optimized and cloned into the pET-28a vector containing an N-terminal 6 × His-SUMO-TEV tag using restriction sites Nde I and Xhol I, respectively. The proteins were expressed in Escherichia coli BL21(DE3) cells. Cells were culture in Luria-Bertani (LB) medium at 37 °C till the OD600 reached 0.6, proteins expression were induced by 0.1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) for 16 h at 16 °C. Cells were harvested and resuspended using lysis buffer (20 mM Tris, 400 mM NaCl, 5 mM imidazole, pH 7.8). Cells were lysed by sonication and supernatant were isolated by centrifuge. Proteins were purified by loading supernatant onto Ni-NTA Resin column (GE Healthcare), and followed by 10 CV wash using wash buffer (20 mM Tris, 400 mM NaCl, 50 mM imidazole, pH 7.8). Recombinant proteins were then eluted by elution buffer (20 mM Tris, 400 mM NaCl, 300 mM imidazole, pH 7.8). Eluted proteins were dialyzed and TEV protease-digested in dialysis buffer (20 mM Tris, 150 mM NaCl, 1 mM EDTA, pH 7.4) overnight at 4 °C. Gel filtrations were performed to purify XPO4, XPO5, and Ran by using ÄKTA pure system connecting a superdex S200 16/600 column (Cytiva). Fractions corresponding to XPO4, XPO5, and Ran were collected and concentrated to 10 mg/ml in storage buffer (20 mM Tris, 150 mM NaCl, 20% v/v glycerol, pH 7.4) and stored at −80 °C, respectively.

### Gel shift (EMSA) and supershift

circRNAs were pre-treated as follows. RNAs were incubated at 90 °C for 3 min, then cooled at room temperature for 10 min. MgCl_2_ and Na-HEPES (10 mM MgCl_2_, 50 mM Na-HEPES, pH 8.0) were added and the solution was incubated at 50 °C for 20 min, then cooled at room temperature for 10 min. All of the RNA-protein incubation steps were performed at 4 °C. XPO4 and the indicated proteins were mixed with 4 μmol folded circADARB1 at a molar ratio of 1:1, 2:1, 4:1, and 10:1 in incubation buffer (20 mM Tris, 150 mM NaCl) and incubated for 45 min. Formaldehyde was added for cross-linking with the final concentration of 1% for 15 min. For super-shift assays, Ran and its mutant were added to the pre-incubated mixture and incubate the solution for additional 30 min on ice. The samples were subsequently loaded onto a 6% native TBE gel. Electrophoresis was performed at a constant voltage of 100 V for 3 h. The resulting gels were visualized by GelRed staining.

### Nucleocytoplasmic separation

Cells were trypsinized and resuspend with slow pipetting in 1 mL of Lysis Buffer B (10 mM Tris-HCl pH 8.4, 140 mM NaCl, 1.5 mM MgCl_2_, 0.5% NP-40). Spin 1000 × *g* at 4 degrees for 3 min. The supernatant was kept as cytoplasmic fraction. For nuclear fraction, resuspend the pellet in 1 mL of Lysis Buffer B in addition with 1/10th volume (100 μL) of Detergent stock (3.3% (w/v) Sodium Deoxycholate, 6.6% (v/v) Tween 40) under slow vortex, and keep it on ice for 15 min. Spin 1000 × *g* at 4 degrees for 3 min and wash the pellet with Lysis Buffer B twice before adding 1 mL of TRIzol for standard RNA extraction.

### Library construction, high-throughput sequencing, and the corresponding bioinformatics analyses

The RNAs from RIP sample or nucleocytoplasmic separation sample were utilized to construct whole transcriptome library by the TruSeq Ribo Profile Library Prep Kit (Illumina, United States), following manufacturer’s instructions. For circRNA sequencing, linear RNA was digested with 3 U of RNase R (Epicentre, USA) per μg of RNA before library construction. In brief, rRNA was removed by Illumina Ribo-Zero Gold kit and surplus RNA was purified for end repair and 50-adapter ligation. Then, reverse transcription was performed with random primers containing 3′ adapter sequences. Finally, the cDNAs were purified and amplified with PCR reaction. The products with 300–500 length were purified and quantified. These libraries were utilized to 150 nt paired-end sequencing with an Illumina Nova seq 6000 system (Novogene, China). Each library was generated a depth of ~8 G basepairs (for nucleocytoplasmic separation sample) or ~6 G basepairs (for RIP sample), and then adapters were removed with cutadapt software to obtain cleandata. In order to analysis the cleandata of circRNAs sequencing in RIP-seq data or nucleocytoplasmic separation sequencing data, the find_circ software (v 1.2) was utilized to predict the junction of circRNAs. The junction reads were normalized to transcripts per million (TPM). The same circRNAs detected from two replicates were merged using R script. To determine the significance, Student’s *t* tests were used to calculate *P*-values in R software. To analyze the differences of circRNA expression level between nuclear and cytoplasm fraction, the DEseq2 (v 1.28.1) package was used to calculate Nuc/Cyto fold changes of circRNA in WT and XPO4 KO cell, respectively. The circRNAs significantly enriched (mandatorily defined) in the cytoplasm (log2(Nuc/Cyto) <−0.3, *P* < 0.05) or nuclear fraction (log2(Nuc/Cyto) >0.3, *P* < 0.05) were utilized to analyze the length distribution, expression level, G/C content and ΔG distributions. The circRNA length and G/C content were calculated in R software based on the circBase (http://www.circbase.org) data. The ΔG was computed using the RNAfold program of the ViennaRNA package with default parameters. For data visualization, the boxplots and cumulative fraction curves were generated by ggplot2 (v 3.3.3) package in R software. The circos plots were generated by circlize packge (v 0.4.13) in R software. The heatmaps and metaplots of circRNA levels in RIP-seq were generated by deeptools. The percentage of circRNA reads were calculated by samtools.

For analysis of EIciRNAs, reads were aligned to the grcm38 genome with bwa software (v 0.7.17) and back-splicing junctions were determined by CIRI2. To decide whether these circRNAs include any introns, the pair-end reads for back-splicing junction reads were found. CircRNAs with any intronic sequence on these pair-end reads were defined as EIciRNAs.

### DNA–RNA hybrid immunoprecipitation (DRIP-seq) and the corresponding bioinformatics analyses

Totally 10^7^ cells were trypsinized and centrifuged for the cell pellets. Cells were resuspended by 4 ml TE buffer with 0.5% SDS and 0.1 mg/ml proteinase K, incubated in constant temperature shaker at 37 °C for 16 h. Add 1/4 volume 5 M KAc, mix and place the tube on ice 10 min. Then the DNA was extracted by phenol: chloroform: isoamyl alcohol (25:24:1). Precipitate the supernatant by adding 1 volume isopropyl alcohol, 30 min at room temperature, and washed by 1 ml 70% ethanol. Dry the pellet and resuspend by 200 μl ddH_2_O. A cocktail of restrict enzymes (MseI, DdeI, AluI, MboI; NEB) was used for gDNA digestion in 200 μl system, incubated at 37 °C overnight. Fragmented DNA was purified and quantified by Qubit 3.0 (Invitrogen). Mix 1.8 µg DNA with 0.2 µg *E. coli* DNA (for normalization) in 500 μl 1 × TE. For RNase R treated group, 10 U RNase R (Epicentre) incubated at 37 °C for 1.5 h was used to remove linear RNA from DNA Fragment. For control group, the identical amount of reaction buffer was added to DNA Fragment and incubated at 37 °C for 1.5 h. Take out 50 μl as Input, the rest 450 μl DNA was immunoprecipitated overnight at 4 °C with 1× DRIP binding buffer (10 mM NaPO_4_ pH 7.0, 140 mM NaCl, 0.05% Triton X-100) and 10 µg S9.6 antibody (ATCC, HB-8730) at 500 μl system. Add 50 µl Protein G Dynabeads (Invitrogen, 10004D) and incubated for 4 h, then wash the beads by 1× DRIP binding buffer for 4 times at room temperature. Add 250 µl elution buffer (50 mM Tris pH 8.0, 10 mM EDTA, 0.5% SDS) and 5 U Proteinase K to the bead-antibody complexes, and incubated for 60 min in an Eppendorf ThermoMixer at 55 °C.

DNA from DRIP was purified and subjected to library construction using Accel-NGS® 1S Plus DNA Library Kit (Swift Biosciences). These libraries were utilized to 150 nt paired-end sequencing with an Illumina Nova PE150 system (Genewiz, China). Each library was generated from 70 to 121 million reads and then adapters were removed with cutadapt software to obtain cleandata.

Reads from cleandata were aligned to the grcm38 genome with Bowtie2 version 2.4.1 using default settings, with all duplicates, unmapped reads, reads with more than three mismatches and non-uniquely mapped reads were removed by using samtools version 1.1. MACS2 was used to identify peaks in individual replicates (-q 0.001). The bamCoverage pipeline in deeptools (v 3.5.1) were used to generate R-loop reads coverage files (.bw). The .bw files from two replicates in each group were merged by bigwigCompare pipeline (-operation mean) for IGV visualization. The common peaks from the replicates were merged using bedtools (v2.30.0). The coverage matrix of each group was calculated with computeMatrix and the heatmap and Metaplot was generated with plotHeatmap and plotProfile pipeline in deeptools, respectively. The peaks from RNase R treated group was regarded as ciR-loops.

ciR-loops from genomic regions that could generate circRNAs were defined as “*cis*” ciR-loops. On the other hand, ciR-loops from genomic regions that could not generate circRNAs were defined as “*trans*” ciR-loops. It is worth noting that DRIP-seq actually sequenced the DNA strands rather than RNA strands of the R-loops, which would underestimate ciR-loops formed in trans, and at the same time overestimate cis ciR-loops, because ciR-loops detected at a genomic locus that gives rise to a circRNA would be counted as *cis* but not as *trans* ciR-loops, even they might be actually formed “in trans” by circRNAs encoded by the other genomic loci.

For liR-loops, two subtypes were grouped either formed at genomic loci with known annotated mouse transcripts (WAT) or without known annotated mouse transcripts (WOT). Annotated mouse transcripts were based on: www.gencodegenes.org. WAT liR-loops would be overestimated and WOT liR-loops would be underestimated, for the same reason stated above for *cis* and *trans* ciR-loops.

The correlation coefficient and *P*-value of ciR-loop levels between ciR-loop and liR-loop levels was calculated in R software, and the scatterplot was generated by ggplot2. Metaplots, boxplots, and cumulative fraction curves were generated with deepTools and R scripts.

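The mRNA-seq data comprised 3 libraries of WT and 3 of XPO4 KO 3T3 cells. The authors aligned the reads to GRCm38 with HISAT2 (version 2.0.5) and counted them on genes with featureCounts (version 2.0.0), and deposited the count per gene for each library, without normalization. The libraries labelled WT held 19887277, 19529104 and 22057323 counted reads and those labelled KO 17820697, 17922696 and 16974062. The files list 55401 genes, of which 55141 were matched to a gene symbol by identifier. In all 6 files the heading of the count column carries the name of the other genotype, while the sample titles are as used here, so a direction between the genotypes rests on the titles. Xpo4 itself (chromosome 14 from 57577521 to 57665430) does not settle this. It had 712, 504 and 687 reads in the libraries labelled KO and 657, 614 and 685 in those labelled WT, a log2 fold change of 0.18 (standard error 0.11, adjusted p = 0.193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The KO of Fig. 2a is a short frame-shifting deletion in the first coding exon. FPKM was computed from the counts, the gene length in the files and the reads counted on genes. The counts were also compared between genotypes with edgeR after TMM normalization and its filter on low counts, which kept 14688 genes. In counts simulated at these depths, this test recovered 99% of genes changed 2-fold. The simulated changes were placed only in genes above a minimum mean count, with a fixed spread between replicates, so this share need not hold for all genes tested.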

Total RNAs of 3T3 cells were subjected to RNA-sequencing, and the RNA-seq data were used to calculate the correlation between gene expression and R-loops. Hisat2 and feature counts software were used to map clean reads from the RNA-seq data to reference genome (grcm38), and the gene expression level was normalized to FPKM.

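At an FPKM of at least 10, the level at which Supplementary Fig. 6a splits genes, the mean over the 3 libraries passed for 5221 genes in WT and 5342 in KO. Single libraries had 5216, 5233 and 5228 such genes in WT and 5362, 5298 and 5360 in KO. In both genotypes 4903 genes passed, 318 passed in WT alone and 439 in KO alone. With any 1 library left out, the number stayed between 5219 and 5225 in WT and between 5330 and 5358 in KO. With TPM in place of FPKM, 9568 genes passed in WT and 9465 in KO.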

### Immunofluorescence (IF) staining

Slides with the corresponding human and mouse cells were incubated with antibody against S9.6 (Kerafast, ENH001, 1:200), γH2A.X (CST, 2577S, 1:200) overnight at 4 °C followed by incubation with fluorescence secondary antibody for 2 h. Images were taken through confocal microscopy (Olympus IX-71). The intensity of the nuclear fluorescence signals was analyzed using Image J software. For S2 cells, coverslips used for S2 cells were coated with concanavalin A (Con A; Solarbio, C8110) to promote attachment before use. After RNAi, 0.5 × 10^5^ cells were seeded onto a ConA-coated coverslip in a well of the 6-well plate for 2 h. Coverslips (cell side up) were incubated with an antibody against S9.6 (Kerafast, ENH001, 1:200) for 12 h at 4 °C followed by incubation with fluorescence secondary antibody at room temperature for 2 h (Abcam, ab150116, 1:100). Fluorescence signals were captured with a Leica confocal system (TCS SP8 DIVE). The intensity of the nuclear fluorescence signal was analyzed using Image J software. For mice brains, 4-month-old mice were anesthetized by isoflurane and transcardially perfused with ice-cold phosphate buffer (PBS). The brains were isolated and fixed in 4% paraformaldehyde (PFA) at 4 °C for 24 h and then kept in 30% sucrose dissolved by phosphate-buffered saline (PBS) at 4 °C until brains sank. Following dehydration, brains were sectioned to 35 μm. Immunofluorescence staining was performed after washing slices three times with PBS, permeabilizing slices with 0.5% Triton X-100 in PBS for 15 min, and blocking slices with 3% normal goat serum and 0.1% Triton X-100 in PBS for 1 h at room temperature. The mouse brain slices were incubated with the primary antibodies against S9.6 (Kerafast, ENH001, 1:200), γH2A.X (CST, 2577S, 1:200), NeuN (EMD Millipore, MAB377, 1:500) applied in 3% normal goat serum and 0.1% Triton X-100 in PBS followed by incubation of secondary antibody. Brain images of mice samples were taken through an upright microscope (Axio Imager Z2, Carl Zeiss, Germany) and Tissue FAXS 6.0 software from Tissue Gnostics; an inverted laser scanning confocal microscope (LSM 800, Carl Zeiss, Germany) and ZEN software from Zeiss. The intensity of the nuclear fluorescence signal was analyzed using Image J software. For UV treatment, NIH/3T3 wildtype cells were treated with UV (254 nm, 1 J/cm^2^, 3 min) in UVP HL-2000. For RNase H treatment, slides were incubated with RNase H (ThermoFisher, 18021014, 3 U/μg) for 1.5 h before primary antibody incubation. For RNase R treatment, slides were incubated with RNase R (Epicentre Biotechnologies, RNR07250, 3 U/μg) for 1.5 h before primary antibody incubation.

### Fluorescence in situ hybridization (FISH)

Fluorescence in situ hybridization was performed as previously described^5^. The TranscriptAid T7 High Yield Transcription Kit (Thermo Scientific) was used to transcribe RNA probes spanning the backsplicing junction of circRNAs. RNA probes were labeled by ULYSIS Nucleic Acid Labeling Kit (Invitrogen) with Alexa Fluor 546 Fluorescent dyes to specifically detect circRNAs. DNA probes targeting introns were prepared by sonicating amplicons of genomic PCR and then labeled with a ULYSIS Nucleic Acid Labeling Kit (Invitrogen) with Alexa Fluor 488 Fluorescent dyes to specifically detect DNA loci of encoded circRNAs. Cells were fixed by fixative (methanol:acetic acid = 3:1) and dehydrated with gradient ethanol (70%–90%–100%). The fixed cells and probes were denatured at 80 °C for 10 min and then incubated at 37 °C overnight. Cell slides were washed with 2×SSC + 0.1% Triton X-100 at 55 °C for 1 h. For IF-FISH, FISH assay was immediately performed after IF.

### Quantification of FISH and IF images

For all FISH and IF experiments, imaging conditions were set in parallel, with identical exposure times and laser settings. Images were analyzed and quantified using ImageJ. Statistical analysis and data visualization were conducted using GraphPad or R software. *P* values were determined by Student’s *t* test. In detail, nuclear or total cell mean signals were determined from a single plane for individual images. Nuclear regions were defined by thresholding or manual tracing DAPI. For circRNAs FISH quantitation, whole cell and nuclear signals were both quantified for further analysis. For S9.6 quantitation, only nuclear S9.6 signals were used for R-loop quantitation, with all cytoplasmic staining was excluded before analysis. Images were analyzed using ImageJ that measured S9.6 staining in nuclei only based on DAPI staining. In order to minimize staining-based sample deviation, the mean value for each individual experiment condition was standardized to the negative control.

### Comet assay

Comet assays were conducted using Comet SCGE assay kit (Enzo, ADI-900-166). Cells were washed with Ca^2+^/Mg^2+^ free 1 × PBS (Biosharp, BL551A) and combined gently with molten LMAgarose (1:10 dilution; LMAgarose was boiled for 5 min and incubated at 37 °C for 20 min before use). Mixture was immediately pipetted onto a Comet Slide. Slides (cell side up) were placed at 4 °C in the dark for 30 min, immersed in pre-cold Lysis Solution at 4 °C for 40 min, and treated with freshly-prepared alkaline solution (300 mM NaOH, 1 mM EDTA, pH >13) at room temperature in the dark for 40 min. Then Slides were washed with 1×TBE buffer (89 mM Tris base, 89 mM boric acid, 2.5 mM EDTA) twice, electrophoresed in 1×TBE buffer for 10 min (1 volt per cm of distance between positive and negative electrodes), dehydrated in 70% ethanol for 5 min, and dried at room temperature. 100 μl of CYGREEN Dye (dissolved in Deionized Water; 1:1000 dilution) was added to each slide for 30 min. Slides were washed with 1 × TBE buffer and dried completely at 37 °C in the dark. Images were acquired by a Leica confocal system (TCS SP8 DIVE). DSB was examined by measuring tail length using CASP software (http://casplab.com/).

### Cell synchronization (G2/M)

HEK293T cells were added 5 mM thymine (Sigma) for 16 h. Then the cells were washed 3 times with fresh DMEM media, and added 25 μM 2′-Deoxycytidine (Sigma) to release for 8 h. Repeat the above steps before harvesting the cells. Cell stages were confirmed by FACS.

### *C. elegans* methods

For *C. elegans* culture and strains, all strains were maintained on nematode growth media (NGM) seeded OP50 at 20 °C. N2 Bristol was obtained from the Caenorhabditis Genetic Center (CGC).

For plasmid construction, the plasmid pDD162 that expresses Cas9 II protein was used^80^. Four sgRNAs were designed to target Y69A2AR.16, two of which target exon14 and the others target exon16. We selected sgRNAs containing two NGG PAM motif in the 3′ ends of sgRNA sequences to increase the efficiency of the sgRNAs. We used http://crispor.tefor.net/ to assess the usability of sgRNAs. To generate the plasmid expressing sgRNAs, the 20 nt sgRNA sequence was inserted between the EcoRI and HindIII restriction endonuclease sites at the 3′ end of the U6 promoter.

For injection of CRISPR/Cas9 knock-out and knock-in and other plasmids, we carried out CRISPR/Cas9 system as previously described with modification^81^. We mixed 4 plasmids expressing sgRNAs (100 ng/μL of each), pDD162 (100 ng/μL) expressing Cas9 II protein, and the plasmid (PCFJ90) (100 ng/μL) expressing mCherry in the pharynx together. The mixture was injected into about 30 N2 adults (adulthood day 1).

For RNA extraction, reverse transcription, and qPCR, worms were collected at young-adult stage by washing 4 times with M9 buffer, and were pelleted by centrifugating at 600 × *g* for 1 min. Total RNA was extracted by using TRIzol L/S (Invitrogen).

For worm synchronization, gravid adult worms were collected into 1.5 mL tubes by washing with M9 buffer. Then we washed the worms 3 more times and collect the worms by centrifuging at 600 × *g*. Worms were treated with hypochlorite, and synchronized embryos were cultured at 20 °C on NGM plates.

For brood size counts, worms were synchronized for 3 times. 10 adult worms were allowed to lay eggs for 2 h at 20 °C and then the worms were removed. Eggs were allowed to hatch and grow until L4 stage. 22 worms were plated on 35 mm NGM plates, respectively. The worms were transferred to another NGM plate every day. The number of living offspring was calculated after no eggs were laid.

For examining of development stages, worms were synchronized for 3 times. 10 adult worms were allowed to lay eggs for 1 h at 20 °C, and then the worms were removed. The eggs were allowed to hatch and grow on NGM plates with adequate food. The development stages were recorded after 30 h, 42 h, 54 h, and 66 h after the eggs were laid.

For cytological preparation and immunostaining, synchronized worms were collected and washed by M9 buffer for 3 times and egg buffer twice. Supernatant was removed and 100 μl egg buffer was left. Then levamisole was added to narcotize the worms, and the worms were dissected for germlines by removing the head and tail using a fine gauge needle (27 G). The germlines were transferred to on a poly-L-lysine coated slide (slides were washed in 70% ethanol and 1% HCl, then given 1 coat of 100% poly-L-lysine, air dried). 100 μl 4% paraformaldehyde (PFA) in PBS was added on the germlines, and the slides were placed in a humid chamber. After 15 min, the PFA were removed and the germlines were freeze-cracked. The slides were soaked in methanol pre-cooled in −20 °C for 5 min. The slides were washed in PBST (PBS + 0.5% Triton X-100) for 3 × 10 min. Then the samples were blocked for 1 h by adding 100 μl PBST (PBS + 0.1% Tween-20 with 1% BSA) on the germlines in the humid chamber. Primary antibody was diluted in PBST (1:200) and incubated overnight at 4 °C in the humid chamber. The slides were then washed in PBST for 3 × 5 min before incubation with the secondary antibody (1:500) for 4 h at room temperature. Finally, germlines were washed at least 3 × 5 min in PBST before mounting with a coverslip on DAPI with mounting medium.

### Sperm morphology and CASA assay

The semen samples from 6 adult male mice in each group were obtained from the cauda epididymis and diluted for 15 min at 37 °C with 1 ml capacitation solution. Sperm morphology was analyzed by hematoxylin and eosin (H&E), and observed through microscopy system. The parameters (percentage of progressive cells and percentage of motile cells) of semen were further analyzed by a computer-assisted analysis system.

### TUNEL staining

Testis issues were fixed with 10% (wt/vol) formalin followed by standard paraffin section preparations. The slides were then stained with the In Situ Cell Death Detection Kit, Fluorescein (Roche, 11684795910), following the manufacturer’s instructions. Images were taken through confocal microscopy (Olympus IX-71). Apoptotic signals were quantified by counting the number of cells positive for TUNEL staining within each seminiferous tubule. Images were analyzed using ImageJ with thresholding. In order to minimize staining-based sample deviation and unspecific labeling, the mean value for each individual experiment condition was standardized to the negative control.

### Mice behavioral experiments

Y-maze is used to detect animal’s hippocampal-dependent working memory, which consists of three same arms separated by 120°. Briefly, mice were placed in the initial arm of the device and allowed to explore freely, and the order of the mice entering different arms was recorded for 5 min. The number of entry time was considered as an index of locomotion, and the ratio of time in the discontinuous three arms to total arm, spontaneous alteration, was considered as an index of working memory.

Barnes maze is used to detect animal’s spatial reference memory, which consists of a circular platform with 20 holes distribution around the periphery. One of the holes contains an escape box where mice can hide. There are four headlights on the platform used to drive mice to avoid intense light stimulation. Before experiment, the mice adapted in the dark for 1 min in a black box, then open the box and were allowed to escape freely. Mice were trained for 4 days, 4 trials daily, each training period is 180 s. At the interval of each trial, the platform was cleaned with 75% alcohol. The latency of the mice to find the target hole was recorded and considered as an index of spatial reference memory.

### Quantification and statistical analysis

Information on specific quantification methods is described in associated Method details, or main texts. High-throughput sequencing data were analyzed in Method details. Statistical tests were performed using R software. The statistical significance was evaluated by Student’s *t* test for data which follow the normal distribution. For others, non-parametric tests such as Wilcox rank-sum test or Mann–Whitney U test were utilized to evaluate the statistical significance as indicated in the figure legends. All statistical graphs were generated by GraphPad Prism (v. 8.0.2) or ggplot2 in R software, with error bars showing SD. Parameters such as number of sample size, the number of mice, the number of independent experiments, statistical test and significance, are reported in Figures and Figure Legends or Method details.

For data process of RIP-qPCR and nucleocytoplasmic separation-qPCR in Figs. 1a, 1b, and 1e, the enrichment was defined as the relative fold change between antibody and IgG (or nuclear and cytoplasm) which was calculated by ΔCt value. The P values were computed by unpaired two-sided Student’s *t* test with the relative fold change from three independent experiments.

For statistical analysis of FISH and IF fluorescent signals (Figs. 2h–m and 3, Supplementary Fig. 1l; Supplementary Fig. 3a–h, j; Supplementary Fig. 4a, d, g, h), mean nuclear and total signals were obtained as the fluorescence intensity per area for further analysis. The intensity or nuclear/total ratio was normalized to the corresponding control (labeled in boxplots with mean relative control signal = 1). *P* values were from unpaired Student’s *t* test, and were calculated by relative value of the intensity or nuclear/total ratio. Every cells were randomly selected for statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE196317. The DRIP-seq data generated in this study have been deposited in the GEO database under accession code GSE196318. The processed high-throughput data are available at GEO database in same accession code. The statistics data generated in this study are provided in the Source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Exportin 4 depletion leads to nuclear accumulation of a subset of circular RNAs
**Source:** Nat Commun. 2022 Oct 1;13:5769. doi: 10.1038/s41467-022-33356-z

1 **Supplementary Figure Legends**

2 **Supplementary Fig. 1 | XPO4 in nuclear export of ecircRNAs.** **a**, Phylogenetic tree  
3 of XPO4 homologs across species. **b**, Evaluation for the purity of the cytosolic and  
4 nuclear fractions after nucleocytoplasmic separation with *Drosophila* S2 cells with  
5 reverse transcription quantitative PCR (RT-qPCR) of several RNAs. **c**, Heatmap  
6 representation of relative circRNA binding of endogenous exportins from RNA  
7 immunoprecipitation (RIP) in human HEK293T cells. RT-qPCR of individual  
8 ecircRNA was performed, and the enrichment was normalized to the immunoglobulin  
9 G (IgG) control. **d**, Relative enrichment of several linear RNAs in XPO4 endogenous  
10 RIP. The enrichment was normalized to the immunoglobulin G (IgG) control. **e**,  
11 Number and genomic distribution of ecircRNAs in the RIP-seq of endogenous XPO4  
12 (IgG as the negative control). **f, g**, Representative FISH images of ecircRNAs (red)  
13 upon siRNA knockdown in human HEK293T cells and mouse NIH/3T3 cells. siCtrl,  
14 siRNA negative control with scrambled sequences. Scale bars, 20  $\mu$ m. n=number of  
15 cells analyzed. **h**, Evaluation for the purity of the cytosolic and nuclear fractions after  
16 nucleocytoplasmic separation in WT and XPO4 KO cells with RT-qPCR of several  
17 RNAs. **i**, Levels of EICiRNAs in the nucleus of 3T3 WT and XPO4 KO cells. n=number  
18 of EICiRNAs analyzed. **j**, GC content distributions of WT and XPO4 KO cells enriched  
19 in the cytoplasmic fraction ( $\log_2(\text{Nuc/Cyto}) < -0.3$ ). **k**,  $\Delta G$  distributions of WT and  
20 XPO4 KO cells enriched in the nuclear fraction ( $\log_2(\text{Nuc/Cyto}) > 0.3$ ). **l**,  
21 Representative FISH images of ecircRNA (red) in HEK293T cells with mixed stages  
22 or in cells at the G2/M stage (synchronized cells, before the breakdown of nuclear  
23 envelope). Quantitation of relative FISH signals in the nuclei is shown; n = number of  
24 cells analyzed. Scale bars, 20  $\mu$ m. For **f-g, i, l**, boxes for box-plot graphs extend from  
25 the 25th to 75th percentiles and the line in the middle is plotted at the mean. Whiskers  
26 delineate all data points from minimum to maximum. For **b, d, f-i, l**, data are shown as  
27 means  $\pm$  SD. For **b, d, h**, data are from three independent experiments. For **c, d, f-g, i-**  
28 **l**, P values were from unpaired two-sided Student's *t* test and were indicated in the  
29 figures, ns: not significant. Source data are provided as a Source Data file.

30 **Supplementary Fig. 2 | Examining the relevance of eIF5A, Smad3 and eIF4E to**  
31 **ecircRNA distribution changes.** **a**, shRNA knockdown (KD) efficiency of eIF5A  
32 mRNA with RT-qPCR in WT and XPO4 KO cells. Short-hairpin construct (shEIF5A)

is used for the knocking down. **b**, RT-qPCR of individual ecircRNA for the nuclear and cytoplasmic distribution upon eIF5A KD in 3T3 WT or XPO4 KO cells. **c**, Validation of eIF5A over-expression (OE) in WT and XPO4 KO cells with RT-qPCR. **d**, RT-qPCR of individual ecircRNA for the nuclear and cytoplasmic distribution upon eIF5A OE in 3T3 WT or XPO4 KO cells. **e**, siRNA knockdown (KD) efficiency of Smad3 mRNA with RT-qPCR in WT and XPO4 KO cells. Small interfering RNA (siSmad3) is used for the knocking down. **f**, RT-qPCR of individual ecircRNA for the nuclear and cytoplasmic distribution upon Smad3 KD in 3T3 WT or XPO4 KO cells. **g**, Validation of Smad3 over-expression (OE) in WT and XPO4 KO cells with RT-qPCR. **h**, RT-qPCR of individual ecircRNA for the nuclear and cytoplasmic distribution upon Smad3 OE in 3T3 WT or XPO4 KO cells. **i**, siRNA knockdown (KD) efficiency of eIF4E mRNA with RT-qPCR in WT and XPO4 KO cells. Small interfering RNA (sieIF4E) is used for the knocking down. **j**, RT-qPCR of individual ecircRNA for the nuclear and cytoplasmic distribution upon eIF4E KD in 3T3 WT or XPO4 KO cells. **k**, Validation of eIF4E over-expression (OE) in WT and XPO4 KO cells with RT-qPCR. **l**, RT-qPCR of individual ecircRNA for the nuclear and cytoplasmic distribution upon eIF4E OE in 3T3 WT or XPO4 KO cells. In the corresponding experiments, EV, empty vector used to overexpress the corresponding protein; siCtrl, siRNA negative control with scrambled sequences; shCtrl, the vector used to express the short-hairpin construct for knocking down the expression of the corresponding protein gene. For **b, d, f, h, j, l**, Gapdh mRNA and U6 snRNA are cytoplasm and nucleus enriched RNA, respectively, and are used as references for effective separation of cytoplasm and nuclei. For **a-l**, data are from three independent experiments. P values from unpaired two-sided Student's *t* test. Data are shown as means  $\pm$  SD. P values were indicated in the figures, ns: not significant. Source data are provided as a Source Data file.

**Supplementary Fig. 3 | Examining the relevance of eIF5A, Smad3 and eIF4E to the cellular phenotypes of XPO4 deficiency and effects of XPO4 deficiency in *Drosophila* cells.** **a**, IF of R-loops and  $\gamma$ H2A.X (DNA damage) upon eIF5A overexpression (OE) in XPO4 KO cells. **b**, IF of R-loops and  $\gamma$ H2A.X upon eIF5A KD (sheIF5A) in 3T3 cells. **c**, IF of R-loops and  $\gamma$ H2A.X upon Smad3 overexpression (OE) in XPO4 KO cells. **d**, IF of R-loops and  $\gamma$ H2A.X upon Smad3 KD (siSmad3) in 3T3 cells. **e**, IF of R-loops and  $\gamma$ H2A.X upon eIF4E KD (sieIF4E) in 3T3 cells. **f**, IF of R-loops and  $\gamma$ H2A.X upon eIF4E overexpression (OE) in XPO4 KO cells. **g**, IF of R-loops and  $\gamma$ H2A.X upon eIF4E overexpression (OE) in XPO4 KO cells. **h**, IF of R-loops and  $\gamma$ H2A.X upon eIF4E overexpression (OE) in XPO4 KO cells. **i**, IF of R-loops and  $\gamma$ H2A.X upon eIF4E overexpression (OE) in XPO4 KO cells.

with or without the RNase H digestion in *DmXPO4* knockdown S2 cells. Representative images and quantification are shown (R-loop, red). Knockdown was achieved with *DmXPO4* dsRNA, and  $\beta$ -gal dsRNA was used as a negative control. **j**, IF of R-loop without or with (ciR-loop) the RNase R digestion in *DmXPO4* knockdown S2 cells. Representative images and quantification are shown (R-loop, red). **k**, Comet assay upon knockdown of *DmXPO4* with S2 cells. Representative comet assay images of  $\gamma$ H2A.X (DNA damage) and quantification of relative tail length are shown. **l**, IF of  $\gamma$ H2A.V (DNA damage) in *DmXPO4* knockdown S2 cells. Representative images and quantification are shown (DAPI, blue; DNA damage, green). For **a-f**, EV, empty vector used to overexpress the corresponding protein; siCtrl, siRNA negative control with scrambled sequences; shCtrl, the vector used to express the short-hairpin construct for knocking down the expression of the corresponding protein gene. For **a-j**, boxes for box-plot graphs extend from the 25th to 75th percentiles and the line in the middle is plotted at the mean. Whiskers delineate all data points from minimum to maximum. **For a-f**, representative images and quantification are shown (DAPI, blue; R-loop, red; DNA damage, green), scale bar, 20  $\mu$ m. For **g, h, j**, scale bar, 10  $\mu$ m. For **i**, scale bar, 15  $\mu$ m. n=number of cells quantified. Data are shown as mean  $\pm$  SD. P values from unpaired two-sided Student's *t* test. P values were indicated in the figures. ns: not significant. Source data are provided as a Source Data file.

**Supplementary Fig. 4 | Examining the relevance of splicing factors and RPA1 to nuclear accumulation of circRNAs or ciR-loop formation.** **a**, IF of R-loop, ciR-loop, and DNA damage upon *Hel25E* overexpression (OE) in *DmXPO4* knockdown S2 cells. The corresponding empty vector (EV) of overexpression was used as a negative control. Representative images and quantification are shown (R-loop, red; DNA damage, green). **b**, Validation of circRNA levels upon Sf3a1 or Srsf1 mRNA KD in 3T3 WT cells with the corresponding shRNA. Knockdown efficiency was also shown (left). **c**, Validation of circRNA levels upon SF3A1 mRNA KD in *Drosophila* S2 cells with SF3A1 dsRNA.  $\beta$ -gal dsRNA was used as a negative control. Knockdown efficiency was also shown (left). **d**, IF of R-loop, ciR-loop, and DNA damage upon SF3A1 KD with dsRNA in S2 cells.  $\beta$ -gal dsRNA was used as a negative control. Representative images and quantification are shown (R-loop, red; DNA damage, green). **e**, Validation of shRNA knockdown (KD) efficiency of RPA1 mRNA with RT-qPCR in HEK293T cells. Short-hairpin construct (shRPA1) is used for the knocking down, and shCtrl, the

negative control, is the vector of the KD construct. **f**, IF of  $\gamma$ H2A.X (DNA damage) upon RPA1 KD in HEK293T cells. Representative images of two independent experiments are shown (DAPI, blue; DNA damage, green). **g**, IF of R-loop and ciR-loop upon RPA1 KD in HEK293T cells. Representative images and quantification are shown (DAPI, blue; R-loop, red). **h**, Representative FISH images of ecircRNA upon RPA1 in HEK293T cells. Quantitation of relative FISH signals in the nucleus is shown (ecircRNA, red). For **a**, **d**, **g**, **h**, Boxes for box-plot graphs extend from the 25th to 75th percentiles and the line in the middle is plotted at the mean. Whiskers delineate all data points from minimum to maximum. For **a**, **d**, scale bar, 10  $\mu$ m. For **f-h**, Scale bar, 20  $\mu$ m. n = number of cells quantified. For **a-e**, **g**, **h**, data are shown as means  $\pm$  SD. P values from unpaired two-sided Student's *t* test. P values were indicated in the figures, ns: not significant. Source data are provided as a Source Data file.

**Supplementary Fig. 5 | Defects of *Y69A2AR.16* (*ceXPO4*) worms.** **a**, Scheme for the generation of *Y69A2AR.16* (*ceXPO4*) KO *C. elegans*. **b**, Validation with genomic PCR and qRT-PCR (for *ceXPO4* mRNA) of the *ceXPO4* KO in *C. elegans*. ND, not detected. Data are from three independent experiments. Western blot of the ceXPO4 protein in *C. elegans* was also performed (ACTB, Actin b as a loading control). Note: the XPO4 antibody used was not very effective in detecting ceXPO4 protein. **c**, Quantification of brood size of the *wildtype* N2 (n=22) and *ceXPO4* mutant worms (n=22). **d**, Growth rate by development stage at different time points in N2 (n=403) and *ceXPO4* mutant (n=329). **e**, Bioinformatics analyses of ecircRNAs in young adults of N2 and *ceXPO4*. Boxes for box-plot graphs extend from the 25th to 75th percentiles and the line in the middle is plotted at the median. Whiskers delineate all data points from minimum to maximum. Overlapped 245 circRNAs were analyzed. **f**, Representative IF images with enlarged regions of R-loop in the germline of N2 and *ceXPO4* mutant. Representative images are shown (DAPI, blue; R-loop, red). **g**, IF of RAD51 (examined as a dsDNA break marker) in the germline of N2 and *ceXPO4* mutants. Representative images are shown (DAPI, blue; DNA damage, green). For **f**, **g**, data are representative of two independent experiments, scale bar, 30  $\mu$ m. For **b**, **c**, data are shown as means  $\pm$  SD. P values from unpaired two-sided Student's *t* test. For **d**, P values from the two-sided Mann-Whitney U test. For **e**, P value from two-sided Wilcox rank-sum test and were indicated in the figures. Source data are provided as a Source Data file.

**Supplementary Fig. 6 | Features of liR-loop and ciR-loop in WT and XPO4 KO**

**cells. a,** Metaplots of liR-loop peaks along the gene body in different expression levels of WT and XPO4 KO cells, respectively. Genes with lower (yellow line) expression levels were compared to genes with higher expression levels (red line). **b,** Boxplot and cumulative distribution function curve show the expression level of the overlapped or immediately neighboring gene of liR-loops. **c,** Metaplot of ciR-loop peaks along the gene body in different expression levels of WT and KO cells, respectively. **d,** Boxplot and cumulative fraction curve shows the expression level of the overlapped or immediately neighboring gene of ciR-loops. P values for cumulative fraction curves in **b** (right) and **d** (right) are from Kolmogorov-Smirnov test; For **a**, **b** (left), **c** and **d** (left), P values of box plots are from unpaired two-sided Student's *t* test. P values were indicated in the figures. Boxes for box-plot graphs in **b** and **d** extend from the 25th to 75th percentiles and the line in the middle is plotted at the mean. Whiskers delineate all data points from minimum to maximum. n=number of circRNAs analyzed. Source data are provided as a Source Data file.

**Supplementary Fig. 7 | Fertility and neurological defects of *XPO4*<sup>+/-</sup> mice. a,** Mating

setups with one male and two females. Offspring numbers were within 60 days of the setup. 8 *XPO4*<sup>+/-</sup> males were tested. 8 *XPO4*<sup>+/+</sup> males were used as controls. **b,** Sperm morphology in *Xpo4*<sup>+/+</sup> and *Xpo4*<sup>+/-</sup> mice. Representative abnormalities such as coiled (white arrows)/bent (red arrows) flagella, irregular shapes (blue arrow), and missing heads (orange arrows) in *Xpo4*<sup>+/-</sup> mice are shown. Scale bars, 50  $\mu$ m. **c,** Quantitation of progressive cells and motile cells with computer-assisted sperm analysis (CASA). Sperm of *Xpo4*<sup>+/-</sup> mice (n=6) and *Xpo4*<sup>+/+</sup> mice (n=6) were examined. **d,** Representative images of Hematoxylin and Eosin (H&E) staining of *Xpo4*<sup>+/+</sup> and *Xpo4*<sup>+/-</sup> testes. Quantitation for the diameter (normalized to the *Xpo4*<sup>+/+</sup>) of seminiferous tubule from each group (n=6) is shown. 20 seminiferous tubules from each group were analyzed. Scale bars, 100  $\mu$ m. **e,** Representative images of H&E staining of *Xpo4*<sup>+/+</sup> and *Xpo4*<sup>+/-</sup> epididymis. Abnormal epididymal lumina are shown in black triangle. Scale bars, 100  $\mu$ m. **f,** Percentage of spontaneous alternation (Y maze) was compared between *Xpo4*<sup>+/+</sup> and *Xpo4*<sup>+/-</sup> mice. All experiments were conducted using 4-month-old mice; n=11 (*Xpo4*<sup>+/+</sup>) and 8 (*Xpo4*<sup>+/-</sup>). **g,** Time (in seconds) to identify target holes for *Xpo4*<sup>+/+</sup> and *Xpo4*<sup>+/-</sup> mice in training Day 1, Day 2, Day 3 and Day 4 of the Barnes maze. All experiments were conducted using 4-month-old mice; n=11 (*Xpo4*<sup>+/+</sup>) and 8 (*Xpo4*<sup>+/-</sup>).

164 For **b, e**, images are representative of two independent experiments. For **c, d, f, g**, data  
165 are shown as means  $\pm$  SD. P values from unpaired two-sided Student's *t* test. P values  
166 were indicated in the figures, ns: not significant. Source data are provided as a Source  
167 Data file.

# Supplementary Fig. 1

## a XPO4 homologs

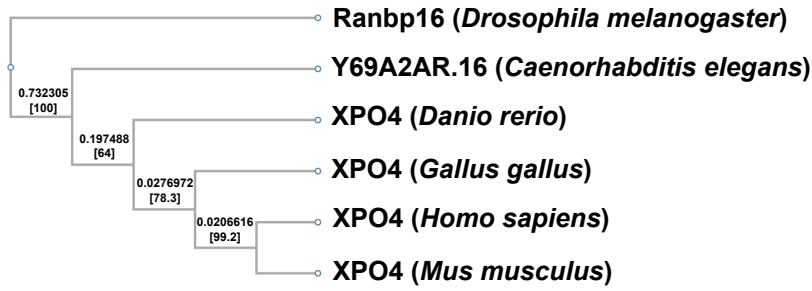

## b

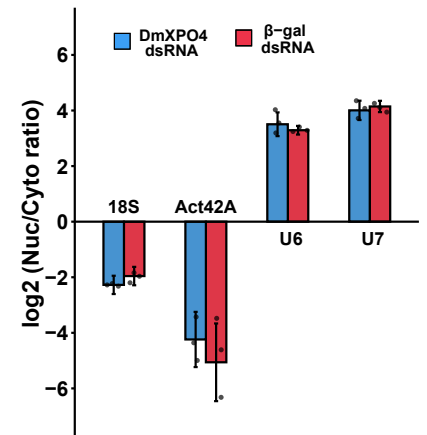

## c

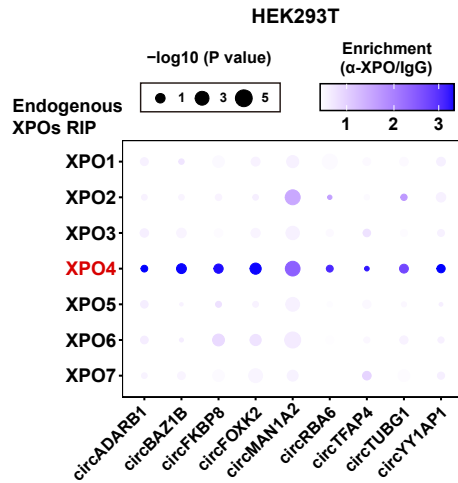

## d

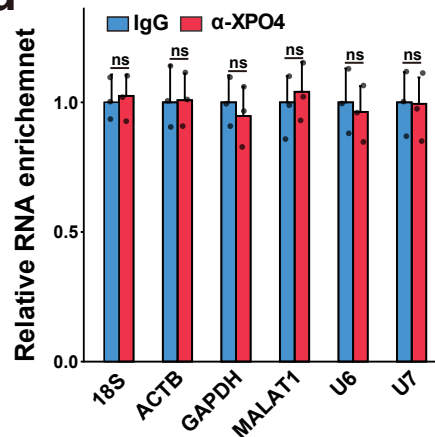

## e

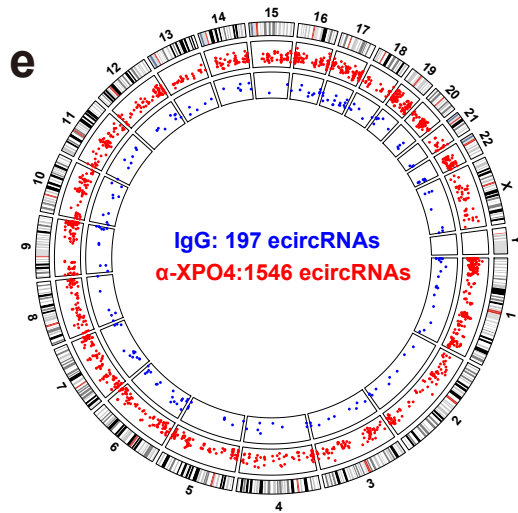

## f

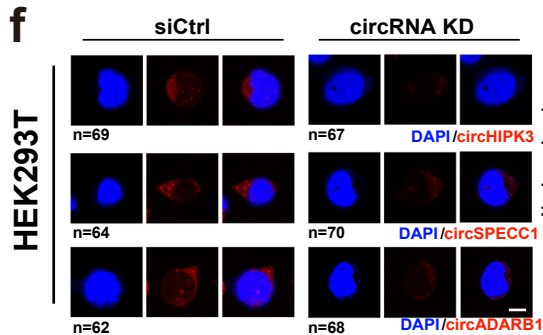

## g

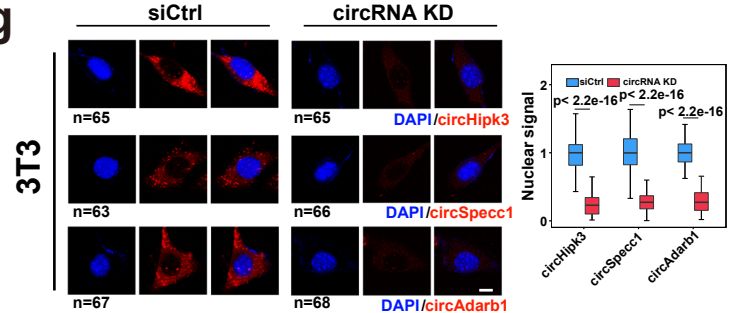

## h

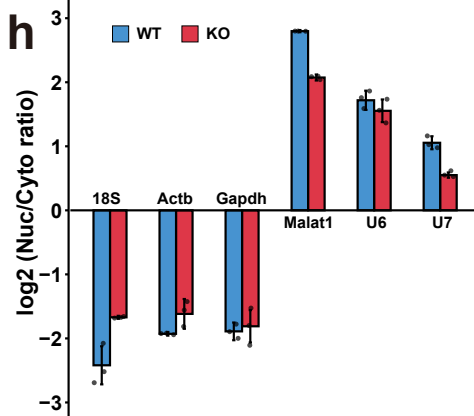

## i

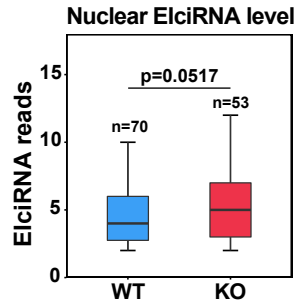

## j

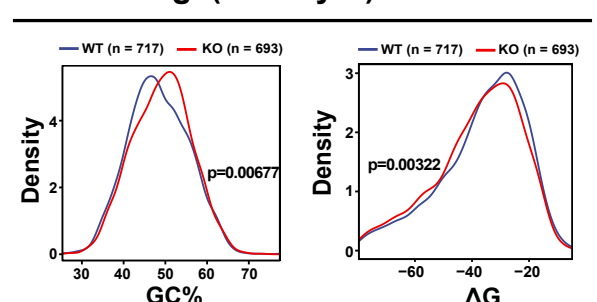

## k

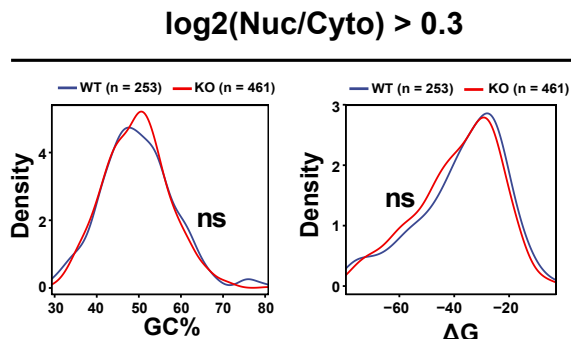

## l

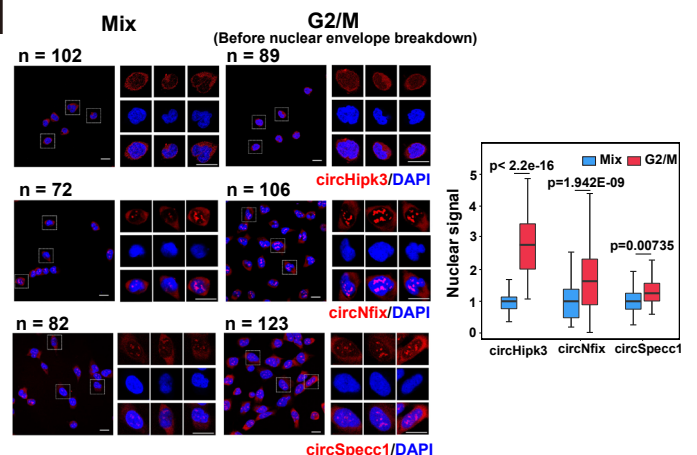

Supplementary Fig. 2

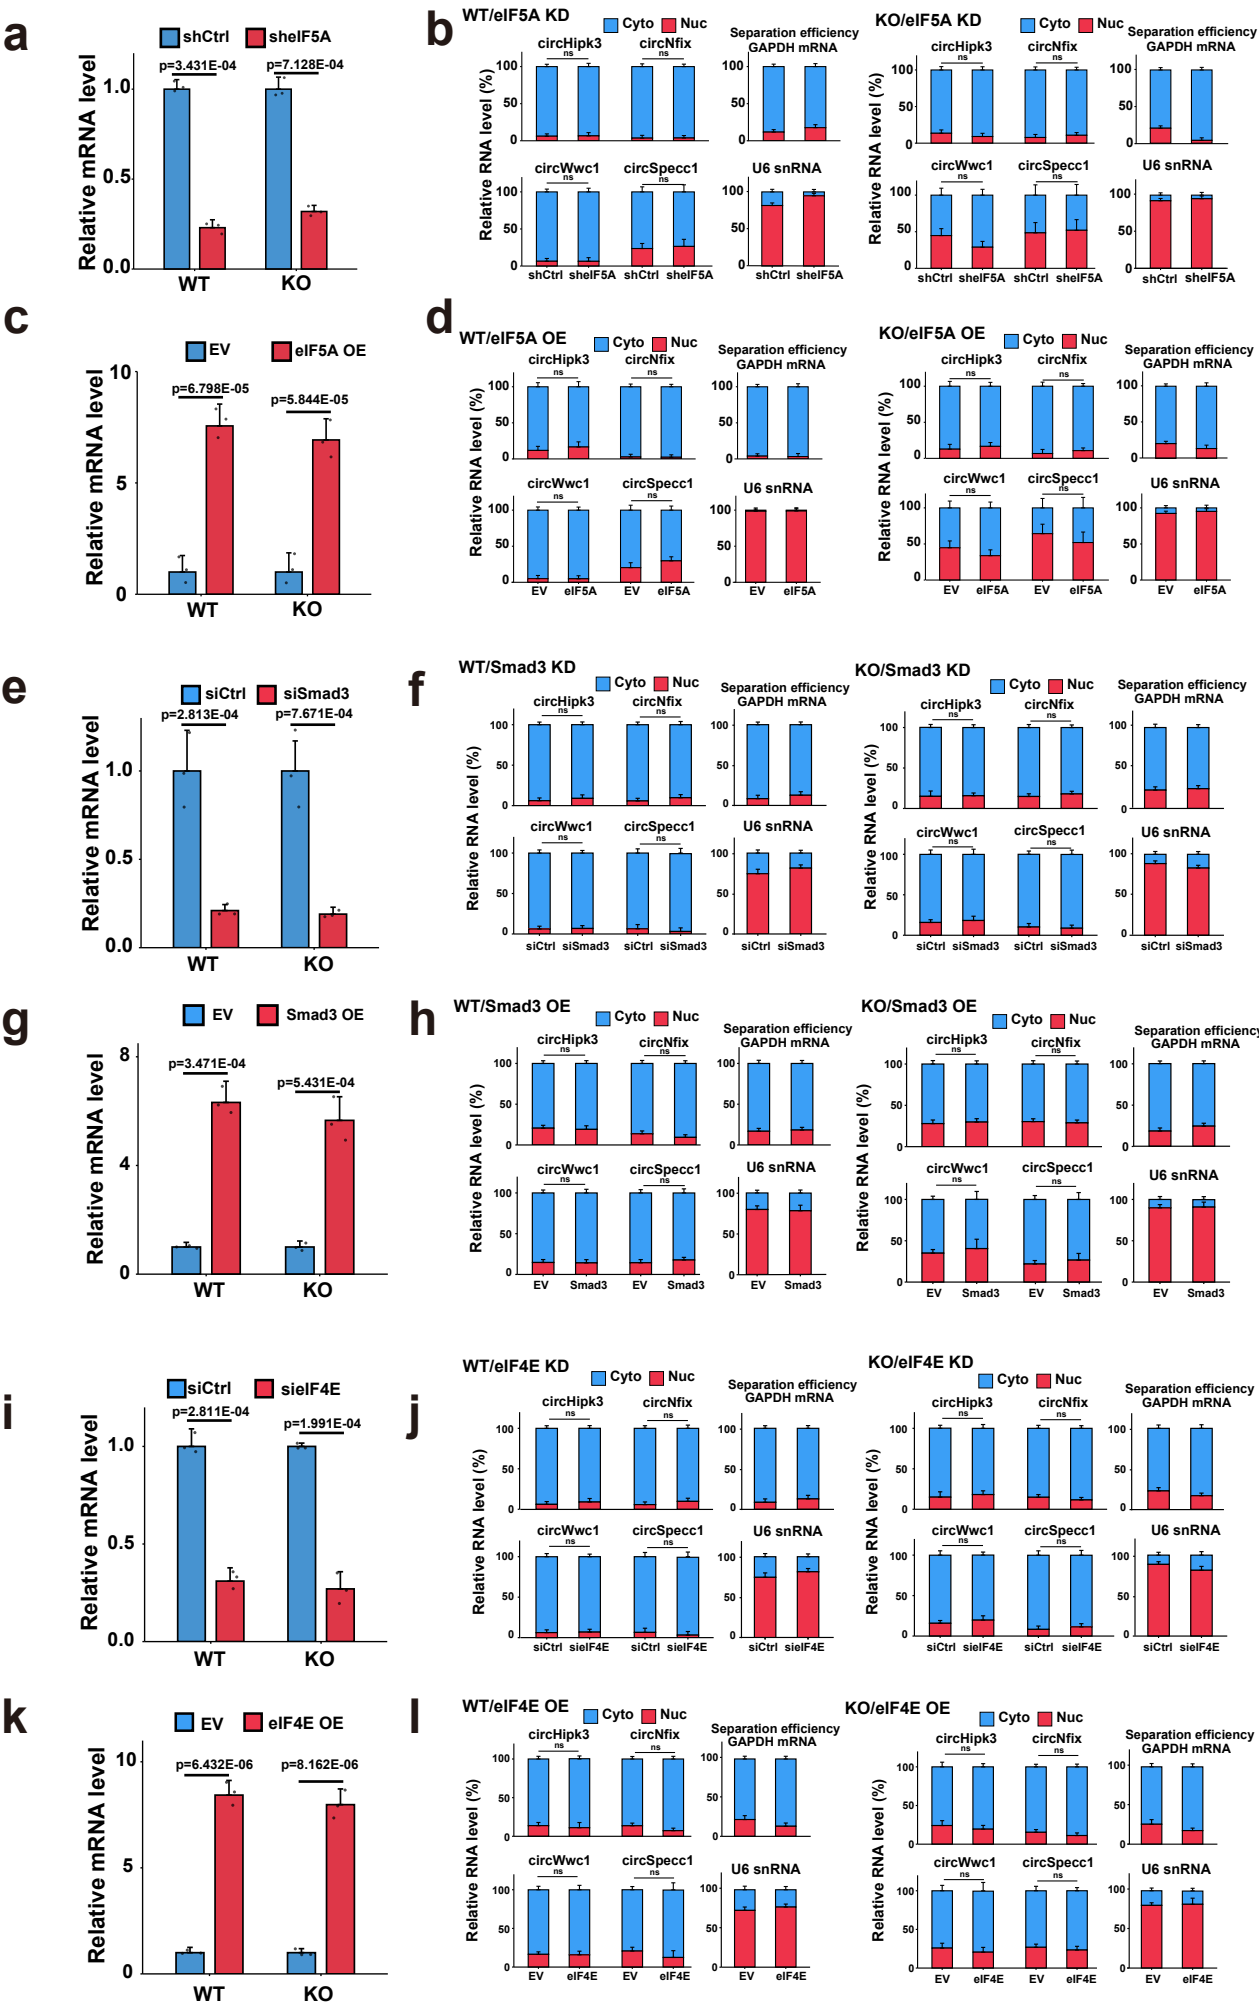

# Supplementary Fig. 3

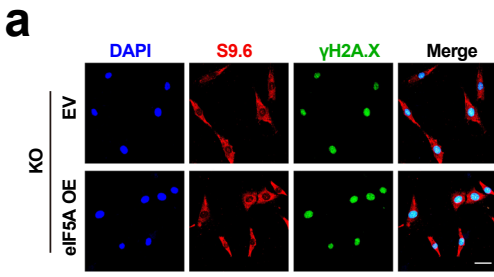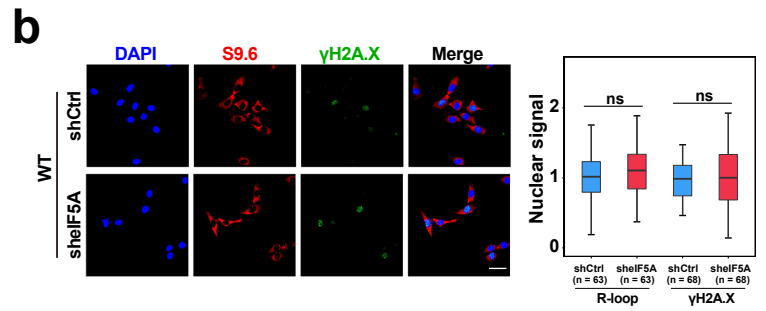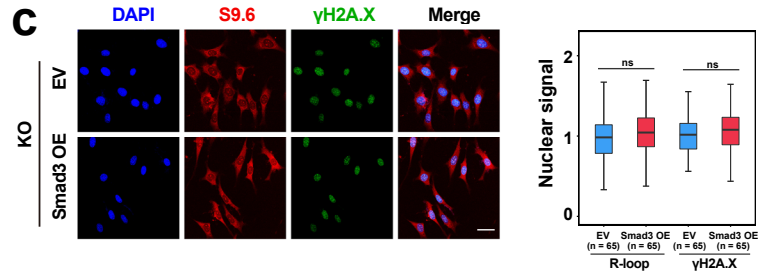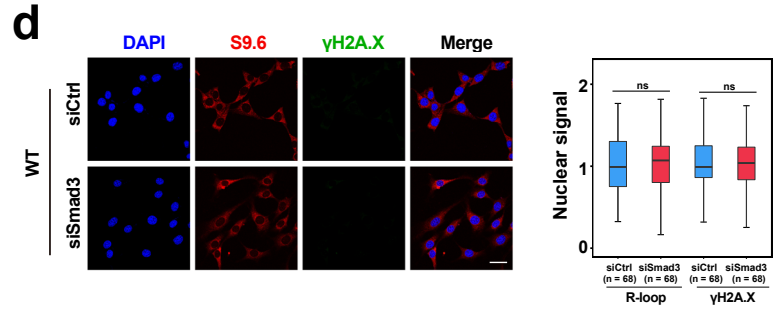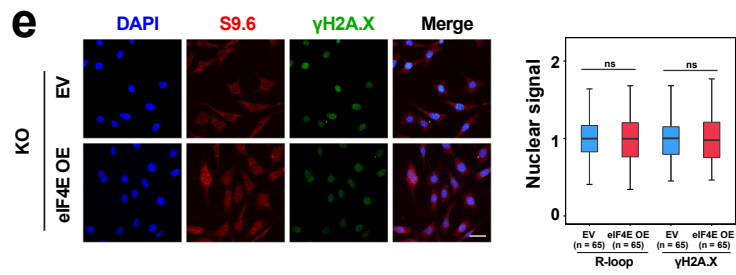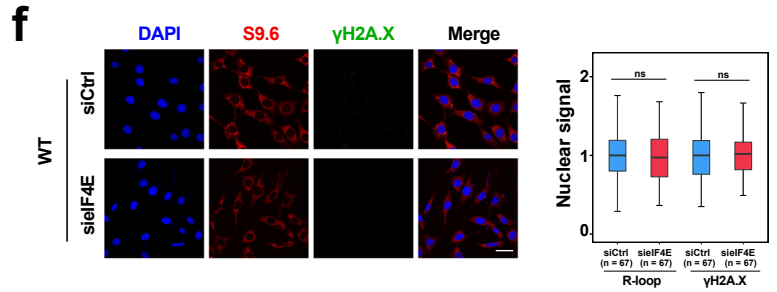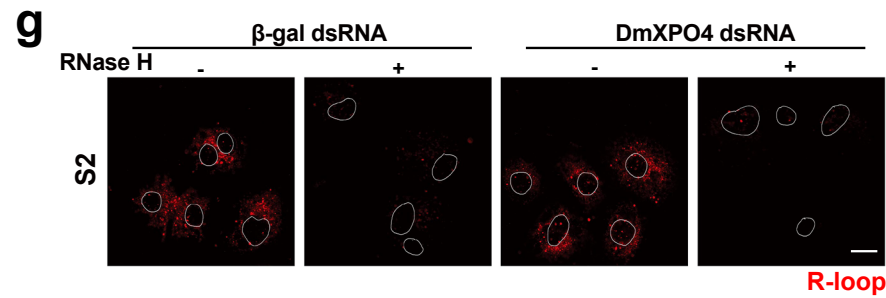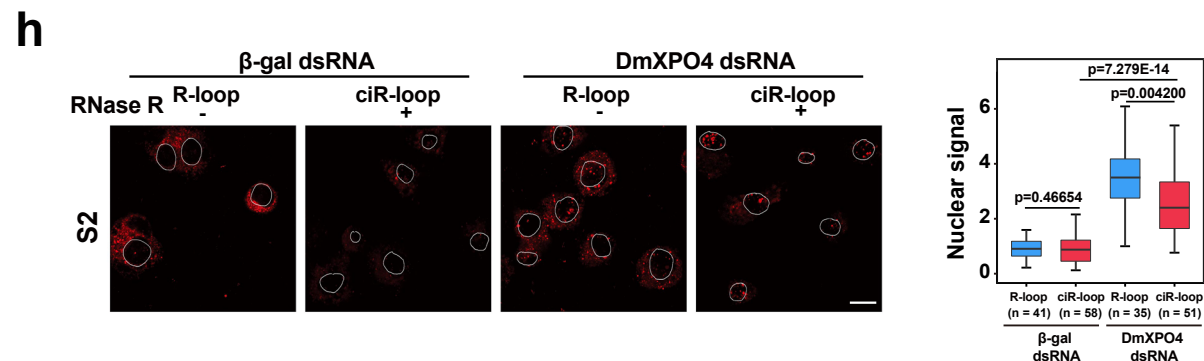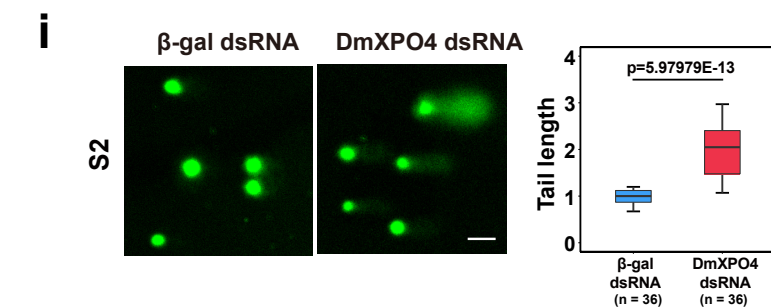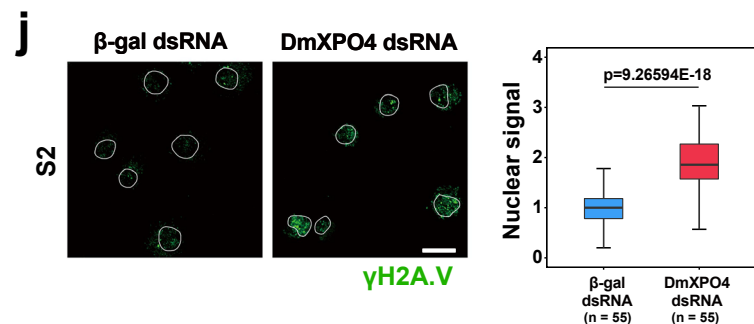

# Supplementary Fig. 4

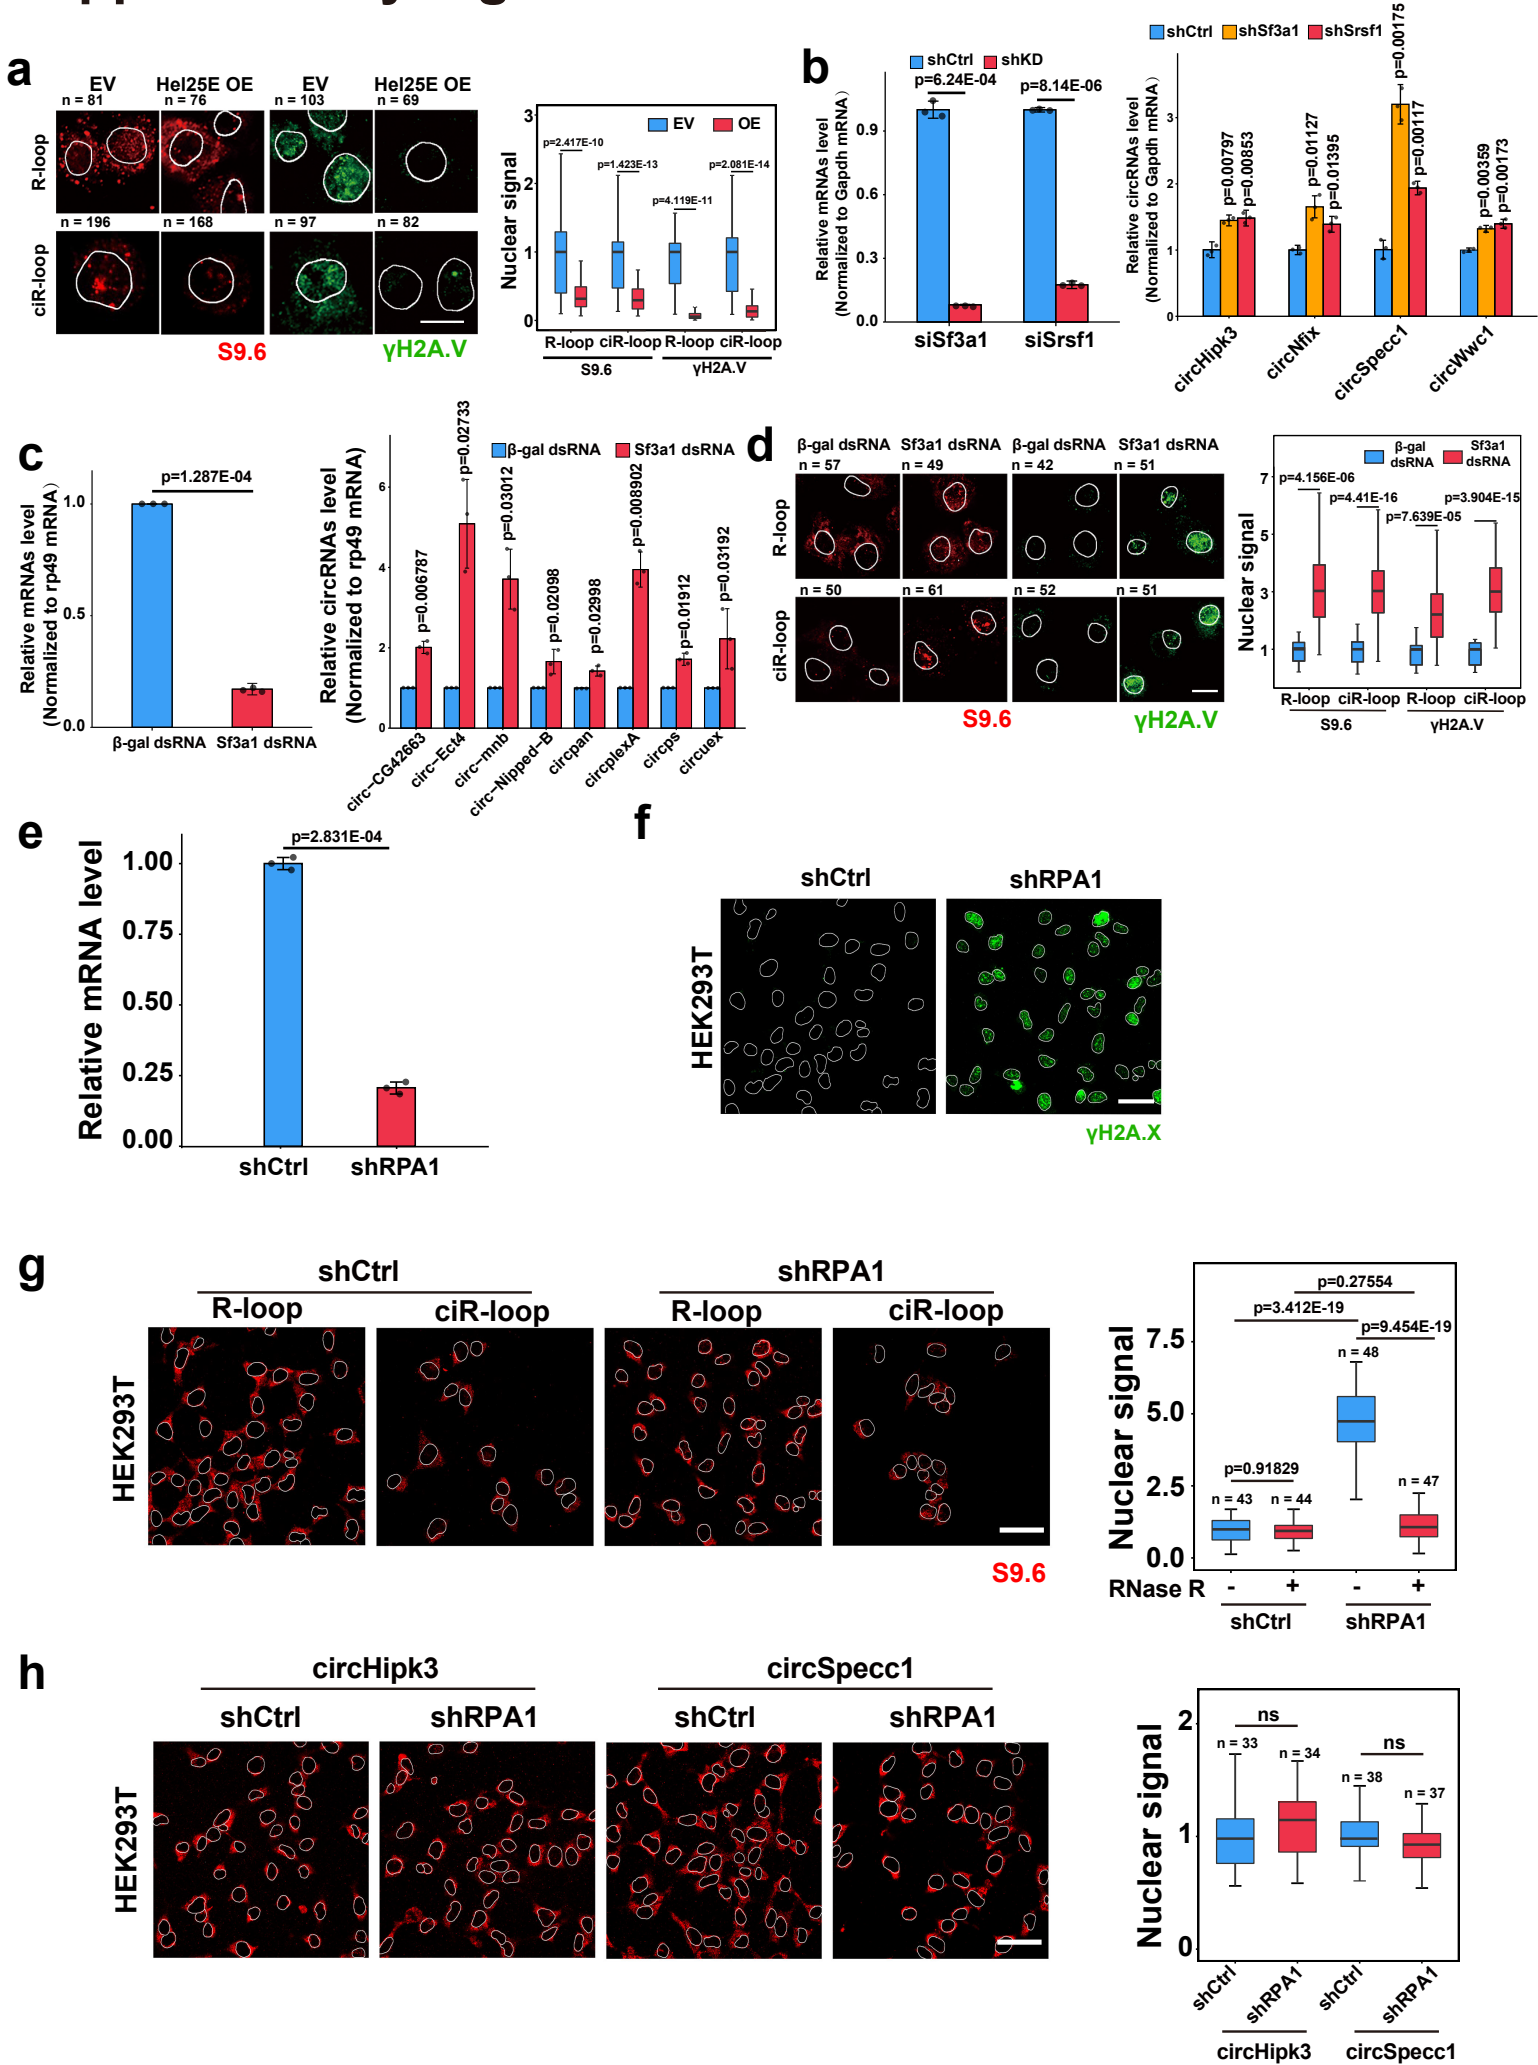

# Supplementary Fig. 5

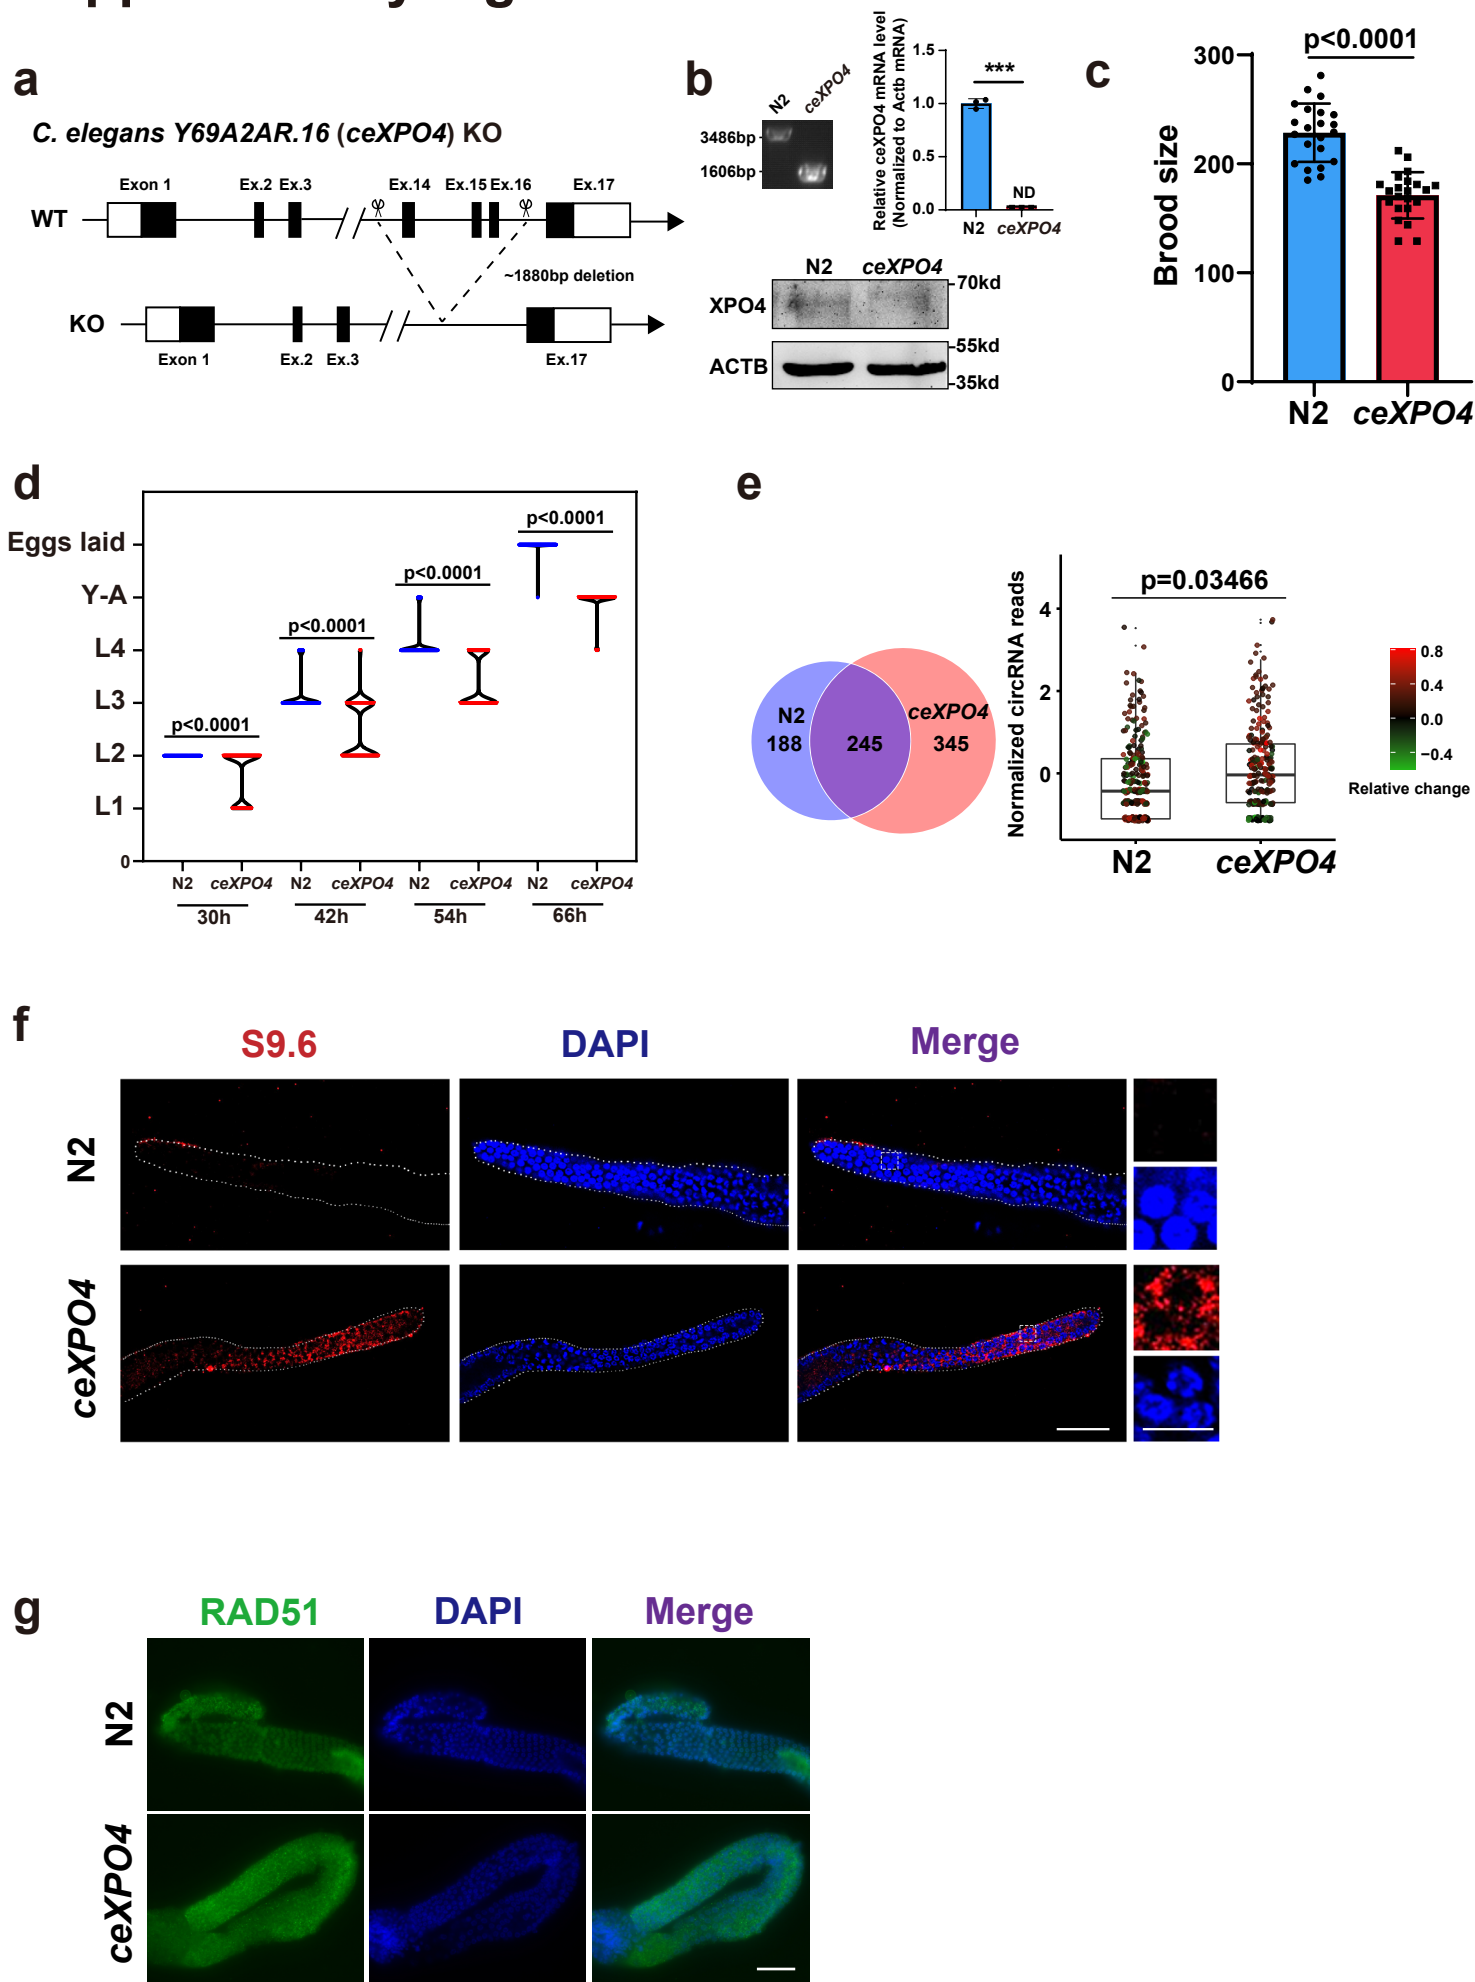

# Supplementary Fig. 6

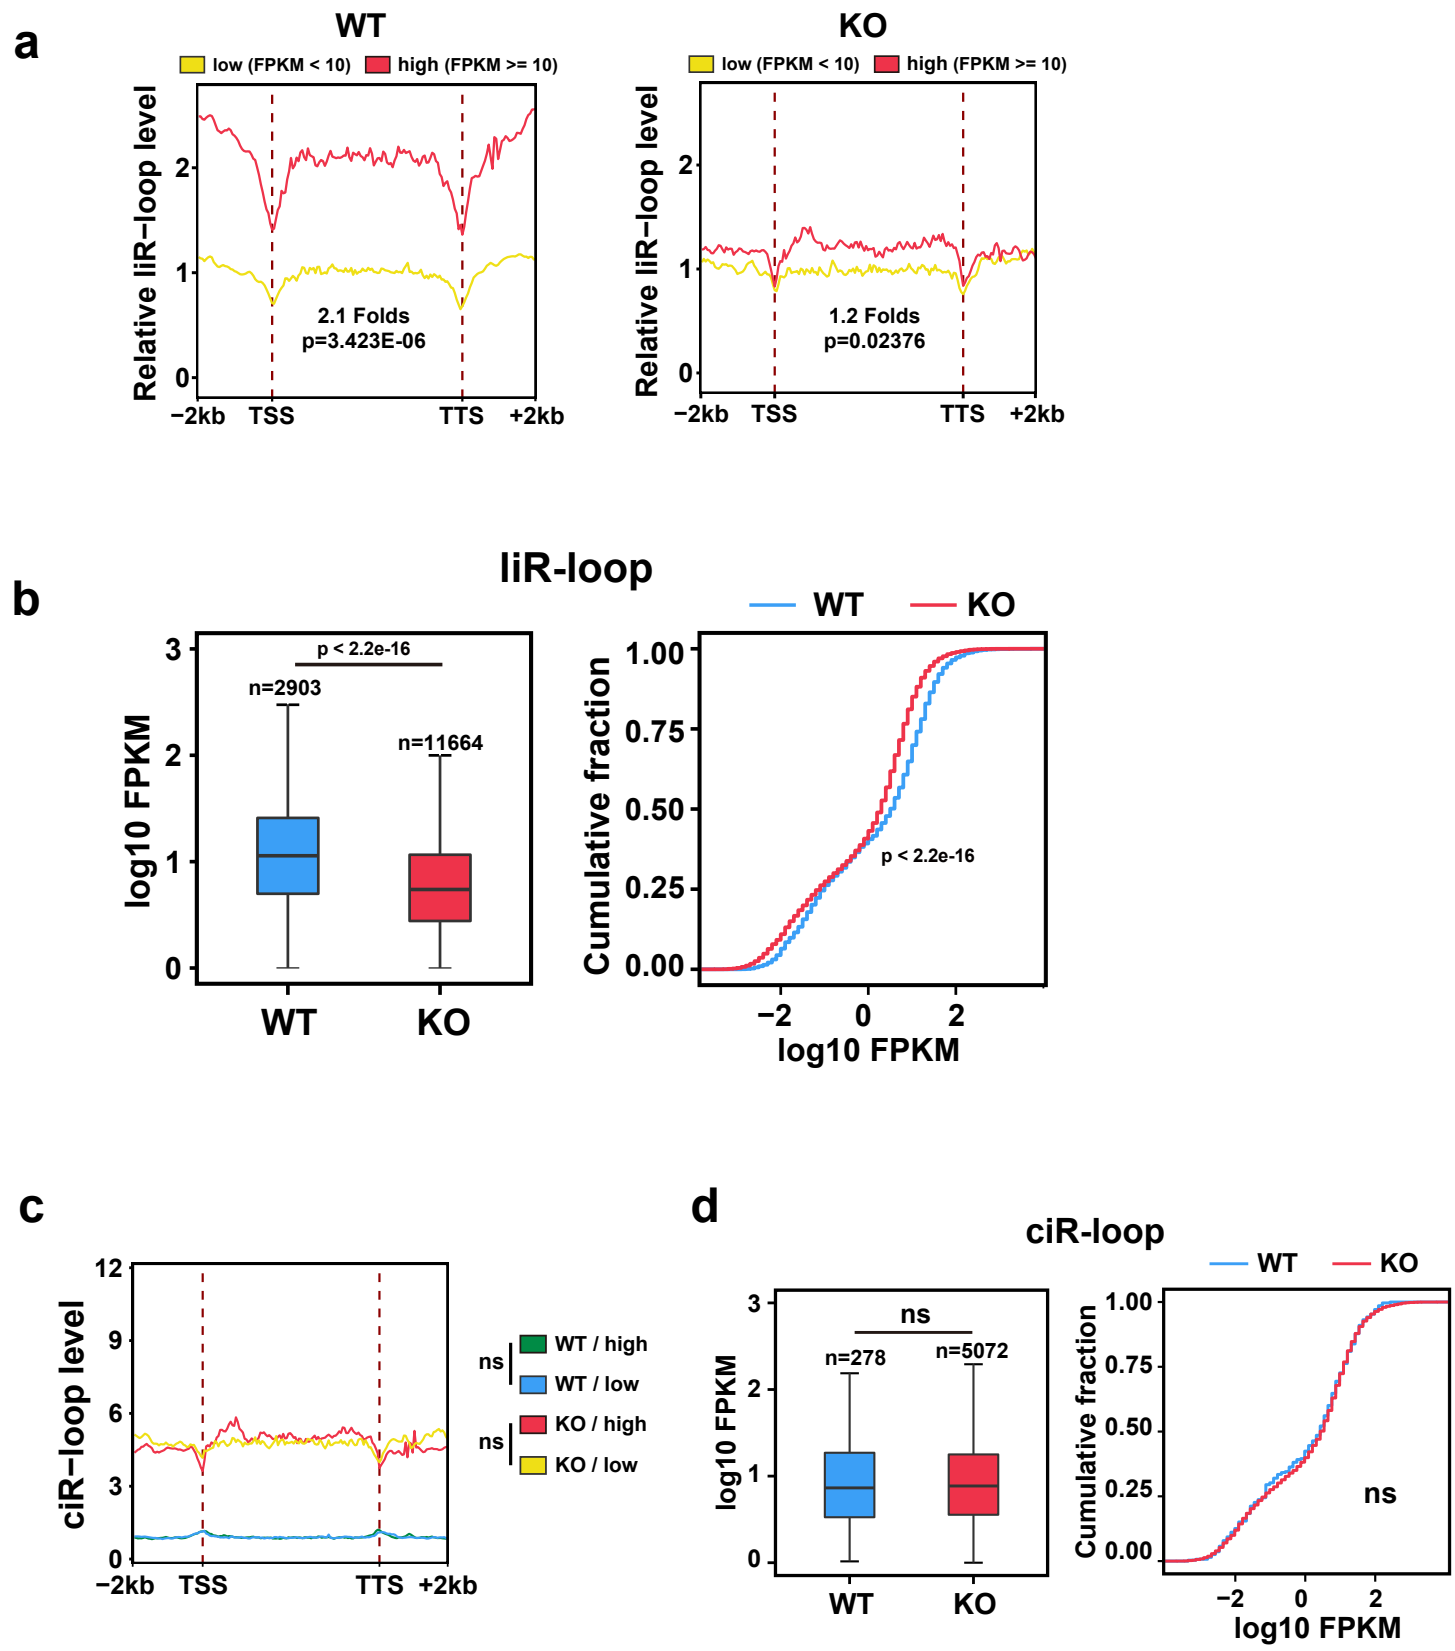

# Supplementary Fig. 7

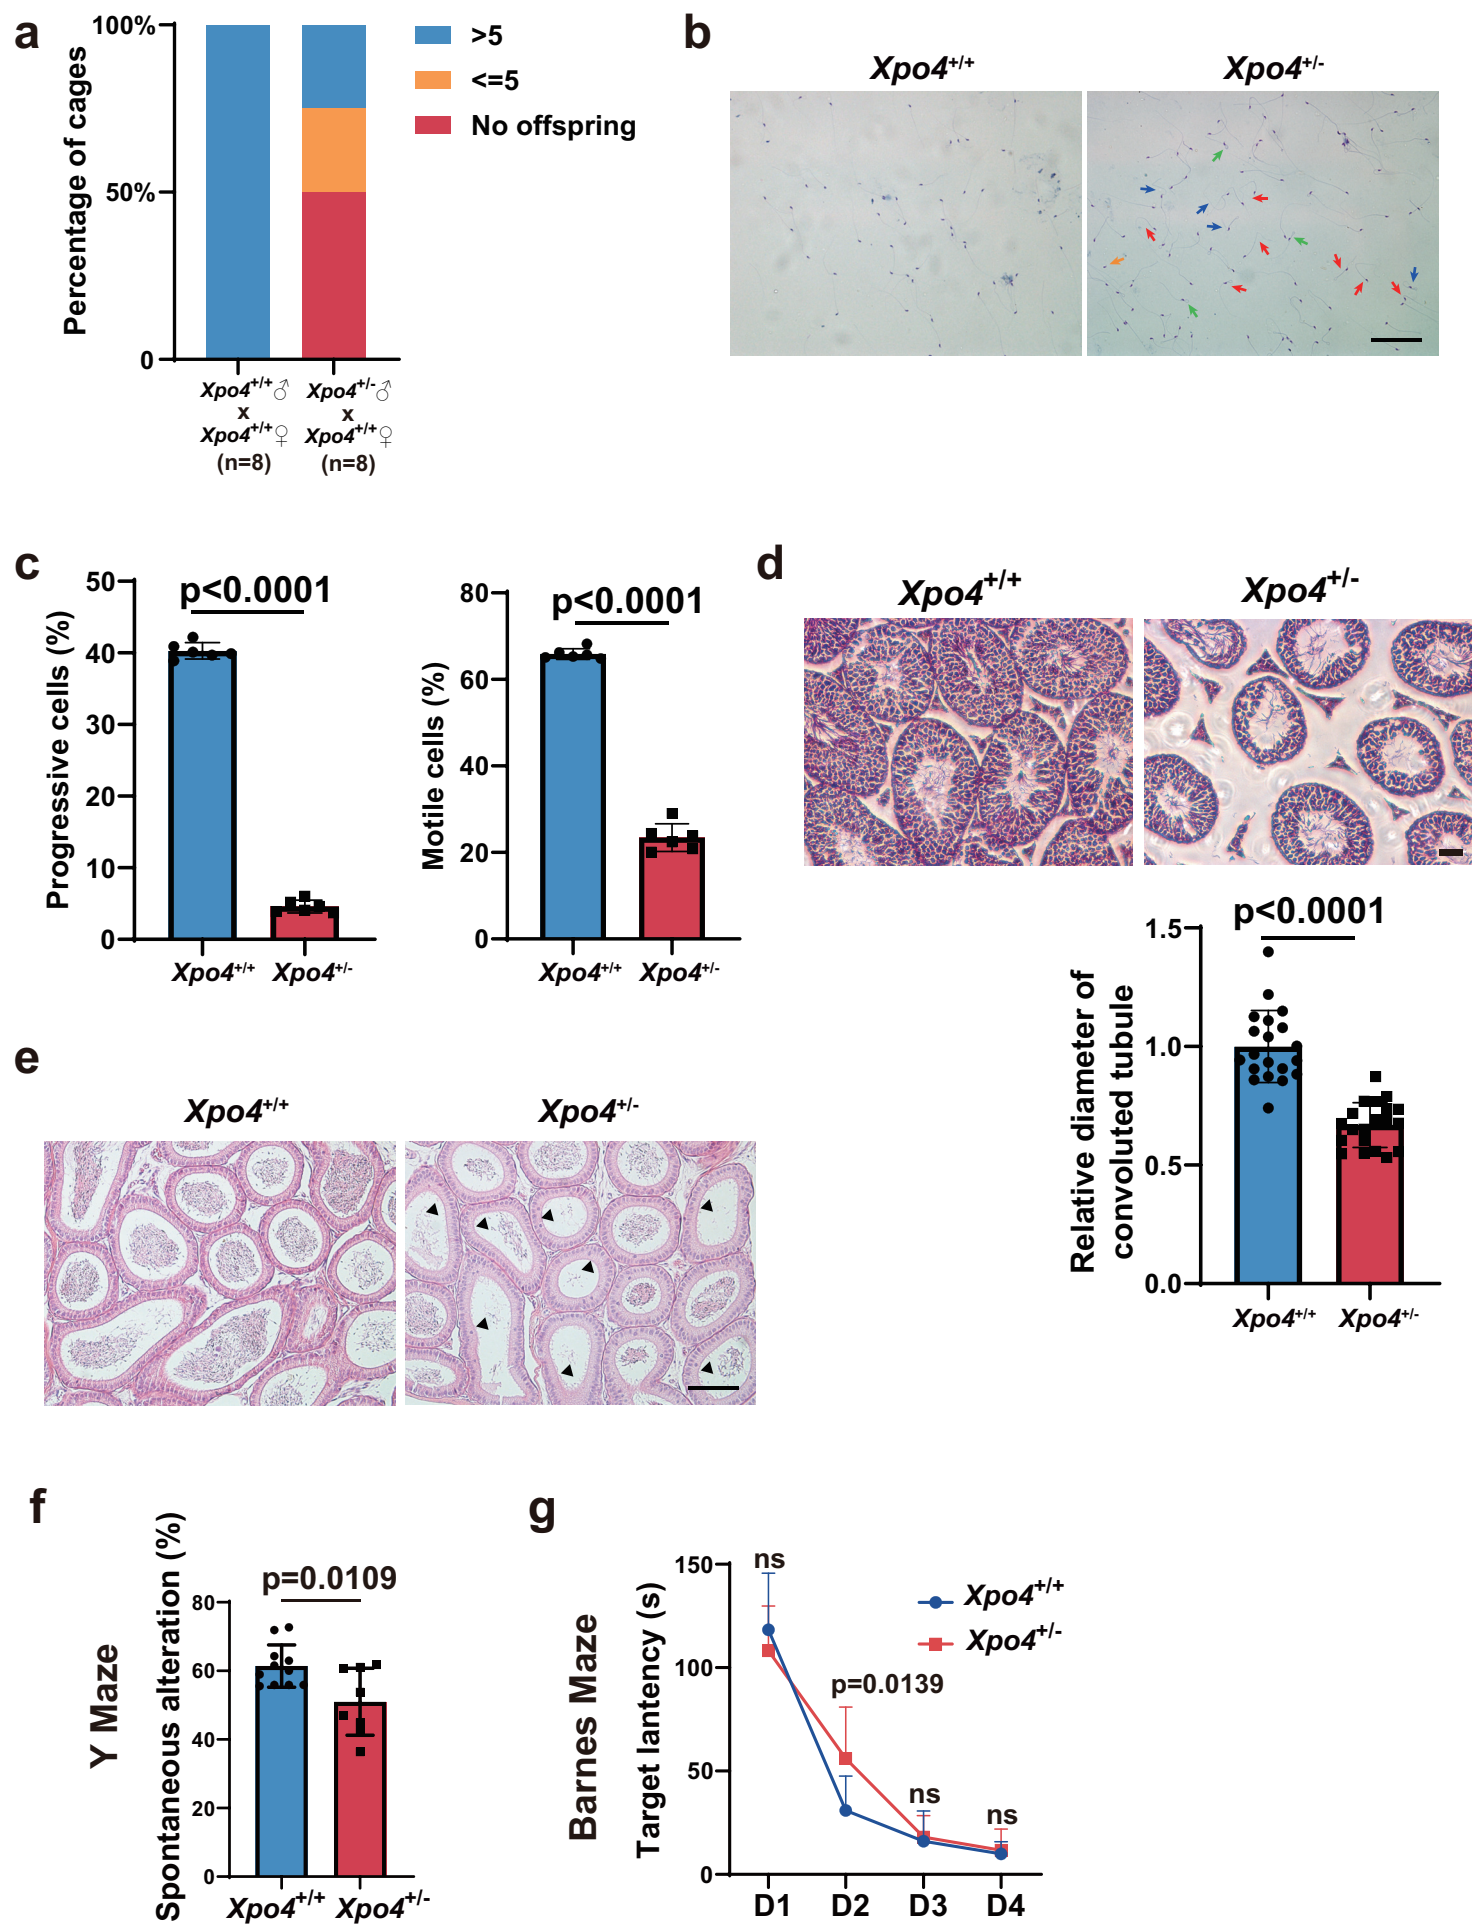

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Exportin 4 depletion leads to nuclear accumulation of a subset of circular RNAs
**Source:** Nat Commun. 2022 Oct 1;13:5769. doi: 10.1038/s41467-022-33356-z
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Illumina Nova seq 6000 system at Novogene, China for RNA-seq  
Illumina Nova seq 6000 system at Genewiz China for DRIP-seq  
ImageQuant LAS4000 Biomolecular Imager was used to take Western blot fluorescent images.  
Olympus IX-71 confocal microscopy was used to take cell and testis tissue fluorescent images.  
Zeiss LSM 800 confocal microscopy was used to take brain tissue fluorescent images.

Data analysis

GraphPad Prism v 7.1  
cutadapt v 4.1  
Bowties2 v 2.4.1  
Samtools v 1.10  
HISAT2 v 2.0.5  
featureCounts v 2.0.0  
DESeq2 v 1.28.1  
find\_circ v 1.2  
R software v 4.0.2  
R studio v 1.3.1093  
ggplot2 v.3.3.5  
dplyr v 1.0.8  
macs2 v 2.2.7.1

bedtools v 2.30.0  
 IGV v 2.8.10  
 FACS v 6.0  
 deeptools v 3.5.1  
 python 3.7.1  
 ZEN v 2.6  
 Fiji (ImageJ) v1.53c

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE196317 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196317>]. The DRIP-seq data generated in this study have been deposited in the GEO database under accession code GSE196318 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196318>]. The processed high-throughput data are available at GEO database in same accession code. The statistics data generated in this study are provided in the Source Data file.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to estimate sample size. Sample size was determined based on previous studies in the field to generate reproducible results. In animal experiments, at least three animal samples were used in one group.

Data exclusions

No data was excluded from the study.

Replication

RNA-seq and DRIP-seq samples from 3T3 WT and XPO4 KO cells with two replicates. qPCR, WB, IF, IP and FISH were performed with at least 3 biological replicates. These replicate numbers were indicated in figures and figure legend. All attempts for replication were successful.

Randomization

Randomization for samples and organisms allocation is not relevant on this study because all the experiments performed with identifiable groups based on the experimental conditions (e.g. WT vs HET mouse strain, WT vs XPO4 KO 3T3 cell line). Samples within control or experimental groups were randomly assigned. In addition, the circRNAs were randomly chosen for imaging and validation with R script. FISH and IF quantifications of signals in different areas were randomly chosen.

Blinding

The experiments were not performed blindly due to the researchers need to verify the genotype of cell line or mouse. (e.g. WT vs HET mouse strain, WT vs XPO4 KO 3T3 cell line). All comparisons were performed automatically using statistical software that is not influenced by the investigator.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

#### Antibody for immunoprecipitation

Anti-XPO1 (Santa Cruz, Cat# sc-74454; RRID:AB\_1122704, 3µg for IP, 1:1000 for IB)  
 Anti-XPO2 (Santa Cruz, Cat# sc-271537; RRID:AB\_1122704, 3µg for IP, 1:1000 for IB)  
 Anti-XPO3 (Santa Cruz Cat# sc-514591; RRID:AB\_10649959, 3µg for IP, 1:1000 for IB)  
 Anti-XPO4 (Santa Cruz, Cat# sc-13423; RRID:AB\_2215474, 3µg for IP, 1:1000 for IB)  
 Anti-XPO5 (CST, Cat #12565, 3µg for IP, 1:1000 for IB)  
 Anti-XPO6 (Proteintech, Cat# 11408-1-AP; RRID:AB\_2241610, 3µg for IP, 1:1000 for IB)  
 Anti-XPO7 (Santa Cruz, Cat# sc-390025, 3µg for IP, 1:1000 for IB)

#### Primary antibody for Western blot

Anti-XPO4 (Abcam, Cat# ab133237; RRID:AB\_11155140, 1:1000)  
 Anti-β-Actin (Transgene, Cat# HC201, RRID:AB\_2860007, 1:1000)  
 Anti-FLAG (Sigma, Cat# F1804; RRID:AB\_262044, 1:1000)  
 Anti-FLAG (used for Drosophila S2 cells, Beyotime, Cat# AF519; RRID:AB\_2895204, 1:1000)  
 Anti-α-Tubulin (Sigma, Cat# T6074; RRID:AB\_477582, 1:1000)  
 Anti-HDAC1 (Abcam, Cat# ab1767; RRID:AB\_302607)

#### Secondary antibody for Western blot

Anti-rabbit-IgG-HRP (SAB, Cat# L3012, RRID:AB\_895483, 1:2000)  
 Anti-mouse-IgG-HRP (SAB, Cat# L3032, RRID:AB\_895481, 1:2000)

#### Primary antibody for Immunofluorescence staining

Anti-NeuN (EMD millipore, Cat# MAB377; RRID:AB\_2298772, 1:1000)  
 Anti-γH2AX (used for mammalian cells, CST, Cat# 9718; RRID:AB\_2118009, 1:200)  
 Anti-γH2AX (used for Drosophila S2 cells to detect Drosophila γH2Av, Beyotime, Cat# AF5836, 1:200)  
 S9.6 antibody (Kerafast, Cat# ENH001; RRID:AB\_2687463, 1:200)  
 Anti-XPO4 (Santa Cruz, Cat# sc-13423; RRID:AB\_2215474, 1:100)

#### Secondary antibody for Immunofluorescence staining

Anti-rabbit-IgG H&L Alexa Fluor® 488 (Abcam, Cat# ab150077, RRID:AB\_2630356, 1:200)  
 Anti-mouse-IgG H&L Alexa Fluor® 647 (Abcam, Cat# ab150075, RRID:AB\_2752244, 1:200)

### Validation

#### Antibody for immunoprecipitation

Anti-XPO1: <https://www.scbt.com/zh/p/crm1-antibody-c-1?requestFrom=search>  
 Anti-XPO2: <https://www.scbt.com/zh/p/cas-antibody-h-2?requestFrom=search>  
 Anti-XPO3: <https://www.scbt.com/zh/p/exportin-t-antibody-d-11?requestFrom=search>  
 Anti-XPO4: <https://www.scbt.com/zh/p/xpo4-antibody-c-1?requestFrom=search>  
 Anti-XPO5: <https://www.cellsignal.com/products/primary-antibodies/exportin-5-d7w6w-rabbit-mab/12565?site-search-type=Products&N=4294956287&Ntt=xpo5&fromPage=plp&requestid=4010202>  
 Anti-XPO6: <https://www.ptglab.com/products/XPO6-Antibody-11408-1-AP.htm>  
 Anti-XPO7: <https://www.scbt.com/p/exportin-7-antibody-a-11?requestFrom=search>

#### Primary antibody for Western blot

Anti-XPO4: <https://www.abcam.cn/exportin-4xpo4-antibody-epr44422-ab133237.html>  
 Anti-β-Actin: [https://www.transgen.com.cn/antibody\\_reference/393.html](https://www.transgen.com.cn/antibody_reference/393.html)  
 Anti-FLAG: <https://www.sigmaaldrich.cn/CN/zh/product/sigma/f1804>

Anti-FLAG: <https://www.beyotime.com/product/AF519.htm>  
 Anti- $\alpha$ -Tubulin: <https://www.sigmaaldrich.cn/CN/zh/product/sigma/t6074>  
 Anti-HDAC1: <https://www.abcam.cn/hdac1-antibody-chip-grade-ab1767.html>

#### Secondary antibody for Western blot

Anti-rabbit-IgG-HRP: <https://www.sabbiotech.com/g-170627-Goat-anti-Rabbit-IgG-Secondary-AntibodyHRP-conjugated-L3012.html>  
 Anti-mouse-IgG-HRP: <https://www.sabbiotech.com/g-170611-Goat-anti-Mouse-IgG-Secondary-AntibodyHRP-conjugated-L3032.html>

#### Primary antibody for Immunofluorescence staining

Anti-NeuN: [https://www.merckmillipore.com/HK/en/product/Anti-NeuN-Antibody-clone-A60-Alexa-Fluor488-conjugated,MM\\_NF-MAB377X](https://www.merckmillipore.com/HK/en/product/Anti-NeuN-Antibody-clone-A60-Alexa-Fluor488-conjugated,MM_NF-MAB377X)

Anti- $\gamma$ H2AX: <https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h2a-x-ser139-20e3-rabbit-mab/9718?site-search-type=Products&N=4294956287&Ntt=anti-%CE%B3h2ax&fromPage=plp>

S9.6 antibody: <https://www.kerafast.com/Search?SearchTerm=s9.6>

#### Secondary antibody for Immunofluorescence staining

Anti-rabbit-IgG H&L Alexa Fluor® 488: <https://www.abcam.cn/goat-rabbit-igg-hl-alexa-fluor-488-ab150077.html>

Anti-mouse-IgG H&L Alexa Fluor® 647: <https://www.abcam.cn/donkey-rabbit-igg-hl-alexa-fluor-647-ab150075.html>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                 |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293T, NIH/3T3 cells and S2 cells all originate from ATCC.                                                                                                    |
| Authentication                                                       | All experiments in this study used low-passage cell cultures. The morphology of each cell line was consistent with images and descriptions on the ATCC website. |
| Mycoplasma contamination                                             | All cell lines were periodically confirmed to be mycoplasma-free by using the mycoplasma detection kit                                                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified line was used in this study                                                                                                           |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | XPO4 <sup>+/−</sup> mice were generated using the CRISPR/Cas9 system with Cas9 mRNA and sgRNAs were microinjected into fertilized embryos of C57BL/6J mice. All mice were genotyped 2 weeks after birth. Deletions in XPO4 were confirmed by Sanger sequencing analysis. Specific primers for PCR were listed in the Supplementary Table 1. All XPO4 <sup>+/−</sup> mice used for analyses were in parallel with age- and gender-matched wild-type littermates as a control group. Mice were housed in groups of five and were given one week to habituate before the start of the experiment upon arrival. Mice were kept in an enriched environment under the standard conditions (22±2°C temperature, 40-60% humidity) with a 12-hour light/dark cycle (lights on from 07:00 to 19:00) at a stable temperature (23-25°C) at the Specific-Pathogen-Free (SPF) facility. The female/male 2~5 month old mice were randomly assigned to experimental groups. For <i>C. elegans</i> culture and strains, all strains were maintained on nematode growth media (NGM) seeded OP50 at 20 °C. N2 Bristol was obtained from the Caenorhabditis Genetic Center (CGC). All <i>C. elegans</i> were at the stage of young adults. |
| Wild animals            | This study did not use wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | Infertility investigations on the sperm morphology, CASA assay, HE for testis and epididymis were conducted on male mice in each group. For the neurological investigations, sex was not considered as a condition. Relevant information were listed in the Materials and Methods section "Mice" and "Sperm morphology and CASA assay".                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | This study does not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All animal protocols were approved by the Animal Care and Use Committee of the University of Science and Technology of China (USTCACUC192001039).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196317">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196317</a><br>All data was confirmed to access                                                                                                                                                                                                                                                                                                                                           |
| Files in database submission                                       | BioSamples:GSM5870404,GSM5870405,GSM5870406,GSM5870407,GSM5870408,GSM5870409,GSM5870410,GSM5870411,GSM5870412,GSM5870413,GSM5870414,GSM5870415,GSM5870416,GSM5870417,GSM5870418,GSM5870419<br>SRA:SRX14086316,SRX14086324,SRX14086325,SRX14086326,SRX14086327,SRX14086328,SRX14086329,SRX14086330,SRX14086317,SRX14086318,SRX14086319,SRX14086320,SRX14086321,SRX14086322,SRX14086323                                                                                                                                 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <a href="https://genome.ucsc.edu/cgi-bin/hgTracks?db=mm10&amp;lastVirtModeType=default&amp;lastVirtModeExtraState=&amp;virtModeType=default&amp;virtMode=0&amp;nonVirtPosition=&amp;position=chr3%3A34650405%2D34652461&amp;hgid=1400019013_mKKSIP6KIQXF5h5jyWybqGHJgqZB">https://genome.ucsc.edu/cgi-bin/hgTracks?</a><br>db=mm10&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr3%3A34650405%2D34652461&hgid=1400019013_mKKSIP6KIQXF5h5jyWybqGHJgqZB |

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | DRIP-seq samples from 3T3 WT and XPO4 KO cells with two replicates in each group.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Sequencing depth        | DRIP-seq was performed on an Illumina Nova seq 6000 system platform with PE 150-bp reads at the Novogene, China. Each sample is sequenced with 6~10G of raw data.<br>KO_input_RNaseR-_rep1 has 20041078 total reads (17219294 uniquely mapped reads);<br>KO_input_RNaseR-_rep2 has 19985114 total reads (17143231 uniquely mapped reads);<br>KO_input_RNaseR+_rep1 has 20125729 total reads (17406743 uniquely mapped reads);<br>KO_input_RNaseR+_rep2 has total 22082483 reads (18838566 uniquely mapped reads);<br>KO_IP_RNaseR-_rep1 has total 33496945 reads (22067787 uniquely mapped reads);<br>KO_IP_RNaseR-_rep2 has total 33934817 reads (22542899 uniquely mapped reads);<br>KO_IP_RNaseR+_rep1 has total 32311263 reads (20000672 uniquely mapped reads);<br>KO_IP_RNaseR+_rep2 has total 31474282 reads (19979874 uniquely mapped reads);<br>WT_input_RNaseR-_rep1 has total 9621651 reads (8678729 uniquely mapped reads);<br>WT_input_RNaseR-_rep2 has total 11145814 reads (9914202 uniquely mapped reads);<br>WT_IP_RNaseR-_rep1 has total 16989008 reads (5946152 uniquely mapped reads );<br>WT_IP_RNaseR-_rep2 has total 18119586 reads (6044875 uniquely mapped reads );<br>WT_input_RNaseR+_rep1 has total 12598456 reads (11727903 uniquely mapped reads );<br>WT_input_RNaseR+_rep2 has total 12965756 reads (12050374 uniquely mapped reads );<br>WT_IP_RNaseR+_rep1 has total 25341954 reads (17655739 uniquely mapped reads );<br>WT_IP_RNaseR+_rep2 has total 36501205 reads (26193265 uniquely mapped reads ) |
| Antibodies              | S9.6 antibody                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Peak calling parameters | -f BAMPE -q 0.001 -g mm                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data quality            | The quality of the DNA reads were quality checked with FastQC . Number of peaks at FDR 5% and above 5-fold enrichment:<br>KO_IP_RNaseR-_rep1 has 26219;<br>KO_IP_RNaseR-_rep2 has 32031;<br>KO_IP_RNaseR+_rep1 has 6372;<br>KO_IP_RNaseR+_rep2 has 5996;<br>WT_IP_RNaseR-_rep1 has 3885;<br>WT_IP_RNaseR-_rep2 has 2171;<br>WT_IP_RNaseR+_rep1 has 271;<br>WT_IP_RNaseR+_rep2 has 352                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Software                | DRIP seq profiles were analyzed using Bowtie2(version 2.4.1) for alignment and MACS(version 2.2.7.1)for peakcalling. The bamCoverage pipeline in deeptools (v 3.5.1) were used to generate R-loop reads coverage files (.bw). The .bw files from two replicates in each group was merged by bigwigCompare pipeline (-operation mean) for IGV visualization. The common peaks from the replicates were merged using bedtools (v2.30.0). DRIP-seq data described in this study are deposited in the GEO with the accession number GSE196317.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

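The data comprised 12 circRNA-seq libraries, 2 each of nuclear, cytoplasmic and total RNA from WT and XPO4 KO NIH/3T3 cells, and 6 mRNA-seq libraries, 3 of each genotype. Genotype, fraction and replicate were taken from the sample labels and the paper. Same-numbered replicates come from the labels, and nothing in the paper says that they were prepared together.

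For circRNA-seq, the authors trimmed adapters with cutadapt (version 4.1), ran find_circ (version 1.2) and deposited the count of junction reads of each circRNA in each library, with its position on GRCm38. The paper's Methods speak of TPM, but the deposited values are whole-number counts whose totals differ between libraries, and they were analysed as counts. The filters applied before deposition are not given in the text. CircRNAs of the cytoplasmic and total libraries nearly all had both ends on annotated exon edges, against 58.1% of the nuclear ones. For mRNA-seq, the authors deposited the count of reads per gene from featureCounts (version 2.0.0) after HISAT2 (version 2.0.5), without normalization. The column heading inside each mRNA-seq file names the other genotype, and the sample titles were followed.

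From the circRNA counts, the level of a library was the mean log10 junction reads over the circRNAs detected in it. Genotypes were compared by a two-sided exact permutation test of libraries, whose smallest p for 2 against 2 is 0.333. The paper compared circRNAs after merging replicates, and its text does not name how. Beside the test, the mean count of both replicates was taken for each circRNA detected in either. Single circRNAs and genes were tested with edgeR (version 4.0.16, R 4.3.3; glmQLFit and glmQLFTest, TMM normalization) with Benjamini-Hochberg adjustment and a threshold of 0.05. CircRNAs needed at least 10 reads summed over the libraries of a fit, and absent circRNAs were entered as 0. For mRNA-seq edgeR's own filter on low counts was used. DESeq2 (version 1.42.0) was the alternative. Cytoplasmic and nuclear ecircRNAs were defined within each genotype by a log2(Nuc/Cyto) under -0.3 or over 0.3 with an unadjusted p under 0.05. These sets were not restricted to circRNAs with both ends on exon edges. Host genes, exons and sequences came from the GRCm38 genome and its GENCODE annotation, with basic transcripts preferred and then the longest circle, among transcripts holding both ends as exon edges. GC content was taken over the spliced sequence, and folding energy was computed with RNAfold (version 2.7.2) for sequences of up to 2000 nt. Medians of sets were compared with two-sided permutation tests of 100000 resamples (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0).

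The depth was low in the nuclear circRNA libraries, between 2189 and 4383 junction reads, and between 50341 and 81941 in the others. The mRNA-seq libraries held between 16974062 and 22057323 counted reads. The paper's text names no molecular identifiers for these libraries, and PCR reads without them are not independent molecules, so limits from counts cover counting error alone. Tests were run first on simulated counts with known changes. These changes were placed only in circRNAs or genes above a minimum mean count, with a fixed spread between replicates. The shares recovered need not hold for the real data as a whole. edgeR recovered 6.19% of 4-fold changes among nuclear, 43.4% among cytoplasmic and 46.2% among total circRNAs, 0% of 8-fold changes in the Nuc/Cyto ratio between genotypes, and 99% of 2-fold changes in mRNA-seq. The permutation test of medians gave p under 0.05 in 4.5% of simulated pairs of sets without a difference. The simulated sets held independent, normally distributed values and had no members in common. That rate therefore does not cover the real sets, which share circRNAs and were chosen by p.

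Designs, alternatives and the rule for naming genes were set before the data were examined. The genes named are those the paper names for 3T3 cells, the exportins it names among them, and the 10 with the largest log2 fold change among genes with an adjusted p under 0.05, the same direction in every library and a mean count of at least 50 in the higher genotype. Ddx39a, which the paper also names, was not found under that symbol in the annotation and is not reported. The circRNAs named are the most abundant one of each host gene the paper names in 3T3 cells and the 5 with the smallest p in the nuclear, cytoplasmic and interaction fits. Alternatives covered other scalings, no filter on low counts, DESeq2, adjusted in place of unadjusted p for the sets, sets of one genotype only, genomic span in place of spliced sequence, TPM in place of FPKM, leaving out each library, and the replicate number as a block. Left out were the RIP, FISH, immunofluorescence and DRIP experiments, whose data were not analysed here, and EIciRNAs, which the circRNA lists do not mark.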

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

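The tests of a mislabelling by Xpo4 and of cytoplasmic RNA among exonic circRNAs, and for the Y-linked genes those of depth, of reads shared with X-linked copies and of a missing Y chromosome, were chosen only after the result was seen.

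The nuclear and the cytoplasmic circRNA level moved in opposite directions in KO. The KO minus WT difference in mean log10 junction reads was 0.193 in the nucleus and -0.118 in the cytoplasm, 0.311 apart, with both KO libraries above both WT libraries in the nucleus and below them in the cytoplasm. The difference between the fractions was not tested. Depth was weighed first. With each nuclear library scaled to the same total, the nuclear difference was -0.0336 for exonic and other circRNAs together. This cannot separate a deeper library from a rise of all nuclear circRNAs, since the scaling removes both. Cytoplasmic RNA in the KO nuclear fraction would raise most the circRNAs abundant in the KO cytoplasm, but the Spearman rho of nuclear log2 fold change with KO cytoplasmic reads was -0.146 over 310 circRNAs. That test leaves out circRNAs without KO cytoplasmic reads. Among exonic circRNAs alone, the 465 with KO cytoplasmic reads rose by 0.247 and the 212 without by 0.315, a difference of -0.0683. The lists are incomplete, as 4803 circRNAs are listed both among the 9648 of the cytoplasm and the 10700 of total RNA. A circRNA without listed KO cytoplasmic reads may thus still be cytoplasmic, so the rise of the 212 cannot exclude such RNA. A bias by GC content was not seen (rho 0.0201 over 646 circRNAs). For genomic span rho was 0.188 over 647 circRNAs, which leaves a length bias open. These relations are across circRNAs, which are not independent replicates. Circles without both ends on exon edges rose by 0.0769 on average, with overlapping libraries (0.232 and 0.364 in WT, 0.299 and 0.451 in KO). Exonic ones rose by 0.269, with both KO libraries (0.532 and 0.556) above both WT libraries (0.256 and 0.295). A rise of the first class was thus not resolved from the spread between replicates. A shift alike in both classes may account for part of the rise but not for the larger rise of exonic circles. Any part common to both classes cannot be told apart from a difference in depth or a shift of the whole library. Nor can the larger rise of exonic circles be told apart from a length bias, or, for those without listed KO cytoplasmic reads, from cytoplasmic RNA. A response to XPO4 loss remains a hypothesis beside these.

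The mRNA-seq comparison of KO with WT, which the paper does not report, gave 7151 of 14688 genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3684 higher and 3467 lower in the libraries labelled KO. Of these, 1412 had an absolute log2 fold change over 1, 627 higher and 785 lower. In counts not scaled for depth, all 3 KO libraries lay on one side of all 3 WT libraries for 7923 genes, 53.9% of those tested. Every library labelled WT held more reads than every library labelled KO, which by itself parts the counts of unchanged genes. The 53.9% therefore cannot be set against the 10% that chance gives at equal depth. Of the 4 splits of the 6 libraries that part as many same-numbered pairs, 1, the real split, gave as many genes. Of all 10 splits the other 9 gave 0, and a share under 0.05 cannot be reached with 3 against 3. Gene length had a Spearman rho of -0.0597 with the log2 fold change across genes. With every library thinned to the same number of reads 7062 genes passed, so depth did not account for the count. A mislabelling remains open, because the column headings name the other genotype and the log2 fold change of Xpo4 was 0.18. If the headings were right, every direction here would invert. The median log2 fold change of chromosome 10 was 0.44 and that of chromosome 1 -0.21. A median at least 0.2 from 0 was seen for 2 of 19 autosomes, and 13 lay within 0.1. A difference in chromosome number between the cell lines may therefore explain part of the changes, which cannot be told apart from an effect of XPO4 loss with 1 line of each genotype.

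Y-linked genes had reads in the libraries labelled KO, in data the paper does not discuss. There were 5 Y-linked genes with at least 50 reads over the KO libraries, and reads on chromosome Y genes numbered 1301, 1135 and 1134 in the KO libraries and 17, 8 and 15 in the WT libraries. Depth does not account for this, since the WT libraries held 1.17 times the reads of the KO libraries. Reads shared with X-linked copies do not either. In the WT libraries Ddx3x, Kdm5c, Eif2s3x and Kdm6a had 49435 reads and their Y-linked copies Ddx3y, Kdm5d, Eif2s3y and Uty 0. Of the Y-linked genes with at least 50 KO reads, 0 had over 3 reads in a WT library. This restates the observation and is no separate evidence for sequenced WT cells that lack a Y chromosome, which remains a hypothesis. The circRNA libraries do not settle this. All 4 circRNAs listed on chromosome Y lie at Uty, with 43 reads in KO and 22 in WT total RNA, so 66.2% of their reads were in KO. WT total RNA thus lists circRNA reads of Uty, whose mRNA had 0 reads in the libraries labelled WT. A mislabelling of the mRNA-seq samples would change only which genotype lacks Y-linked reads. It would leave circRNA reads of Uty in a genotype without Uty mRNA, so it does not explain the pattern by itself.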

How the results depend on the processing

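The directions of the circRNA levels held with the circRNAs detected in all 4 libraries, with absent circRNAs as 0 and without any 1 library. A replicate block cannot move a difference of means in this balanced design. Without one library the difference lay from 0.154 to 0.233 in the nucleus, from -0.144 to -0.0917 in the cytoplasm and from -0.0218 to -0.0197 in total RNA. With each library scaled to the same total of circRNA reads it reversed to -0.0336 in the nucleus, for exonic and other circRNAs together. In the cytoplasm it reversed to 0.0314, and in total RNA it was -0.00254. With circRNAs detected in all 4 libraries it was -0.0227 in total RNA. In these cases the cause was not tested.

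Counts of changed circRNAs depended on the setting. With DESeq2, 0 nuclear (59 at an unadjusted p under 0.05), 879 cytoplasmic and 7 total circRNAs passed, and 1 for the Nuc/Cyto ratio. Without scaling, 0 nuclear (173 at an unadjusted p under 0.05) and 2353 cytoplasmic circRNAs passed. With scaling by the total of circRNA reads, 43 nuclear and 2003 total circRNAs passed, and 4 for the Nuc/Cyto ratio. With no filter on low counts 40 nuclear circRNAs passed. In total RNA 2054 passed with a replicate block, although same-numbered libraries did not deviate together (correlation 0.0191), and 2058 with edgeR's robust estimation, which was chosen after seeing the data. The cause was not tested.

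For the sets, DESeq2 gave 278 cytoplasmic and 45 nuclear ecircRNAs in WT and 1182 and 127 in KO. Without scaling there were 4160 and 14 in WT and 3103 and 77 in KO, so the order of the cytoplasmic sets reversed. Scaling by the total gave 37 and 252 in WT and 64 and 358 in KO, and no filter 637 nuclear in WT and 718 in KO. By adjusted p there were 12 and 35 in WT. A replicate block gave 571 cytoplasmic in WT, and 1400 were in WT alone. The share of reads in the cytoplasm over circRNAs detected in all 4 libraries was 93.5% in WT and 84.2% in KO, and without either replicate it was from 96.9% to 97.3% in WT and from 93.1% to 93.5% in KO. The cause was not tested.

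Among features (WT minus KO), with DESeq2 sets the cytoplasmic length differed by 7.5 nt and folding energy by -5 kcal/mol, and the nuclear length by -52 nt, GC content by 2.93 points (reversed) and folding energy by 17.7 kcal/mol. Without scaling the nuclear values were -50 nt, 0.601 points (reversed), 11.25 kcal/mol and 0.0378 for expression. With sets from a replicate block, cytoplasmic length differed by 7 nt, GC content by 0.826 points and folding energy by -5.95 kcal/mol, and nuclear GC content by 1.66 points (reversed) and folding energy by 26.7 kcal/mol. By genomic span, GC content differed by -0.0164 points in the cytoplasm and 1.56 in the nucleus (both reversed), and nuclear length by -2327 bp. For circRNAs of one genotype alone nuclear folding energy differed by 26.6 kcal/mol. Per nucleotide, chosen after seeing the data, it differed by -0.00111 in the cytoplasm and 0.0117 in the nucleus. With the reads of the same sets not scaled, also chosen after seeing the data, nuclear expression differed by 0.0621. The cause was not tested.

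With TPM in place of FPKM, 9568 genes in WT and 9465 in KO passed 10. The count of genes changed in mRNA-seq was within 1.5 times of 7151 under DESeq2, no filter and a replicate block, and from 6143 to 7397 across the 6 fits that each left out a library.

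Over 54 values of single circRNAs and genes, 191 of 212 values from alternatives that kept every library had the same direction and side of the threshold, 12 became weaker, 5 stronger and 4 reversed. Of 310 without one library, 277 were the same, 10 weaker, 4 stronger, 8 moved and 11 reversed. The circRNA fits without one library gave no adjusted p, so for them the same does not cover the side of the threshold. The log2 values that reversed were these. For the Nuc/Cyto ratio, KO over WT, circHipk3 reached 0.63 without scaling and from -1.46 to 1.11 without one library, positive without KO cytoplasm replicate 2. CircSpecc1 reached -0.59 with DESeq2 and from -0.91 to 1.01 without one library, negative without WT cytoplasm replicate 1. CircNfix ran from -0.37 to 2.87, with -0.37 without KO nucleus replicate 2 and -0.10 without WT nucleus replicate 1. For KO over WT, circSpecc1 in the cytoplasm ran from -1.01 to 0.92, positive without WT replicate 1. CircNfix in the nucleus was 0.37 without scaling and ran from -1.63 to 1.52, positive without KO replicate 1 (0.07) and without WT replicate 2. In mRNA-seq, Eif5a ran from -0.099 to 0.024, positive without KO replicate 1 (0.0087) and without KO replicate 3. Malat1 was -0.0092 with a replicate block and ran from -0.18 to 0.26, negative without KO replicate 3 and without WT replicate 3 (-0.012). The cause was not tested.

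Counts of circRNAs were not recomputed without single libraries, since one genotype or fraction would keep 1 library. A pseudocount was not run because the values are counts, nor genomic span for folding energy. Depth limits the nuclear and Nuc/Cyto tests, which recovered 6.19% of 4-fold and 0% of 8-fold simulated changes.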

Differences from the paper's values

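For cytoplasmic ecircRNAs in WT the paper's value is 717 and the value here 2395. Of the alternatives set before the data were examined, the replicate block, at 571, fell within 1.5 times of the paper's value, and DESeq2 (278), no scaling (4160), scaling by the total (37), no filter (2618), adjusted p (12) and circRNAs of WT alone (1400) did not. In KO the paper's value is 693 and the value here 3830, and none of the alternatives set before the data were examined closed the gap; DESeq2, the tool the paper names, gave 1182. As a percentage of all cytoplasmic ecircRNAs the paper gives 37 in WT and 36 in KO. Here the KO set was 73.2% of the circRNAs in either set, and 49.2% without scaling, but these are not the same quantity. Whole sets as a share of their union add up to at least 100%, and the paper's do not. Its text does not name what all cytoplasmic ecircRNAs are. If its numbers are circRNAs of one genotype alone, those here are 1400 (26.8%) in WT and 2835 (54.2%) in KO, so the numbers of the whole sets may not be comparable either.

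For nuclear ecircRNAs, the paper's numbers are about 250 in WT and about 460 in KO in Fig. 2f, read by eye, against 70 and 210 here. The sets here also hold circRNAs with ends off exon edges. With scaling by the total of circRNA reads, 252 and 358, the values were within 1.5 times of the paper's, and the other alternatives did not close the gap.

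The paper states a lower GC content for cytoplasmic ecircRNAs of WT. Here the WT median was higher by 0.303 percentage points (permutation p = 0.16), and by genomic span the difference was -0.0164 (permutation p = 0.926), the direction of the paper but not past the threshold. With sets from a replicate block the WT median was higher by 0.826 points and past the threshold (permutation p = 0.0261). The paper states a higher folding energy for this set, and the difference here was -9.2 kcal/mol (permutation p = 0.00021). It was negative under every alternative run, but not past the threshold with DESeq2 (-5, permutation p = 0.275), with a replicate block (-5.95, permutation p = 0.121) or per nucleotide, chosen after seeing the data (-0.00111, permutation p = 0.479). The paper states no difference in expression level for nuclear ecircRNAs. Here it was 0.256 (permutation p = 1e-05, the smallest the permutations can give), but each genotype was scaled in its own fit. With the reads of the same sets not scaled, chosen after seeing the data, it was 0.0621 (permutation p = 0.194), and with sets from the fits without scaling 0.0378 (permutation p = 0.421), neither past the threshold. The difference was 0.223 with DESeq2, 0.267 with a replicate block and 0.262 for circRNAs of one genotype alone (permutation p = 1e-05 for each). These were also scaled within each genotype. The unscaled values include the deeper KO nuclear libraries, 4063 reads on average against 2412 in WT. Level, scaling and depth cannot be separated here, so the 0.256 cannot be set against the paper's statement. The paper states no difference in folding energy for nuclear ecircRNAs. Here it was 26.65 kcal/mol (permutation p = 0.024), over fewer than 80% of the sets, and not past the threshold for circRNAs of one genotype alone (26.6), with DESeq2 (17.7), without scaling (11.25) or with a replicate block (26.7).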

Other observations

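The tests of depth and of sampling noise for the relation of WT with KO counts, that of near-equal replicates, and the shuffle of KO reads, were chosen only after the result was seen.

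CircRNA counts of WT and KO did not rise together within a fraction, while those of replicates did. In total RNA the depths were alike (KO over WT 0.961), so depth does not account for this. Among 501 circRNAs with at least 50 summed reads in total RNA, the mean Spearman rho of a WT with a KO library was 0.491, against 0.743 for the WT and 0.513 for the KO replicates, so sampling noise at low counts may explain part of it in total RNA. It does not extend to the cytoplasm, where 869 such circRNAs had a rho of 0.165 against 0.541 and 0.491. If XPO4 loss changed which circRNAs the cells contain, those differing in total RNA would differ the same way in the cytoplasm, but 51.3% of 1087 did. Changes in host-gene mRNA had a rho of -0.0095 with those of circRNAs over 8460 circRNAs. Among 1086 circRNAs with at least 20 summed reads in the higher genotype, low values unrelated to a circRNA's abundance were not seen. Their reads in the lower and the higher genotype had a rho of 0.749, against 0.0392 with the KO reads shuffled over circRNAs. Of them 9.76% differed 4-fold or more, against 37.4% of all circRNAs in total RNA. Such low values among circRNAs with fewer reads are left open. The tests of depth, host-gene mRNA and low values were run on total RNA alone. In the cytoplasm the KO libraries held 0.713 times the reads of the WT libraries, and the cause was not tested there.

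Replicate counts were near equal more often than sampling gives. Of 146 KO cytoplasm circRNAs with at least 60 reads, 29 had a replicate 1 share between 0.48 and 0.52, although the median share was 0.265, and a beta-binomial spread gives 6.19, a ratio of 4.68. In the other groups the ratio was lower, 2.45 in WT cytoplasm, 2.11 in KO total and 1.72 in WT total RNA. Sampling around the common ratio of the libraries does not account for the KO cytoplasm. No biological explanation was tested.

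For the host genes of the circRNAs the paper images by FISH, the values are those of the most abundant circRNA listed. Which circRNA was imaged was not determined, and the lists hold 10 circRNAs of Specc1, 8 of Nfix, 3 of Wwc1 and 2 of Hipk3. CircHipk3 (chromosome 2 from 104470749 to 104471847) had 12 and 13 nuclear reads in WT and 8 and 8 in KO (log2 fold change -1.58, standard error 0.79, edgeR adjusted p = 0.179 after Benjamini-Hochberg adjustment), and its Nuc/Cyto ratio in KO over WT was -0.51 on the log2 scale (standard error 1.31). CircNfix (chromosome 8 from 84771784 to 84772315) had 5 and 43 nuclear reads in WT and 14 and 48 in KO (log2 fold change -0.53), a Nuc/Cyto ratio in KO over WT of 0.72 on the log2 scale (standard error 1.90), and 1837 and 1871 cytoplasmic reads in WT and 682 and 685 in KO. In total RNA it had 2 and 0 reads in WT and 681 and 677 in KO, at least 233-fold higher in KO after TMM normalization but not past the threshold (edgeR adjusted p = 0.0580). The most abundant circRNAs of Specc1 and Wwc1 had 0 nuclear reads in all 4 libraries, so their Nuc/Cyto ratios in KO over WT, 0.44 and -2.97, are not determined (standard errors 1013 and 5757). CircWwc1 had 3 and 0 cytoplasmic reads in WT and 10 and 10 in KO, at least 4.87-fold higher after TMM normalization with every library kept. Its log2 fold change of 3.16 became 6.58 without WT replicate 1 and 2.11 without WT replicate 2. Without scaling it was 2.64 and not past the threshold (edgeR adjusted p = 0.0906). No circRNA of Adarb1 is listed. These are sequencing values from other preparations than the FISH images.

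In mRNA-seq, the 10 genes with the largest changes under the rule for naming were Ddx3y, Eif2s3y, Ppargc1a, Btbd11, Kdm5d, Uty, Mboat1 and Slc6a15, with 0 reads in the libraries labelled WT and at least 35.2-fold to at least 208-fold higher in those labelled KO, and Lcn2 and Saa3, at least 35.9-fold and at least 392-fold lower in KO. Of 19 genes the paper names that were tested, 10 had an adjusted p under 0.05 over all genes and 11 when adjusted over this list alone. Eif4e had a log2 fold change of 0.57 (standard error 0.063, adjusted p = 6.99e-06), Actb 0.56 (adjusted p = 4.01e-06) and Ddx39b -0.87 (adjusted p = 2.04e-08, each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the counts of all 3 KO libraries on one side of those of all 3 WT libraries. The others past the threshold were Xpot (0.32), Gapdh (0.28), Rpa1 (0.22), Sf3b1 (-0.33), Xpo5 (-0.28), Xpo7 (-0.20) and Cse1l (-0.16), of which Gapdh, Xpo7 and Cse1l were not past it in some fits without one library, and Cse1l also with no filter on low counts. Not past it were Xpo4 (0.18), Eif5a (-0.03), Smad3 (0.08), Srsf1 (-0.12), Sf3a1 (-0.11), Malat1 (0.04), Xpo1 (-0.02), Xpo6 (-0.13) and Nxf1 (-0.10). Of these, Srsf1 passed with DESeq2, and Xpo4, Smad3, Srsf1 and Malat1 passed without KO replicate 2.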
